# METTL1 Promotes *let-7* MicroRNA Processing via m7G Methylation

**DOI:** 10.1016/j.molcel.2019.03.040

**Published:** 2019-06-20

**Authors:** Luca Pandolfini, Isaia Barbieri, Andrew J. Bannister, Alan Hendrick, Byron Andrews, Natalie Webster, Pierre Murat, Pia Mach, Rossella Brandi, Samuel C. Robson, Valentina Migliori, Andrej Alendar, Mara d’Onofrio, Shankar Balasubramanian, Tony Kouzarides

**Keywords:** microRNA, miRNA biogenesis, *let-7*, RNA methylation, SAM-dependent methyltransferase, 7-methylguanosine, high-throughput sequencing, METTL1, cell migration, G-quadruplexes

## Abstract

7-methylguanosine (m7G) is present at mRNA caps and at defined internal positions within tRNAs and rRNAs. However, its detection within low-abundance mRNAs and microRNAs (miRNAs) has been hampered by a lack of sensitive detection strategies. Here, we adapt a chemical reactivity assay to detect internal m7G in miRNAs. Using this technique (Borohydride Reduction sequencing [BoRed-seq]) alongside RNA immunoprecipitation, we identify m7G within a subset of miRNAs that inhibit cell migration. We show that the METTL1 methyltransferase mediates m7G methylation within miRNAs and that this enzyme regulates cell migration via its catalytic activity. Using refined mass spectrometry methods, we map m7G to a single guanosine within the *let-7e-5p* miRNA. We show that METTL1-mediated methylation augments *let-7* miRNA processing by disrupting an inhibitory secondary structure within the primary miRNA transcript (pri-miRNA). These results identify METTL1-dependent N7-methylation of guanosine as a new RNA modification pathway that regulates miRNA structure, biogenesis, and cell migration.

## Highlights

• Internal m7G is identified in miRNAs by two independent sequencing techniques
• Methyltransferase METTL1 mediates m7G modification of specific miRNAs
• METTL1 promotes miRNA maturation and suppresses lung cancer cell migration
• m7G promotes processing by antagonizing G-quadruplex structures in miRNA precursors

## Introduction

Post-synthesis covalent modification of biological molecules is a key aspect of intracellular signaling, and it is critically important in many biological processes. RNA molecules, similar to proteins, are subject to a vast array of post-synthesis covalent modifications, which together constitute the epitranscriptome. To date, >100 RNA modifications have been identified, which are spread throughout every class of RNA and are evolutionarily conserved throughout all kingdoms of life (Carell et al., 2012, Machnicka et al., 2013).

RNA modifications have the potential to affect all RNA processes, including splicing, stability, and localization (Roundtree et al., 2017). Many RNA modifications have been identified by mass spectrometry (MS), and complex epitranscriptomes of tRNA and rRNA have been thoroughly studied. However, this represents a mere snapshot of a much bigger picture, with the clear majority of modifications remaining uncharacterized. This is predominantly due to a lack of sensitive methodologies with which to detect the modifications at a high resolution. Even now, MS methodologies are largely unable to generate transcriptome-wide modification profiles. However, a few very recent analyses have used anti-modification antibodies (e.g., against N1-methyladenosine [Dominissini et al., 2016], N6-methyladenosine [Dominissini et al., 2012], and 5-hydroxymethylcytosine [Delatte et al., 2016]) or chemical reactivity of the modification (for pseudouridine [Carlile et al., 2014, Schwartz et al., 2014], m_5_C [Schaefer, 2015], and 2′-O-methylation [Dai et al., 2017]). Their results clearly suggest that many of the modifications identified on rRNA and tRNA are also present on other RNA classes. Therefore, the development of epitranscriptomic methodologies (e.g., new antibody and chemical methods coupled to next-generation sequencing [NGS]) represents a bottleneck in deciphering the function of new RNA modifications.

Certain nucleotides, such as 7-methylguanosine (m7G), display specific modification-dependent chemistries that can be exploited to study their prevalence and transcript location. m7G is present in eukaryotic mRNA 5′ caps and at defined internal positions within tRNAs and rRNAs across all domains of life. The best-characterized enzyme mediating internal m7G methylation is the TRMT8 yeast enzyme homolog METTL1 (methyltransferase-like 1), which, together with its co-factor WDR4 (WD repeat domain 4), catalyzes m7G at G46 of specific tRNAs, such as tRNA^Phe^ (Alexandrov et al., 2002).

In contrast to deoxy-m7G, m7G in RNA is highly stable in neutral aqueous solution (Kriek and Emmelot, 1964). The methylation significantly alters the charge density of RNA, potentially serving as a molecular handle, but it does not impair Watson-Crick G:C base complementarity. It does, however, interfere with non-canonical base pairing (i.e., Hoogsteen pairs), possibly affecting the secondary structure of RNA. Although relatively abundant, m7G has proved very difficult to study so far. Being neutral to Watson-Crick base pairing, it does not interfere with reverse transcription, rendering it invisible to detection by standard sequencing-based technologies.

microRNAs (miRNAs) are short single-stranded RNA molecules (18–24 nucleotides [nt]) that target the RNA interference silencing complex (RISC) to specific mRNAs. Their specificity is mediated by partial base pairing to sequences predominantly found in the 3′ UTR of mRNAs (Bartel, 2009). This interaction results in the decreased translation of the proteins they encode and/or in the degradation of the mRNAs themselves (Fabian et al., 2010, Ghildiyal and Zamore, 2009). To date, >1,000 human miRNAs have been identified, and they are key regulators of numerous physiological and pathological processes.

miRNA biosynthesis is complex and involves a multistep pathway that can be regulated at many levels (Bartel, 2018), including post-transcriptional modification of miRNA precursors (Alarcón et al., 2015, Xhemalce et al., 2012). miRNAs are synthesized from larger transcripts by RNA polymerase II or III. These primary miRNA transcripts (pri-miRNAs) are then cleaved by DROSHA to release hairpin-shaped RNAs called pre-miRNAs (Lee et al., 2003), and further cleaved by DICER to generate a miRNA duplex (Chendrimada et al., 2005). Certain miRNAs can form alternative secondary structures, such as G-quadruplexes, that can interfere with their processing (Mirihana Arachchilage et al., 2015, Pandey et al., 2015). However, little is known about the biological relevance of these structures in a physiological context.

Here, we develop two different but complementary high-throughput sequencing strategies to identify miRNAs harboring internal m7G modification. We show that METTL1 methylates a specific subset of tumor suppressor miRNAs, including *let-7*, to promote their processing from primary transcript to precursor miRNA. Depletion of METTL1 causes gene expression and phenotypic changes in a miRNA-dependent manner. We show that m7G-modified miRNAs have a propensity to form G-quadruplexes. We identify guanosine 11 as the m7G methylated residue within *let-7e-5p*, and we show that methylation at this position affects G-quadruplex formation, thereby promoting processing of the precursor miRNA.

## Results

To detect N7-methylguanosine within low-abundant RNAs, we adapted an existing strategy (Zueva et al., 1985) to allow the profiling of internal m7G in eukaryotic RNAs. In this reaction, m7G residues are prone to nucleoside hydrolysis when reduced by treatment with NaBH_4_. The resulting abasic sites can be revealed by aniline-induced cleavage of the RNA chain by β-elimination. This reaction is the basis of direct RNA sequencing (RNA-seq) by the Maxam and Gilbert method (Peattie, 1979) and has been used for mapping m7G residues in highly abundant rRNAs and tRNAs at single nucleotide resolution (Zueva et al., 1985). We optimized the reaction conditions for the reduction of mammalian total RNA in the absence of methylated carrier RNA, which would interfere with the NGS analysis. As proof of principle, reduced *18S* rRNA was cleaved by aniline treatment into two fragments, in agreement with the known position of m7G (Piekna-Przybylska et al., 2008; Figure S1A).

The above strategy is not suitable for very short RNAs such as miRNAs, because the resulting cleavage fragments would be too small to be unequivocally mapped to the human transcriptome. Therefore, we developed a new protocol, based on the above, to detect m7G within miRNAs, which we refer to as Borohydride Reduction (BoRed-seq) (Figure 1A). Total RNA from a human lung cancer cell line (A549 cells) was decapped, treated with NaBH_4_, and exposed to low pH to generate abasic sites at positions harboring m7G. These sites were exposed to a biotin-coupled aldehyde reactive probe (*N*-(aminooxyacetyl)-*n*′-(d-biotinoyl) hydrazine; ARP) that covalently binds to abasic RNA sites (Tanaka et al., 2011). Modified RNAs were then pulled down using streptavidin beads, small RNA libraries were prepared, and RNAs were identified by high-throughput sequencing. Using this approach (Figure 1B), a number of mature miRNAs likely to contain m7G were identified (Table S1).

**Figure 1:**
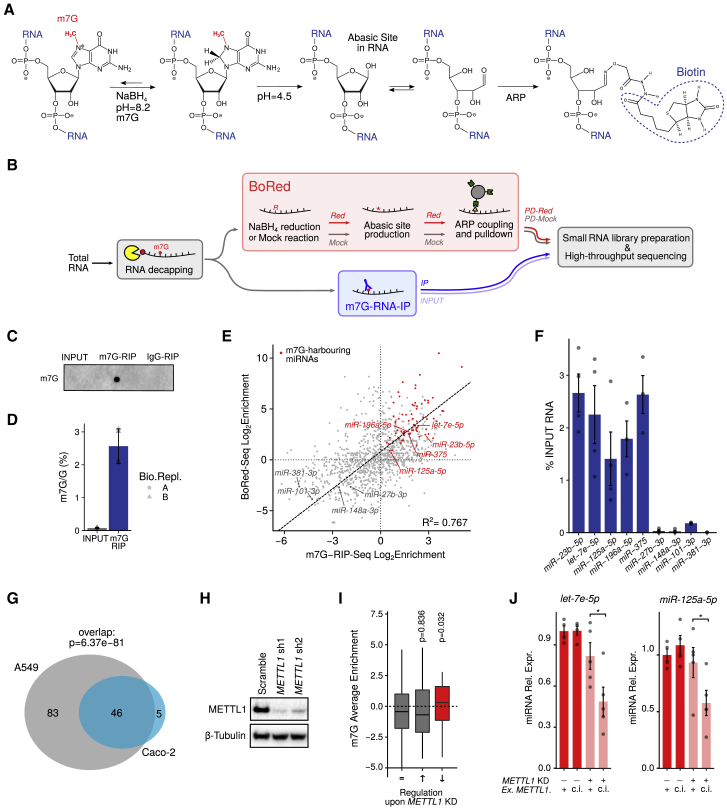
Detection of m7G in Specific miRNAs in A549 Cells (A) Schematic of a novel chemical method to detect internal m7G RNA modification. (B) Schematic representation of the procedure used to identify the m7G modified miRNAs in A549 cells. (C) Immuno-dot blot of total decapped INPUT RNA (10%) or RNA immunoprecipitated with anti-m7G antibody or control immunoglobulin G (IgG). (D) Immunoprecipitation with anti-m7G antibody enriches for m7G-containaing RNAs as determined by mass spectrometry (MS; see also Figure S1). The average of two biological replicates ± SDs is shown. (E) Scatterplot showing a high degree of consistency between the BoRed-seq approach and RIP-seq in detecting miRNAs harboring m7G (upper right quadrant). Goodness of fit is calculated as R^2^ Pearson correlation coefficient. (F) RNA immunoprecipitation with the anti-m7G antibody coupled to qRT-PCR was used to validate five m7G-containing miRNAs and four negative miRNAs, which are identified in (E). The average of four biological replicates ± SDs is shown. The distributions of mean enrichments in m7G^+^ and m7G^−^ miRNAs are significantly different, as evaluated by the two-tailed Wilcoxon text (^∗^p < 0.05). (G) Venn diagram showing the overlap between miRNAs significantly enriched in m7G-RIP of A549 and Caco-2 cells, respectively (see also Figure S2). The p value is obtained by Fisher’s exact test. (H) Western blot showing METTL1 protein levels in A549 cells infected with *METTL1*-specific (sh1, sh2) or control (Scramble) tetracycline (TET)-inducible shRNAs 5 days after doxycycline treatment. A representative experiment of four independent biological replicates is shown. (I) Boxplot showing increased m7G signal (as an average enrichment in both BoRed-seq and m7G-RIP-seq; E) in miRNAs that are significantly downregulated (↓) upon inducible *METTL1* knockdown, but not in miRNAs that are unchanged (=) or upregulated (↑). Statistical significance was calculated by the Wilcoxon test. (J) qRT-PCR showing the levels of *let-7e-5p* and *miR-125a-5p* in WT and *METTL1* knockdown A549 cells in the presence of either active (+) or catalytically inactive (c.i.) exogenous METTL1 (Ex. METTL1).

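The overlap was recomputed with the Caco-2 calls of edgeR's quasi-likelihood test at an adjusted p-value under 0.05, and with the A549 calls that the paper lists in Table S2 at the same threshold. Of 487 miRNAs tested in Caco-2 cells and listed in Table S2, 124 were enriched in both cell lines, 42 in Caco-2 cells only and 19 in A549 cells only, while 302 were enriched in neither. Independent calls would share 48.7 miRNAs. The odds ratio was 46.9 (Fisher's exact test across miRNAs, two-sided, p = 2.02e-57). miRNAs are not independent replicates, so this p-value describes the association of both lists and not the variation between cell cultures. Of the A549-enriched miRNAs with a value in Caco-2 cells, 86.7% were also enriched there. The number of shared miRNAs moved most when only miRNAs with an average log2 CPM of at least 5 were tested, which left 63. With every miRNA tested in either cell line as the background, 926 in all, the odds ratio was 9.66 (Fisher's exact test, two-sided, p = 7.71e-34). With the replicate number as a block the 2 lists shared 121 miRNAs, with an odds ratio of 48.6, where the deviations of same-numbered Caco-2 libraries had a correlation of 0.00779.

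**Figure D1:**
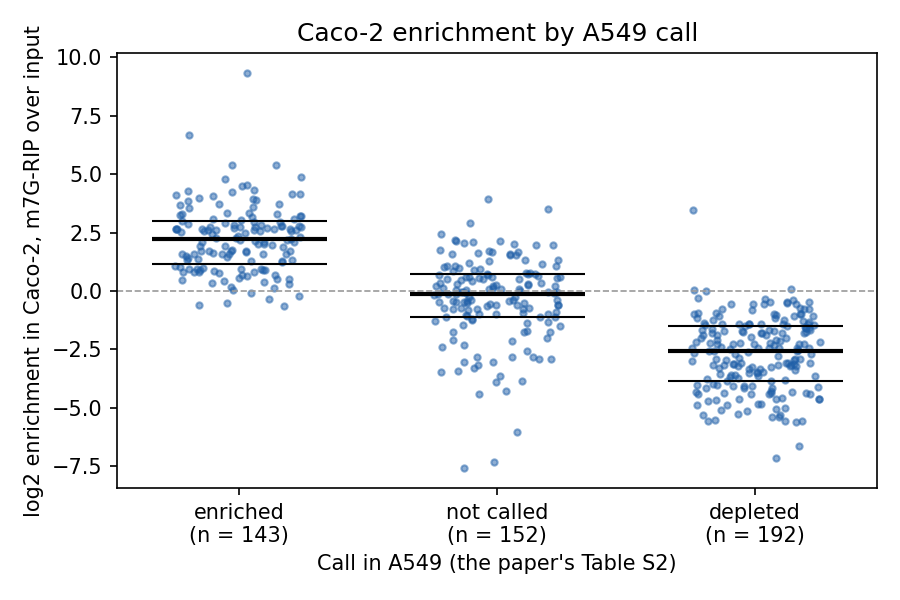
Log2 enrichment in m7G-RIP over input in Caco-2 cells, from edgeR with TMM normalization, for miRNAs that the paper's Table S2 lists as enriched, not called or depleted in A549 cells. Each point is 1 miRNA, and the lines mark the lower quartile, median and upper quartile. The medians are 2.21 for 143 enriched, -0.11 for 152 not called and -2.57 for 192 depleted miRNAs.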

To confirm the validity of this technique and to provide an independent verification of m7G-methylated miRNAs, we performed an RNA immunoprecipitation sequencing (RIP-seq) experiment using an antibody that recognizes m7G in RNA (Figure 1C). This antibody immunoprecipitates m7G-containing RNAs, but not other methylated G-containing RNAs (as judged by MS; Figures 1D and S1B–S1D), and it specifically enriches m7G-containing *18S* rRNA and tRNAs (Figures S2A and S2B). RIP-seq with this antibody identified a second cohort of mature miRNAs containing m7G (Table S2).

We then compared the results from the BoRed-seq and RIP-seq approaches and found there was a significant overlap of m7G-modified miRNAs detected by each technique (Figures 1E, upper right quadrant, S2C, and S2D). We regard these miRNAs as high-confidence m7G-modified miRNAs (Table S3), five of which were validated by RIP-qPCR analysis (Figure 1F). m7G is found on miRNAs of any abundance, bearing no correlation with any particular expression level (Figure S2E).

We extended these analyses to an unrelated colorectal cancer cell line (Caco-2 cells), which expresses METTL1 at levels comparable to those observed in A549 cells. This identified significantly overlapping m7G-modified miRNAs (Figures 1G and S2F; Table S4), suggesting that m7G modification of miRNAs is a general and conserved phenomenon.

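Caco-2 is an established cell line derived from a colorectal adenocarcinoma. For the RIP-seq experiment in these cells, small RNA libraries were sequenced from 3 input samples and 3 samples immunoprecipitated with the anti-m7G antibody (m7G-RIP). The authors trimmed the adaptors, mapped the reads to GRCh38 with STAR, letting a read map to several loci, and counted them on the mature miRNAs of miRBase with featureCounts. The deposited values are these raw counts, without normalization. How reads that map to more than 1 locus were counted is not stated in the methods. The counts on miRNAs summed to 16652506, 19628046 and 16466178 in input replicates 1, 2 and 3, and to 3087921, 3105129 and 1654102 in m7G-RIP replicates 1, 2 and 3. At these depths 3 counts correspond to between 0.235 and 0.262 CPM (counts scaled by the TMM-corrected library size) in the input and to between 0.675 and 1.1 CPM in m7G-RIP, so that loss of a rare miRNA is harder to measure than its gain. Such floors cover counting error only. Of 2588 miRNAs listed, 1744 had at least 1 count, and 800 passed edgeR's filter on low counts and were tested. Between input libraries the correlation of log2 CPM across miRNAs was 0.993 to 0.994. Between m7G-RIP libraries it was 0.949 to 0.963, and between an input and an m7G-RIP library 0.748 to 0.809. The composition of the libraries differed between the groups. In the input, miR-372-3p took 29.9% ± 0.953 (SD, n = 3) of all counts and miR-21-5p 18.9% ± 0.117 (SD, n = 3), against 7.76% ± 0.498 (SD, n = 3) and 1.88% ± 0.232 (SD, n = 3) in m7G-RIP. The largest share of counts in m7G-RIP was that of miR-92a-3p, 17.8% ± 1.58 (SD, n = 3). This share may be too high, since miR-92a-3p can come from 2 loci and reads may have been counted at each. Whether miR-92a-3p was the most abundant is thus open. Because the composition differed, log2 enrichment of m7G-RIP over input was estimated with edgeR's TMM normalization, which corrects for composition. A quasi-likelihood test with Benjamini-Hochberg adjustment was applied. Scaling by total counts alone raised the log2 enrichment of the tested miRNAs by a median of 1.09, so the zero of the scale, and with it the border between enriched and depleted miRNAs, depends on the normalization.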

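Of the 800 miRNAs tested in Caco-2 cells, 321 were enriched and 305 depleted in m7G-RIP at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 m7G-RIP and 3 input libraries). The alternative that moved this split most was scaling by total counts alone, which gave 442 enriched and 198 depleted miRNAs. With the replicate number as a block in the same test, 296 were enriched and 295 depleted, and 589 miRNAs were called in the same direction by both fits. Same-numbered input and m7G-RIP libraries did not deviate together (correlation of their deviations from the group means, 0.00779). let-7e-5p, whose hairpin lies on chromosome 19 of GRCh38 from 51692786 to 51692864 on the plus strand, in an intron of SPACA6 and opposite an exon of SPACA6-AS1, rose from 727 ± 44.6 CPM (SD, n = 3) in the input to 6510 ± 1069 CPM (SD, n = 3) in m7G-RIP. Its log2 enrichment was 3.16 (standard error 0.16, adjusted p = 1.13e-09 from edgeR's quasi-likelihood test), and between 2.95 and 3.28 with each library left out in turn. let-7b-5p had a log2 enrichment of 2.93 (standard error 0.17, adjusted p = 3.52e-09 from the edgeR test). let-7a-5p, which can come from 3 loci, on chromosomes 9, 11 and 22, had a log2 enrichment of 1.71 (standard error 0.15, adjusted p = 2.64e-07 from the edgeR test). Members of the let-7 family are near-identical in sequence and 1 read can match several of them, so the counts of single members are uncertain. miR-125a-5p, from a hairpin on chromosome 19 between 51693254 and 51693339 that overlaps an exon of SPACA6, rose from 813 ± 80.3 CPM (SD, n = 3) to 1502 ± 287 CPM (SD, n = 3), a log2 enrichment of 0.88 (standard error 0.16, adjusted p = 0.000229 from the edgeR test). miR-148a-3p, from a hairpin on chromosome 7 between 25949919 and 25949986, was depleted with a log2 enrichment of -4.41 (standard error 0.19, adjusted p = 2.29e-10 from the edgeR test). For each of these 5 miRNAs the difference between the groups was larger than the spread between same-numbered pairs of libraries, which had SDs of 0.20 for let-7e-5p and 0.38 for miR-125a-5p on the log2 scale. Of the 32 high-confidence miRNAs that the paper lists from A549 cells in Table S3, 29 were tested in Caco-2 cells and 28 were enriched, a number that was the same when the p-values were adjusted over the list alone and with the replicate block. The remaining one, miR-663a, had a log2 enrichment of 0.50 (standard error 0.48, adjusted p = 0.342 from the edgeR test) on 8 to 34 counts per library. The tested miRNAs of Table S3 were enriched in 96.6% of cases, against 38% of the other miRNAs tested (Fisher's exact test across miRNAs, two-sided, p = 6.93e-11). From the overlap of the miRNAs enriched in Caco-2 and A549 cells, the paper proposes that m7G modification of miRNAs is general and conserved.

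**Figure D2:**
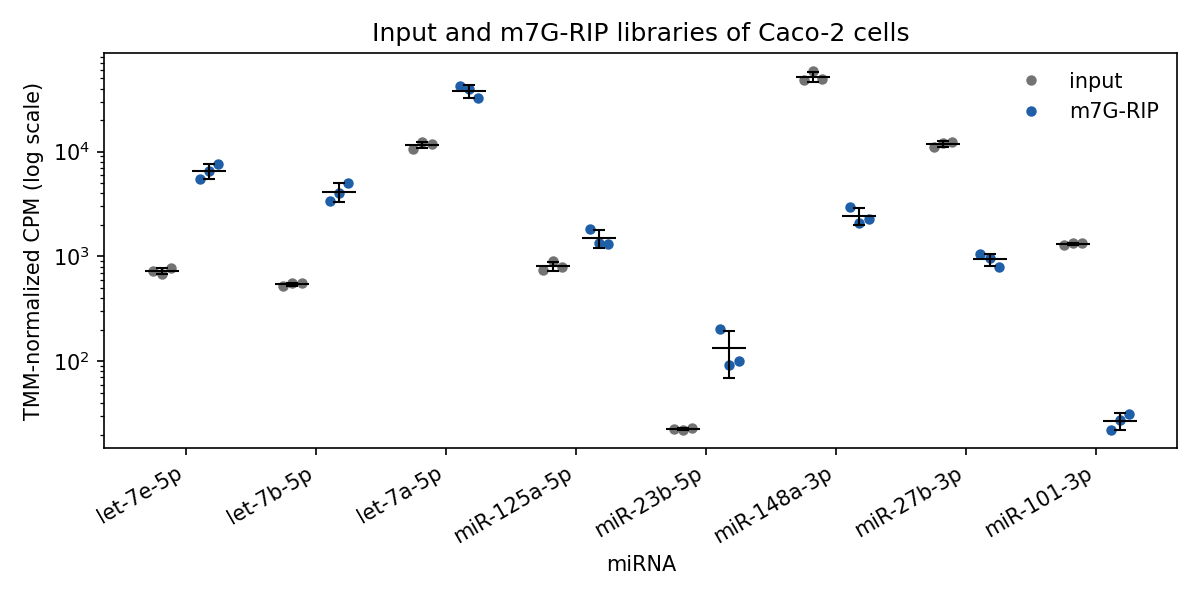
TMM-normalized CPM, on a log scale, of 8 miRNAs that the paper names in Figures 1F and S2D to S2F, in the input (grey) and m7G-RIP (blue) libraries of Caco-2 cells. Points are single libraries, and black bars give the mean ± SD (n = 3). For let-7e-5p the means are 727 and 6510 CPM, and for miR-148a-3p they are 52010 and 2450 CPM.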

Deposition of m7G in tRNA is catalyzed, at least in part, by METTL1. We therefore asked whether any of our high-confidence m7G-containing miRNAs are affected by METTL1 depletion. Knockdown of *METTL1* in A549 cells (Figures 1H and S2G) followed by small RNA-seq revealed that significantly downregulated miRNAs are more enriched in m7G, compared to miRNAs that are upregulated or unchanged (Figure 1I; Table S5). Similar effects were also observed in Caco-2 cells (Figure S2H). The reduced levels of m7G-containing miRNAs are rescued by the expression of wild-type (WT) METTL1 but not by a catalytically inactive version (Figures S2I and S2J) of the enzyme (Figure 1J).

Interrogation of the m7G-containing miRNAs downregulated upon *METTL1* knockdown (Table 1) shows that 50% (10/20) of them have been previously functionally linked to the inhibition of cell migration (Zhang et al., 2011). This raised the possibility that METTL1 may control cell migration via regulation of a subset of miRNAs, including the *let-7* family (Lee and Dutta, 2007). To explore this possibility, we first tested whether METTL1 affects the migration of A549 cells. Knockdown of *METTL1* significantly increases their migratory capacity (Figures 2A and 2B) without affecting cellular proliferation (Figure 2C) or overall mRNA translation levels (Figure S2K). Notably, the increased migration is rescued by the expression of WT METTL1, but not by a catalytically inactive version of the enzyme (Figure S3A). These results suggest that METTL1 specifically influences cell migration via m7G methylation of miRNAs.

**Table 1:** miRNAs Harboring METTL1-Dependent m7G

	BoRed-Seq		m7G-RIP-Seq	
miRNA	Log2Enrich	FDR	Log2Enrich	FDR
*hsa-let-7a-5p*^*(im)*^	3.793	1.47E−35	0.923	7.05E−12
*hsa-let-7b-3p*	3.650	5.36E−20	0.923	1.26E−11
*hsa-let-7b-5p*^*(im)*^	3.848	5.38E−40	1.756	1.25E−27
*hsa-let-7c-5p*^*(im)*^	4.049	6.87E−39	1.128	4.61E−15
*hsa-let-7e-5p*^*(im)*^	3.357	5.77E−30	2.149	6.00E−32
*hsa-miR-125a-5p*^*(im)*^	0.921	3.76E−03	0.575	3.46E−03
*hsa-miR-149-3p*	3.227	2.37E−02	2.306	3.03E−14
*hsa-miR-193a-5p*	1.673	8.71E−03	0.743	9.27E−04
*hsa-miR-23b-5p*^*(im)*^	2.490	6.78E−06	2.789	3.32E−54
*hsa-miR-320a*^*(im)*^	1.924	4.26E−11	1.336	1.07E−14
*hsa-miR-320b*^*(im)*^	2.568	6.54E−16	1.740	7.94E−54
*hsa-miR-320c*^*(im)*^	3.465	1.81E−20	2.066	3.88E−50
*hsa-miR-320d*	2.968	1.84E−09	2.217	4.53E−59
*hsa-miR-320e*	2.794	1.15E−02	1.460	1.89E−09
*hsa-miR-328-3p*	1.669	8.85E−03	1.260	2.17E−15
*hsa-miR-505-5p*	2.830	3.12E−02	2.274	1.52E−13
*hsa-miR-663a*^*(im)*^	6.671	3.23E−43	1.106	7.60E−04
*hsa-miR-760*	3.142	5.18E−04	2.258	1.93E−31
*hsa-miR-92b-3p*	2.416	7.64E−14	1.459	1.72E−27
*hsa-miR-92b-5p*	4.302	1.06E−30	0.805	1.84E−07

Table shows m7G-modified miRNAs (from Figure 1E) whose expression is downregulated upon *METTL1* knockdown. miRNAs highlighted with superscript *(im)* have been linked to the inhibition of cellular migration (Zhang et al., 2011). FDR, false discovery rate.

**Figure 2:**
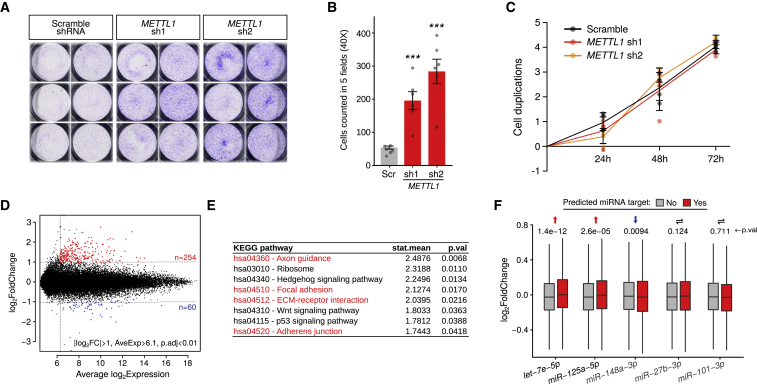
METTL1 Inhibits Cellular Migration of A549 Cells (A) A migration assay was performed for 7 h using cells infected with *METTL1*-specific (sh1, sh2) or control (Scramble) TET-inducible shRNAs 5 days after doxycycline treatment. (B) Results from (A) were quantitated and plotted, as indicated. The plot shows the average of six biological replicates ± SDs (^∗∗∗^p < 0.001, two-tailed t test). (C) A proliferation assay was initiated 4 days after doxycycline treatment of cells infected with *METTL1*-specific (sh1, sh2) or control (Scramble) TET-inducible shRNAs. The average of four biological replicates ± SDs is shown. (D) Global gene expression analysis of cells infected with *METTL1*-specific (sh1) or control (Scramble) TET-inducible shRNAs 5 days after doxycycline treatment. log_2_ fold change was plotted against average log_2_ expression. Significantly upregulated (red) and significantly downregulated (blue) transcripts are indicated. See also Figure S3. (E) Gene Ontology analysis of gene expression changes following *METTL1* knockdown identifying upregulated Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways involved in cellular migration (red). (F) log_2_ fold change in the expression of predicted targets of the indicated miRNAs upon *METTL1* knockdown. Each pair of boxplots compares the fold change of mRNAs that are targets (red) or not (gray) of a single specific miRNA. Statistical significance was calculated by the Wilcoxon test.

To further explore this possibility, we performed a global gene expression analysis to identify transcripts affected by the depletion of METTL1 (Figure 2D; Table S6). This revealed 254 upregulated and 60 downregulated transcripts. Gene Ontology analysis indicated the upregulation of pathways involved in cellular migration (Figures 2E, and S4B–S4E; Table S7), in agreement with our phenotypic characterization of *METTL1* knockdown cells (Figures 2A and 2B).

We then asked whether METTL1-regulated transcripts are also targets of the m7G-modified miRNAs. *In silico*-predicted mRNA targets for these miRNAs are differentially expressed upon *METTL1* knockdown, whereas mRNA targets of control miRNAs are not (Figure 2F). We confirmed these findings using an unbiased approach that identified *let-7(5p)* seed sequence as the most significantly enriched in upregulated mRNAs (Figure S3F), a number of which are individually shown in Figure S3G. The presence of the *let-7* target sequence within the 3′UTR of mRNAs represents the strongest predictive factor for their upregulation upon *METTL1* knockdown (Figure S3H).

The above results indicate that many of the genes involved in cell migration and upregulated upon METTL1 depletion are targets of METTL1-dependent miRNAs. This suggests that METTL1 regulates gene expression via the control of miRNA function. To investigate this possibility, we focused on *HMGA2,* one of the most upregulated transcripts following METTL1 depletion, and whose 3′ UTR is significantly enriched for evolutionarily conserved target sites of several m7G-containing miRNAs, including *let-7(5p)*, *miR-125(5p)*, and *miR-92(3p)* (Figure 3A; odds ratio [OR] = 5.46, p = 0.001). First, we confirmed that *METTL1* knockdown increases *HMGA2* mRNA expression and protein levels in both A549 cells (Figures 3B and 3C) and Caco-2 cells (Figures S4A and S4B). Second, we confirmed that *HMGA2* mRNA is not m7G modified itself by performing BoRed-qPCR and RIP-qPCR (Figure S4C).

**Figure 3:**
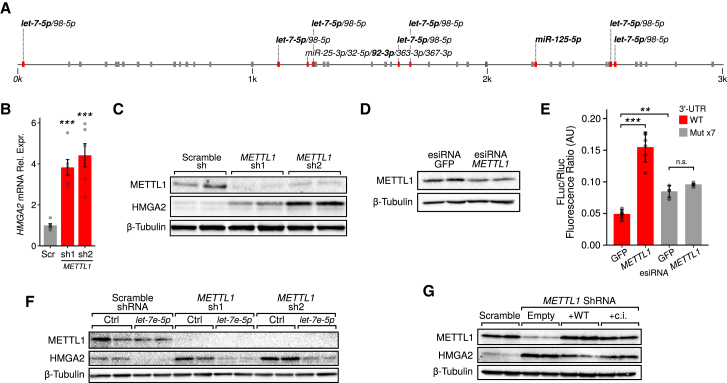
METTL1 Catalytic Activity Regulates *HMGA2* Expression in a *let-7-*Dependent Manner (A) Schematic of *HMGA2* 3′ UTR showing the enrichment of evolutionarily conserved target sites of several m7G-containing miRNAs (OR = 5.46, p = 0.001). (B) *HMGA2* expression was measured by qRT-PCR in A549 cells infected with *METTL1*-specific (sh1, sh2) or control (Scr) TET-inducible shRNAs 5 days after doxycycline treatment. The average of six biological replicates ± SDs is shown (^∗∗∗^p < 0.001, two-tailed t test). (C) Western blot showing METTL1, HMGA2, and β-tubulin protein levels in A549 cells infected with *METTL1*-specific (sh1, sh2) or control (Scramble) TET-inducible shRNAs 5 days after doxycycline treatment. Two representative biological replicates of a total of four are shown. (D) Western blot showing METTL1 downregulation upon transfection with *METTL1*-specific siRNAs in A549 cells stably expressing a luciferase cDNA with *Hmga2* 3′ UTR. Two independent transfections of a total of four replicates are shown. (E) Luciferase fluorescence levels upon *METTL1* downregulation in A549 cells stably expressing a luciferase cDNA with *Hmga2* 3′ UTR as a reporter. Red and gray bars indicate luciferase levels in the presence of either WT *Hmga2* 3′ UTR or of a variant in which all 7 *let-7* seed sequences have been mutated, respectively. The plot shows the average of four independent transfections ± SDs (^∗∗∗^p < 0.001, two-tailed t test). (F) Western blot showing the rescue of HMGA2 upregulation upon transfection with *let-7e-5p* mature miRNA in *METTL1* knockdown A549 cells. Two independent transfection replicates of a total of four are shown. (G) Western blot showing the rescue of HMGA2 upregulation upon the overexpression of WT, but not catalytically inactive METTL1, in A549 *METTL1* knockdown cells. Two representative biological replicates of a total of five independent infections are shown. See also Figure S4.

To demonstrate that the effect of METTL1 was mediated, at least in part, by a miRNA pathway, we generated a stable A549 cell line containing a reporter construct consisting of the 3′ UTR of *Hmga2* linked to the coding sequence of luciferase. Knock down of *METTL1* in this reporter line increases luciferase activity, confirming that the 3′ UTR of *HMGA2* confers responsiveness to METTL1 (Figures 3D and 3E). To confirm that METTL1 regulation of the 3′ UTR of *HMGA2* is mediated through the action of miRNAs, we concentrated on *let-7*, which has seven binding sites within this 3′ UTR. Deletion of the *let-7* seed sequences from the 3′ UTR leads to increased luciferase activity and uncouples it from METTL1 regulation (Figures 3E and S4D).

Figure 3F shows that the introduction of mature *let-7e-5p* miRNA into A549 cells reduced HMGA2 protein expression as expected (Mayr et al., 2007). Transfection of mature *let-7e* miRNA reverts the upregulation of HMGA2 protein caused by METTL1 depletion (Figure 3F). Expression of a short hairpin RNA (shRNA)-resistant version of WT METTL1 also reverts HMGA2 upregulation due to METTL1 depletion, and this requires the catalytic activity of the methyltransferase (Figure 3G). These data confirm that METTL1 methyltransferase activity regulates the expression of *HMGA2* in a *let-7-*dependent manner.

We next explored the functional role of *let-7* methylation by METTL1. We used UV cross-linking and immunoprecipitation (CLIP) to confirm in our system previous findings (Bao et al., 2018) that METTL1 binds directly to miRNA precursors, including *pri-let-7e* and *pri-miR-125a* hairpins (Figures 4A and S4E). To date, there are two known methylations of miRNA: m6A catalyzed by METTL3 (Alarcón et al., 2015) and 5′-phosphate methylation catalyzed by BCDIN3D (Xhemalce et al., 2012). In both cases, methylation regulates miRNA processing. To test whether METTL1 may also be involved in such a pathway, we asked whether it regulates the processing of m7G-containing miRNAs. Depletion of METTL1 significantly reduced the levels of the premature and mature forms of *let-7e-5p* and *miR-125a-5p*, whereas their primary transcripts were unaffected (Figures 4B, 4C, and S4F). This is unlikely to be due to a general defect in processing since METTL1 depletion does not affect the levels of various miRNA processing factors (Figure S4G).

**Figure 4:**
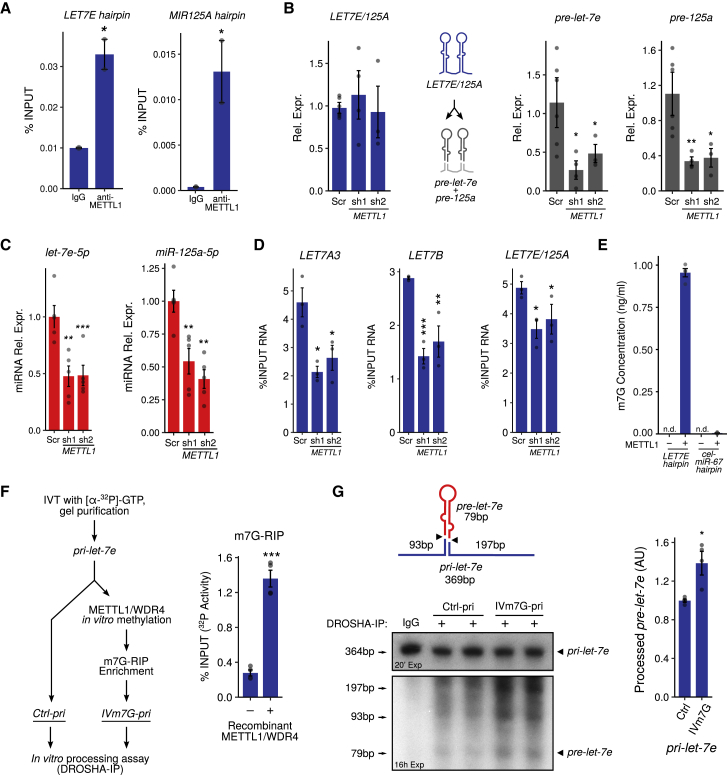
METTL1 Directly Modifies *let-7e* pri-miRNA and Regulates Its Processing (A) CLIP-qPCR using a METTL1-specific antibody or a non-specific IgG. The levels of immunoprecipitated *pri-let-7e* and *pri-mir-125a* hairpins are shown. The average of two independent immunoprecipitation reactions ± SEMs is shown (^∗^p < 0.05, two-tailed t test). *miR-148a* is shown in Figure S4E as a negative control. (B) qRT-PCR showing the levels of either *LET7E/125A* primary transcript (blue) or *let-7e* and *miR-125a* precursors (gray) upon *METTL1* knockdown in A549 cells. The average of five to six independent biological replicates ± SDs is shown (^∗^p < 0.05, ^∗∗^p < 0.01, two-tailed t test). (C) qRT-PCR quantification of *let-7e-5p* and *miR-125a-5p* upon *METTL1* knockdown. The average of five independent biological replicates ± SDs is shown (^∗∗^p < 0.01, ^∗∗∗^p < 0.001, two-tailed t test). *miR-148a-3p* is shown in Figure S4F as a negative control. (D) m7G RNA immunoprecipitation and qRT-PCR of *LET7A3*, *LET7B*, and *LET7E/125A* primary transcripts in A549 cells upon *METTL1* knockdown. The average of three independent biological replicates ± SEMs is shown (^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, two-tailed t test). (E) *In vitro* methylation reaction using recombinant METTL1/WDR4 pre-assembled complex on *let-7e* or *cel-miR-67* primary hairpin (negative control). MS analysis shows specific m7G methylation of the *let-7e* hairpin. The average of three independent experiments ± SDs is shown. (F) Experimental strategy to obtain radiolabeled, m7G-modified *pri-let-7e* (*IVm7G-pri*). The histogram shows the fraction of RNA recovered by m7G-RIP after *in vitro* methylation with METTL1/WDR4, as evaluated by scintillation counting (^∗∗∗^p < 0.001, two-tailed t test). (G) *In vitro* processing assay of *pri-let-7e*: control (Ctrl) or *in vitro* methylated pri-miRNAs were incubated in the presence of immunoprecipitated DROSHA. Autoradiography reveals that *IVm7G-pri* undergoes more efficient processing, yielding the expected cleavage pattern shown in the illustration. The histogram shows the relative quantification of the resulting *pre-let-7e* from four samples obtained in two independent experiments (^∗^p < 0.05, two-tailed t test). Autoradiography images are composites of different molecular weight regions and exposure times. Full, unprocessed images are deposited on Mendeley Data. See also Figure S5.

The above findings indicate that METTL1 activity is required for pri- to pre-processing of miRNAs, implying that pri-miRNAs are directly m7G modified by METTL1 and that the modification is subsequently retained through to the mature miRNA (Figure S4H). m7G RIP experiments show that pri-miRNAs are enriched in m7G, which decreases upon *METTL1* knockdown (Figures 4D, S4I, and S4J).

To further demonstrate the METTL1-dependent effect on miRNA processing, we used an *in vitro* assay (Lee et al., 2002) to test the efficiency of cellular extracts to process a radioactive *pri-let-7e* transcript into precursor and mature miRNAs. Cellular extracts devoid of METTL1 process precursor transcripts less efficiently than control extracts (Figure S5A). Thus, METTL1 is required for the efficient processing of target miRNAs such as *let-7*.

To confirm that *pri-let-7e* is directly methylated by METTL1, we performed an *in vitro* methyltransferase assay using a pre-assembled recombinant METTL1/WDR4 complex (Figure S5B) and *pri-let-7e* hairpin oligonucleotides, tRNA^Phe^, and an unrelated negative control miRNA (*cel-miR-67* hairpin) as substrates. Using MS, we detected m7G in *let-7e* RNA and tRNA^Phe^, but not in the control miRNA (Figures 4E and S5C).

To directly assess whether m7G affects miRNA processing, we prepared radiolabeled m7G containing *pri-let-7e* RNA, as shown in Figure 4F. Briefly, radioactive *pri-let-7e* hairpin RNA was methylated *in vitro* by incubation with the METTL1/WDR4 complex, and m7G containing RNA was enriched via RIP. The resulting methylated and non-methylated (control) pri-miRNAs were then subjected to a DROSHA processing assay. The results indicate that m7G methylated *pri-let-7e* RNA was more efficiently processed by DROSHA *in vitro* (Figure 4G).

To probe the mechanism by which m7G methylation of *let-7e* affects its processing *in vivo*, we sought to identify the position of the methylation site within the *let-7e* miRNA. We set up spectral sequencing of RNA methylation and applied it to mature miRNAs purified from A549 cells. This targeted MS method allows the mapping of modification sites within a specific sequence at single base resolution. This approach highlighted one methylated guanosine at position 11 (G11) of *let-7e-5p* (Figures 5A, 5B, and S5D), which is also required for efficient *in vitro* methylation of *let-7e* (Figure S5E).

**Figure 5:**
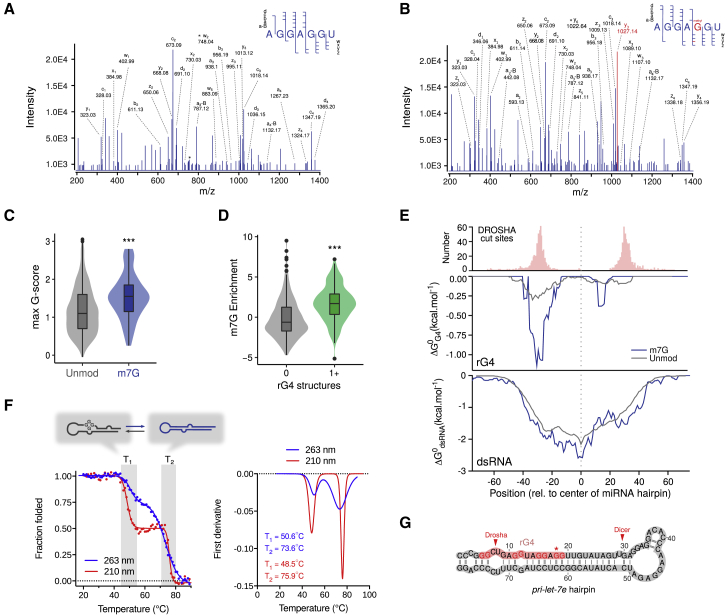
G-Quadruplexes Mark m7G-Containing miRNAs (A and B) Spectral sequencing of *in vivo let-7e-5p* showing unmodified (A) and methylated 5′-AGGAGGU-3′ (B) fragments, obtained following RNase A digestion of a miRNA fraction isolated from A549 cells (see also Figure S5). (C) Boxplot showing the maximum G-score, a quantitative estimation of G-richness and G-skewness (see Method Details for definition), in primary hairpins of either unmodified or m7G containing miRNAs (^∗∗∗^p < 0.001, Wilcoxon test). (D) Boxplot showing the enrichment of miRNAs, grouped according to the propensity of their primary hairpins to form G-quadruplexes (^∗∗∗^p < 0.001, Wilcoxon test). (E) Metagene plot showing pri-miRNA cleavage site distribution (top) and the predicted stability of G-quadruplexes (center), and double strand (bottom) across primary hairpins of unmodified (gray) or m7G-modified miRNAs (blue). (F) Denaturation experiments of *let-7e* primary hairpin in the presence of 100 mM KCl followed by circular dichroism at 263 or 210 nm show two transitions demonstrating that *let-7e* exists as a mixture of two distinct structures in equilibrium in solution (top). The first structure melts at 48.5°C–50.6°C, while the second one is more stable (75.9°C–73.6°C). (G) Scheme showing the predicted G-quadruplex (rG4, pink) within the *pri-let-7e* hairpin. In red are shown the guanosines predicted to be involved in the formation of the quadruplex motif. Arrows mark the cleavage sites of *let-7e-5p* processing. The asterisk indicates the position of m7G. See also Figure S6.

G11 is part of a short 16-nt-long G-rich sequence of the form G_2+_N_4_G_2+_N_4_G_2+_N_4_G_2+_, where N is any base. This type of motif is known to fold into the alternative Hoogsteen base-paired G-quadruplex structure (Kwok et al., 2016a). It is noteworthy that the formation of a G-quadruplex structure has been documented in three miRNA precursors, namely *miR-92b* (Mirihana Arachchilage et al., 2015), *miR-149* (Kwok et al., 2016b), and *let-7e* (Pandey et al., 2015). 

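In the GENCODE annotation the let-7e hairpin is the gene MIRLET7E (ENSG00000198972.3), of 79 bases. Its reference sequence in GRCh38, written as DNA from 5′ to 3′, is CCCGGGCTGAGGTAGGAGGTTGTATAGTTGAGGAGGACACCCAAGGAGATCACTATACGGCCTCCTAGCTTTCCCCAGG, in which 25 bases (31.6%) are G. A search of this sequence for 4 runs of at least 2 G separated by linkers of 1 to 4 bases found GGGCTGAGGTAGGAGG first, 16 bases long, on chromosome 19 from 51692789 to 51692804. Its linkers are 4, 2 and 1 bases long, and 10 of its 16 bases (62.5%) are G. The 7 bases AGGAGGT, which correspond to the RNase A fragment of Figures 5A and 5B, lie from 51692799 to 51692805 and overlap the 3′ end of the motif.

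**Figure D3:**
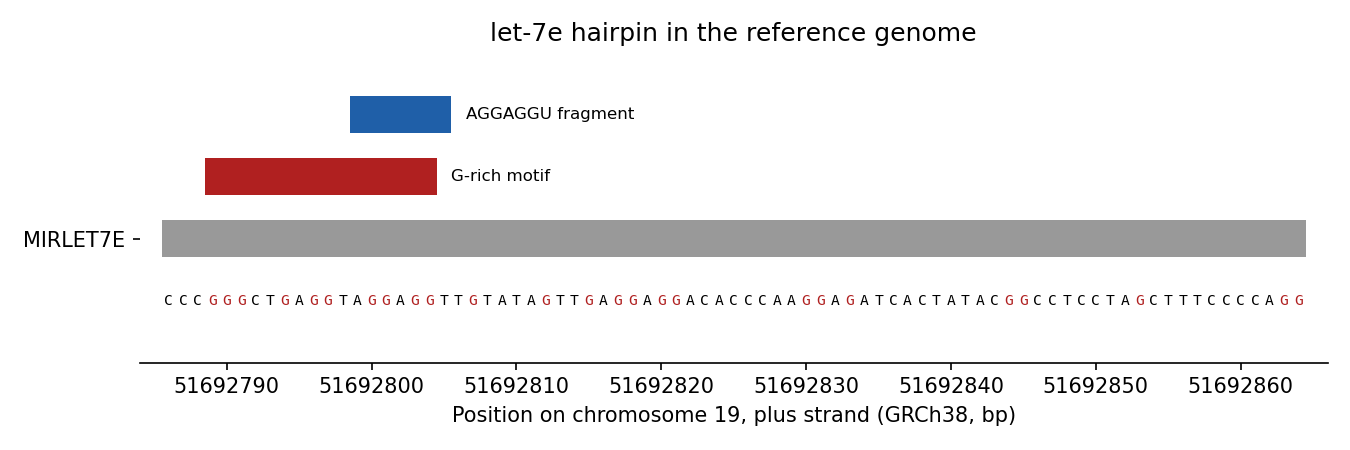
Map of the let-7e hairpin on the plus strand of chromosome 19 (GRCh38, positions in bp on the horizontal axis). The grey bar is the MIRLET7E hairpin, the red bar the G-rich motif from 51692789 to 51692804 and the blue bar the AGGAGGU fragment, with the reference bases written under them and G in red.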

According to our previous results, all of these miRNAs are both m7G modified and METTL1 dependent (Table 1), suggesting that G-quadruplex formation may be involved in the regulation of m7G-modified miRNAs.

To explore the connection between G-quadruplexes and m7G, we analyzed the base composition of m7G harboring miRNAs, assessing the potential enrichment of G-quadruplex motifs. We found that m7G-modified miRNAs are characterized by a bias in nucleotide content toward increased G-richness (Figure S6A) and G-skewness (Figure 5C). These observations suggest that m7G harboring miRNAs display sequences with the propensity to form G-quadruplexes. Moreover, using a G-quadruplex-predicting algorithm, we found that miRNAs containing at least one predicted G-quadruplex are significantly enriched in m7G (Figures 5D and S6B). The G-quadruplexes are predicted to fold at a very similar relative position within different m7G-containing miRNA hairpins (Figure 5E), which overlaps the 5′ site of pri-miRNA (DROSHA) cleavage. Overall, these analyses suggest that G-quadruplexes contribute to the METTL1-mediated regulation of miRNA activity.

To support a role for G-quadruplex formation in the processing of *pri-let-7e*, we carried out a biophysical analysis of the short 16-nt-long G-rich sequence, referred to as *rG4-let-7e*. Using circular dichroism (CD), we found that the CD spectrum of *rG4-let-7e* is cation dependent and is characterized by a maximum ellipticity at 263 nm and a minimum ellipticity at 240 nm (Figure S6C). This observation is consistent with G-quadruplex formation (Kypr et al., 2009). Denaturation experiments revealed a potassium-dependent transition at 48.1°C (Figure S6C). We then assessed the ability of this sequence to fold into a G-quadruplex in the context of *pri-let-7e*. The CD spectrum of *pri-let-7e* also displayed a maximum at 263 nm and a local minimum at 240 nm, but with an additional minimum at 210 nm indicative of a more complex structure (Figure S6D). Denaturation experiments of *pri-let-7e*, followed by CD spectroscopy at 263 or 210 nm in the presence of KCl, revealed two transitions indicating the presence of two structures in equilibrium (Figure 5F). While the second transition is centered around ∼75°C and correspond to the expected hairpin structure, a first transition was observed at ∼48°C, similar to the melting transition of *rG4-let-7e*, and may correspond to the formation of the *rG4-let-7e*-quadruplex structure. To support this point, we introduced G-to-A mutations in *pri-let-7e* at positions that are expected to destabilize the *rG4-let-7e*-quadruplex (Figure S6E). We found that G-to-A mutants display single-phase melting curves with transitions >70°C (Figure S6F). This result demonstrates that G-to-A mutations in *pri-let-7e* impede G-quadruplex formation.

We hypothesized that m7G may affect the stability of G-quadruplexes *in vivo* by disrupting the N7 H-bonds and Hoogsteen base pairing while preserving Watson-Crick base pairing (Figure 6A). To support this hypothesis, we used 7-deaza-deoxyguanosine (DAG) as a mimic of m7G, since synthesis of m7G-containing oligonucleotides is currently unavailable and because, like m7G, DAG weakens secondary structures supported by Hoogsteen base pairing (Figure 6A; Römmler et al., 2013). We found that the *rG4-let-7e* quadruplex structure containing a single G-to-DAG substitution at the G11 position was significantly less stable than the WT sequence (Figure S6C). We then generated G-to-DAG mutant versions of *pri-let-7e* (Figure 6B). While the D1 and D2 oligonucleotides displayed two G-to-DAG mutations at G4-G5 and G11-G12, respectively, one oligonucleotide bears a single G-to-DAG mutation at position G11. Denaturation experiments followed by CD spectroscopy were performed to assess the quadruplex:stem-loop equilibrium within *pri-let-7e* and the contribution of each guanosine to *pri-let-7e* folding (Figures 6C and 6D). We observed that mutation of G11 (in both D2 and G11 mutants) affects the folding of *pri-let-7e* by shifting the structural equilibrium toward the canonical stem-loop structure. In contrast, mutating G4 and G5 (D1 mutant) did not significantly affect the structural equilibrium. These results suggest that the methylation of G11 favors the stem-loop structure of *let-7e*.

**Figure 6:**
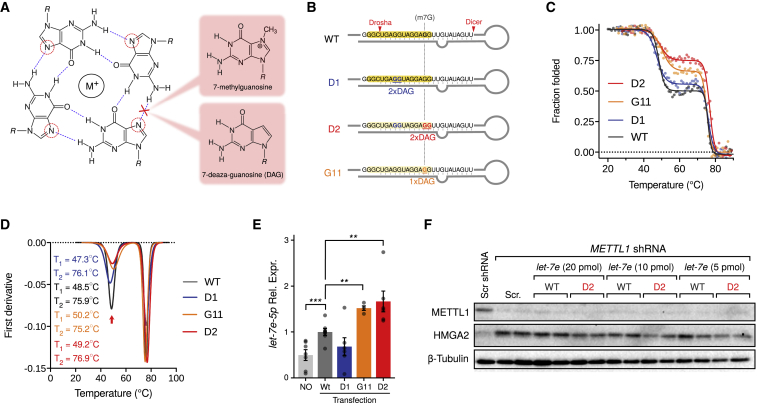
m7G Position Is Essential for *let-7e* Quadruplex:Stem-Loop Equilibrium and Promotes miRNA Processing (A) Schematic representation of a guanine tetrad, highlighting Hoogsteen base pairing involving the N7 of guanosine that stabilizes the G-quadruplex structure, together with a stabilizing monovalent cation (M^+^, usually potassium). Both 7-methylguanosine and 7-deaza-guanosine are able to destabilize the hydrogen bond involving N7. (B) Illustration depicting the pri-miRNA hairpins used in the following experiments. (C) Thermal denaturation studies of RNA oligonucleotides as described in (B). While GG-to-DAG-DAG mutation at the D1 position does not significantly affect the contribution of G4 in the G4:stem-loop equilibrium, GG-to-DAG-DAG mutation at the D1 position and a single G11-to-DAG mutation affect the contribution of rG4 in the structural equilibrium by shifting it toward the hairpin form. (D) First derivative plot of the denaturation experiment in (C) helps visualize the decrease in rG4 contribution to the equilibrium (red arrow). (E) qRT-PCR showing the levels of *let-7e-5p* 72 h after transfection with either WT, D1, D2, or G11 oligonucleotides. The average of six independent transfections ± SDs is shown (^∗∗^p < 0.01, ^∗∗∗^p < 0.001, two-tailed t test). (F) Western blot showing the rescue of HMGA2 upregulation upon transfection of D2, but not WT *let-7e* primary hairpin in A549 *METTL1* knockdown cells. Two representative biological replicates of a total of three independent experiments are shown.

We next used the DAG-containing *pri-let-7e* hairpin oligonucleotides to establish whether the induced change in structure affects the processing of the precursor RNAs *in vivo*. We transfected either WT or the DAG-containing oligonucleotides into A549 cells and we measured the levels of mature *let-7e-5p* by qRT-PCR 72 h after transfection. Furthermore, we transfected D2 and WT oligonucleotides into A549 *METTL1* knockdown cells and measured the levels of HMGA2 by immunoblotting. In agreement with the biophysical observations, the D2 oligonucleotides, containing G11 DAG, were more efficiently processed than either WT *let-7e* or D1 oligonucleotides (Figure 6E). Finally, the D2 oligonucleotide effectively rescued HMGA2 expression in the absence of METTL1, whereas the WT did not (Figure 6F). Overall, our data suggest that the methylation of *pri-let-7e* at G11 promotes its processing via disruption of local G-quadruplex structures.

## Discussion

In the present study, we use two independent unbiased techniques to demonstrate that a subset of miRNAs harbors internal m7G modification. We find that these are functionally related, tumor-suppressive miRNAs, and they include the *let-7* family. We show that m7G promotes the processing of their precursor RNAs and that METTL1-dependent methylation is required to suppress cellular migration. Furthermore, we developed a new MS approach to identify m7G within a sequence-specific context using RNA purified from cells. This allowed us to pinpoint the modification to G11 of the mature *let-7e-5p*. We show that *pri-let-7e* can adopt two alternative conformations, which are consistent with a G-quadruplex structure and a canonical stem-loop. The G11 position has previously been implicated in the formation of a G-quadruplex structure (Pandey et al., 2015), and we confirm the presence of this G-quadruplex in *let-7e.* We show that the substitution of G11 with DAG affects the quadruplex:stem-loop equilibrium within *pri-let-7e* and mimics the effects due to m7G.

The presence of m7G in miRNAs strongly correlates with their predicted tendency to adopt G-quadruplex structures. Such structures are known to be inhibitory to miRNA processing (Mirihana Arachchilage et al., 2015, Pandey et al., 2015), which is consistent with our findings that the G-quadruplex motif in *let-7e* overlaps the DROSHA cleavage site. Our data suggest a model in which METTL1-mediated deposition of m7G within G-rich regions destabilizes G-quadruplexes, thereby promoting their processing from pri- to pre-miRNA (Figure 7).

**Figure 7:**
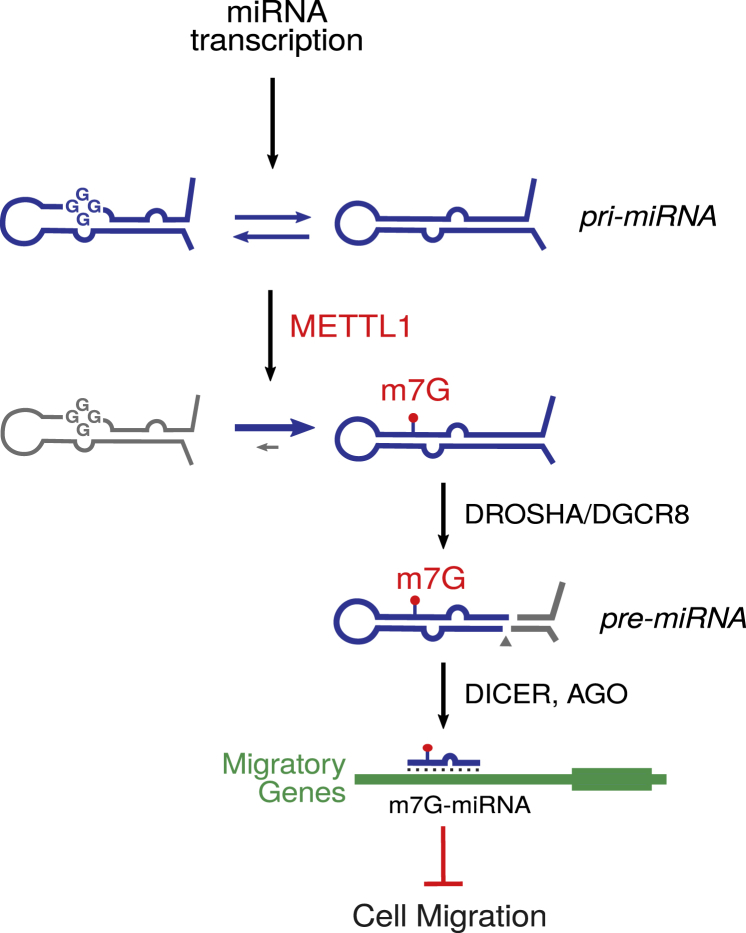
Role of m7G in miRNA Biogenesis Proposed model of the role of METTL1-mediated m7G in promoting miRNA processing and suppressing migration phenotype.

While this manuscript was under revision, Gregory and colleagues (Lin et al., 2018) reported that *METTL1* knockout mouse embryonic stem cells possess defective mRNA translation at a global level. In our system, by using an inducible knockdown approach to reduce the levels of METTL1, we did not dramatically affect the levels of m7G in tRNAs (Figure S2G). This is consistent with our ribosome profiling results in normal versus METTL1-depleted cells, which showed no significant effect on overall translation (Figure S2K). Therefore, our inducible approach allowed us to dissect new, orthogonal, m7G-dependent pathways, uncoupling them from the effects of tRNA.

G-quadruplexes and other alternative structures involving non-Watson-Crick base pairing have been described in other classes of RNA, including mRNA (Bugaut and Balasubramanian, 2012); there they are proposed to induce ribosome stalling, thereby inhibiting translation (Endoh et al., 2013). We speculate that m7G represents a general way of destabilizing such structures, counteracting their effects. Thus, a comprehensive understanding of the m7G modification pathways will be instrumental in deciphering the roles that Hoogsteen-based structures play in physiological and pathological settings.

Only two other miRNA methylations have been identified in miRNAs, m6A and 5′-methyl phosphate (Alarcón et al., 2015, Xhemalce et al., 2012). However, these two modifications show features that are different from the m7G features characterized here. On the one hand, m6A enhances processing of many, if not all, miRNAs in breast cancer cells, and can be regarded as a general mechanism; this methylation promotes the binding of DROSHA to the primary miRNA. On the other hand, 5′-methyl phosphate represses the processing of *miR-145* by inhibiting the binding of DICER to the pre-miRNA. Here, we show that m7G promotes miRNA processing in a unique manner, by directly affecting the secondary structure of a specific set of pri-miRNAs that share a common functional signature: suppression of cell migration.

The model proposed here could represent a widespread molecular mechanism to safeguard the levels and activity of important tumor-suppressive G-rich miRNAs. In this scenario, the formation of G-quadruplexes is a “side effect” of the miRNA sequence, and the m7G pathway is required to maintain pre-miRNAs in a functional state. Alternatively, but not mutually exclusively, the presence of G-quadruplexes itself may represent a novel additional layer of regulation to control functionally related miRNAs, which, for example, inhibit cell migration.

Many mechanisms control cell migration and tumor invasiveness, and one of the most important drivers is the AKT oncogenic signaling pathway (Irie et al., 2005). Notably, AKT has been shown to directly phosphorylate METTL1 to inhibit its enzymatic activity (Cartlidge et al., 2005). Given the findings presented here, it is likely that the hyperactivation of AKT in cancer would reduce the levels of m7G-containing tumor-suppressive miRNAs, including the *let-7* miRNA family. This family in particular inhibits the progression and invasiveness of numerous tumors, including lung cancer, by regulating the expression of key oncogenes such as *RAS*, *MYC*, and *HMGA2* (Balzeau et al., 2017). The control of *let-7* family members by the m7G pathway may represent a common mechanism to modulate their expression and therefore activity. Beyond cancer, *let-7* is implicated in neurodegenerative diseases, such as Alzheimer’s disease, in which it is significantly upregulated (Lehmann et al., 2012). Furthermore, low levels of *let-7* have been shown to improve tissue repair through reprogramming cellular metabolism (McDaniel et al., 2016, Shyh-Chang et al., 2013). Therefore, direct targeting of METTL1 could represent a valid and unexplored therapeutic strategy in these pathological contexts.

This report identifies the m7G pathway as a novel regulator of miRNA function. Considering the interest in miRNA as targets and tools in therapeutic intervention (Chakraborty et al., 2017), our findings could be exploited in many miRNA-related disease settings to open up new therapeutic avenues.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Anti-m7G Mouse Monoclonal	MBL (RN017M)	RRID: AB_2725740
Anti-METTL1 Rabbit Polyclonal	Abcam (ab157097)	RRID: AB_2725741
Anti-METTL1 Sheep Polyclonal (for IP)	MRC PPU (588192)	RRID: AB_2725742
Anti-HMGA2 Rabbit Polyclonal	Abcam (ab202387)	RRID: AB_2725743
Anti β-Tubulin Rabbit Polyclonal	Abcam (ab6046)	RRID: AB_2210370
IgG Rabbit Isotype Control	Abcam (ab171870)	RRID: AB_2687657
Anti-FLAG tag Mouse Monoclonal	Sigma-Aldrich (F1804)	RRID: AB_262044
Anti-6xHIS tag Rabbit Polyclonal	Abcam (ab9108)	RRID: AB_307016
Anti-Myc tag Mouse Monoclonal	Abcam (ab32)	RRID: AB_303599
Anti-Rabbit IgG HRP-conjugated Goat Polyclonal	Abcam (ab6721)	RRID: AB_955447
Anti-Mouse IgG HRP-conjugated Goat Polyclonal	Dako (P0447)	RRID: AB_2617137

**Bacterial and Virus Strains**		

TOP10 Chemically Competent *E. coli*	Thermo Fisher	Cat# C404003

**Chemicals, Peptides, and Recombinant Proteins**		

1,1,1,3,3,3-Hexafluoropropan-2-ol	Apollo Scientific	Cat# PC0877
1,4-Dithiothreitol	Thermo Fisher	Cat# P2325
2-Mercaptoethanol	Sigma-Aldrich	Cat# M3148
7-methylguanosine triphosphate	Sigma-Aldrich	Cat# M6133
Acetic Acid	Fisher Scientific	Cat# A/0400/PB17
Acetonitrile	Fisher Scientific	Cat# 10407440
Antarctic Phosphatase	NEB	Cat# M0289S
Adenosine 5′-Triphosphate	NEB	Cat# P0756S
Benzonase	Sigma-Aldrich	Cat# E1014-25KU
Boric Acid	BDH Lab. Supplies	Cat# 100584S
Bovine Serum Albumin	NEB	Cat# B9000S
Cacodylic acid	Sigma-Aldrich	Cat# C0125
CapCLIP Acid Pyrophosphatase	CellScript	Cat# C-CC15011H
Chloroform	Fisher Scientific	Cat# C/4960/15
Cycloheximide	Sigma-Aldrich	Cat# C7698
Deoxycholic acid	Sigma-Aldrich	Cat# D2510
DNAse I	Qiagen	Cat# 79254
Doxycycline	Clontech	Cat# 8634-1
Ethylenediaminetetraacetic Acid	Fisher Scientific	Cat# D/0700/53
Ethanol	VWR	Cat# 20820.327
Ethidium Bromide	Sigma-Aldrich	Cat# E1510
Fibronectin	Sigma-Aldrich	Cat# F2006
Formaldehyde 37%	Sigma-Aldrich	Cat# 252549
Formic acid	Fisher Scientific	Cat# 10596814
G418 disulphate	Melford	Cat# G0175
Glycogen	Roche	Cat# 10901393001
HEPES	Melford	Cat# B2001
KCl	Sigma-Aldrich	Cat# P9333
LiCl	Sigma-Aldrich	Cat# L-4408
Lipofectamine 2000	Thermo Fisher	Cat# 11668019
Lithium Hydroxide	Sigma-Aldrich	Cat# 442410
Methanol	VWR	Cat# 20846.326
METTL1/WDR4 Recombinant complex	Evotec	(*Ad hoc* preparation)
MgCl_2_	Sigma-Aldrich	Cat# M-0250
N-(aminooxyacetyl)-N’-(D-Biotinoyl) hydrazine	Thermo Fisher	Cat# A10550
NaCl	Sigma-Aldrich	Cat# S7653
NheI	NEB	Cat# R3131S
NotI	NEB	Cat# R3189S
NP40	Sigma-Aldrich	Cat# I3021
Phenylmethanesulfonyl fluoride	Sigma-Aldrich	Cat# P7626
Phosphocreatine disodium salt hydrate	Sigma-Aldrich	Cat# P7936
Phosphodiesterase 1	Sigma-Aldrich	Cat# P3243-1VL
Polybrene	Sigma-Aldrich	Cat# 107689
Protease Inhibitor Complete tablets, EDTA-free	Roche	Cat# 11836170001
Proteinase K	NEB	Cat# P8107S
Puromycin	Invivogen	Cat# ant-pr-1
Qiazol	Qiagen	Cat# 79306
RNAse A	Thermo Fisher	Cat# EN0531
RnaseOUT Ribonuclease Inhibitor	Thermo Fisher	Cat# 10777019
RNAsin Plus Ribonuclease Inhibitor	Promega	Cat# N2611
S-Adenosyl-Methionine	NEB	Cat# B9003S
Sodium borohydride	Sigma-Aldrich	Cat# 480886
Sodium dodecyl sulfate	ICN	Cat# 811030
Sodium hydroxide	Sigma-Aldrich	Cat# S8045
Spermidine trihydrochloride	Sigma-Aldrich	Cat# S2501
Sucrose	Fisher Scientific	Cat#S/8600/60
Triethylamine	VWR	Cat# 84883.180
TRIS Base	Melford	Cat# T60040-1000.0
Triton X-100	Sigma-Aldrich	Cat# X100
Tween-20	Sigma-Aldrich	Cat# P1379
Uridine-^13^C9,^15^N2 5′-triphosphate	Sigma-Aldrich	Cat# 645672-1MG
XbaI	NEB	Cat# R0145S
[α-^32^P]-GTP / 3000Ci/mmol - 10mCi/ml	Perkin-Elmer	Cat# BLU006H250UC

**Critical Commercial Assays**		

Agilent SurePrint G3 Human Gene Expression Array v3 (8x60K)	Agilent Technologies	Cat# G4851C
Dual-Glo Luciferase Assay System	Promega	Cat# E2920
ECL Prime detection reagent kit	GE Healthcare	Cat# RPN2232
Fast SybrGreen PCR mastermix	Applied Biosystems	Cat# 4385612
High-capacity cDNA reverse transcription kit	Applied Biosystems	Cat# 4368814
Low Input QuickAmp Labeling Kit, One-Color	Agilent Technologies	Cat# 5190-2305
miRNEasy mini kit	Qiagen	Cat# 217004
miScript II RT kit	Qiagen	Cat# 218161
NEBNext SmallRNA kit	NEB	Cat# E7300S
Qubit dsDNA HS Assay Kit	Thermo Fisher	Cat# Q32851
Qubit RNA HS Assay	Thermo Fisher	Cat# Q32852
RNA Clean & Concentrator - 25	Zymo	Cat# R1017
RNA Clean & Concentrator - 5	Zymo	Cat# R1013
RNeasy MinElute Cleanup Kit	Qiagen	Cat# 74204
SuperScript III Reverse Transcriptase	Thermo Fisher	Cat# 18080044
Tapestation RNA ScreenTape	Agilent Technologies	Cat# 5067-5576
TaqMan Advanced miRNA cDNA Synthesis Kit	Thermo Fisher	Cat# A28007
TaqMan Fast Advanced Master Mix	Applied Biosystems	Cat# 4444556
TaqMan Advanced miRNA Assay (A25576)	Thermo Fisher	Listed in Table S8
TranscriptAid T7 High Yield Kit	Thermo Fisher	Cat# K0441
Universal ProbeLibrary (4683633001)	Roche	Listed in Table S8

**Deposited Data**		

METTL1 Knockdown Expression Microarray data	This study	GEO: GSE112180
BoRed-seq and m7G-RIP-seq in A549	This study	GEO: GSE112181
m7G-RIP-Seq in Caco-2	This study	GEO: GSE120454
m7G-RIP-Seq in A549 METTL1 Knockdown	This study	GEO: GSE120455
Unprocessed imaging data	This study	https://data.mendeley.com/datasets/yscng45zgj/1

**Experimental Models: Cell Lines**		

HEK-293T (Human embryonic kidney)	ATCC	RRID: CVCL_0063
A549 (Human lung adenocarcinoma)	ATCC	RRID: CVCL_0023
Caco-2 (Human colorectal adenocarcinoma)	ATCC	RRID: CVCL_0025

**Oligonucleotides**		

DNA and RNA oligonucleotides are listed in Table S8	This study	N/A
*GFP* MISSION esiRNAs	Sigma-Aldrich	Cat# EHUEGFP-50UG
*METTL1* MISSION esiRNAs	Sigma-Aldrich	Cat# EHU076851-50UG
miRIDIAN Control miRNA mimic	Dharmacon	Cat# CN-001000-01-05
miRIDIAN *hsa-let-7e-5p* miRNA mimic	Dharmacon	Cat# C-300479-05-0002

**Recombinant DNA**		

Hmga2-Luc-m7	Addgene	#14788
Hmga2-Luc-wt	Addgene	#14785
PAX2	Addgene	#12260
pcDNA3-pri-let-7e	Addgene	#51380
pcDNA4/TO/cmycDrosha	Addgene	#10828
pHIV-ZsGreen	Addgene	#18121
pLKO-TETon-Puro	Addgene	#21915
pMD2.G	Addgene	#12259
pMirGlo	Promega	Cat# E1330

**Software and Algorithms**		

Bioconductor	https://www.bioconductor.org/	N/A
DESeq2	Love et al., 2014	N/A
FastQC	https://github.com/s-andrews/FastQC	N/A
featureCounts	Liao et al., 2014	N/A
G4Hunter	Bedrat et al., 2016	N/A
Gage	Luo et al., 2009	N/A
gbm	Freund and Schapire, 1997	N/A
limma	Smyth et al., 2005	N/A
miRWalk 2.0	Dweep and Gretz, 2015	N/A
Pathwiew	Luo et al. 2017	N/A
Quadparser	Huppert and Balasubramanian, 2005	N/A
R statistical environment	https://www.r-project.org/	N/A
RNAfold	Lorenz et al. 2011	N/A
STAR	Dobin et al., 2013	N/A
Sylamer	van Dongen et al., 2008	N/A
Trimmomatic	Bolger et al., 2014	N/A
Feature Extraction Software	Agilent Technologies	G4463AA
XCalibur	Thermo Fisher	OPTON-30487

**Other**		

ACQUITY UPLC HSS T3 Column	Waters Corp	Cat# 186005614
Amicon 30kDa MWCO spin-column	Merck Millipore	Cat# Z717185
Amersham Hybond-C Extra Nitrocellulose membrane	GE Healthcare	Cat# RPN203D
Amersham Hybond-N+ Nylon Membrane	GE Healthcare	Cat# RPN2020B
Amersham Hyperfilm HS autoradiography film	GE Healthcare	Cat# 28906836
Bradford assay	Bio-Rad	Cat# 5000006
Denhart’s solution	Thermo Fisher	Cat# 750018
Dulbecco’s Modified Essential Medium	Gibco	Cat# 41965-039
Dynabeads MyOne Streptavidin C1	Thermo Fisher	Cat# 65001
Dynabeads Protein G	Thermo Fisher	Cat# 10004D
Eagle’s Modified Essential Medium	Sigma-Aldrich	Cat# M2279
Fetal Bovine Serum	Gibco	Cat# 10270-106
Illustra MicroSpin G-25 spin column	GE Healthcare	Cat# 27532501
Migration assay transwell inserts (8 μm)	Corning	Cat# 3422
Novex TBE 6% precast gel	Thermo Fisher	Cat# EC6265BOX
Novex TBE-Urea 10% precast gel	Thermo Fisher	Cat# EC6875BOX
Novex TBE-Urea 15% precast gel	Thermo Fisher	Cat# EC6885BOX
Novex TBE-Urea 6% precast gel	Thermo Fisher	Cat# EC6865BOX
Novex TBE-Urea Sample Buffer	Thermo Fisher	Cat# LC6876
Penicillin/Streptomycin/Glutamine	Gibco	Cat# 10378016
Protein G Sepharose 4 Fast Flow beads	GE Healthcare	Cat# 17-0618-01

### Contact for Reagent and Resource Sharing

Queries and reagent requests may be directed and will be fulfilled by the lead contact, Tony Kouzarides ().

### Experimental Model and Subject Details

#### Cell lines

HEK293T (RRID:CVCL_0063) and A549 cells (RRID:CVCL_0023) were cultured in DMEM (Invitrogen), supplemented with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin/glutamine (PSQ). Caco-2 cells (RRID:CVCL_0025) were cultured in Eagle’s Minimum Essential Medium, supplemented with 20% FBS and 1% PSQ. Cell lines were obtained from the ATCC and tested negative for mycoplasma contamination. Human cell lines used are not listed in the cross-contaminated or misidentified cell lines database curated by the International Cell Line Authentication Committee (ICLAC).

#### Lentiviral vector preparation and cell transduction

For virus production, HEK293T cells were transfected with the lentiviral vector pLKO-TETon-Puro for *METTL1* knockdown, or Zs-Green-HIV for *METTL1* rescue experiments, together with the packaging plasmids PAX2 (Addgene Plasmid #12260) and pMD2.G (Addgene Plasmid #12259) at a 1:1.5:0.5 ratio using Lipofectamine 2000 reagent (Invitrogen) according to the manufacturer’s instructions. Supernatants were harvested 48 h and 72 h after transfection. Cells (5 × 10^5^) were mixed in 2 ml viral supernatant supplemented with 8 μg/ml polybrene (Millipore), followed by spinfection (60 min, 900 g, 25°C) and further incubated overnight at 37°C. For *METTL1* knockdown experiments, cells were replated in fresh medium containing 1 μg/ml puromycin and kept in selection medium for 7 days. For METTL1 rescue experiments, GFP+ cells were isolated using a SONY SH800 cell sorter 48 h after infection.

#### Generation of conditional knockdown cells

A549 or Caco-2 cells were infected with pLKO-TETon-Puro lentiviral vectors (Addgene Plasmid #21915) expressing shRNAs against the coding sequence of human *METTL1* or a scrambled control as described above. The shRNA sequences are listed in Table S8. shRNA was induced by treatment with 200 ng/ml doxycycline for the indicated times.

### Method Details

#### BoRed-Seq and m7G-RIP-Seq

The detailed protocol of all the procedures required to perform BoRed-Seq and m7G RNA immunoprecipitation experiments on small RNAs is described in Methods S1. Single-end 50-bp stranded smallRNA libraries were prepared using the NEBNext SmallRNA kit (NEB) according to the manufacturer’s recommendations and sequenced on a HiSeq 4000 (Illumina).

#### RNA immunoblots and dot blots

RNA was resolved by denaturing polyacrylamide gel electrophoresis using Novex TBE-urea 15% precast gels (Thermo Fisher). Equal loading was checked by staining with ethidium bromide (Sigma-Aldrich), then RNA was transferred to a nylon membrane (Amersham Hybond-N+, GE Healthcare) by wet electro-blotting in TBE (45 min at 400 mA).

For dot-blot analysis, input RNA or RNA immunoprecipitated with either anti-m7G or isotypic non-specific antibodies was spotted onto a nitrocellulose membrane and UV cross-linked at 254 nm (120 mJ/cm^2^). The membranes were blocked in Denhart’s solution (1% Ficoll, 1% polyvinylpyrrolidone, 1% bovine serum albumin; Thermo Fisher) for 1 h at room temperature and incubated with m7G antibody for 1 h at room temperature. Signal was detected using HRP conjugated secondary antibodies and ECL (GE Healthcare) and developed on a Chemidoc MP machine (BioRad).

#### Global gene expression profiling

Cells were lysed in Qiazol (QIAGEN) and total RNA was extracted with miRNeasy mini kit (QIAGEN). RNA quality was assessed using an Agilent Tapestation RNA; 50 ng of RNA were labeled with Low Input QuickAmp Labeling Kit, One-Color (Agilent Technologies), purified and hybridized overnight onto an Agilent SurePrint G3 Human Gene Expression Array v3 (8x60K) before detection according to the manufacturer’s instructions. An Agilent DNA microarray scanner (model G2505C) was used for slide acquisition.

#### RT-qPCR

Cells were lysed in Qiazol (QIAGEN) and total RNA was purified using the miRNEasy mini kit (QIAGEN) according to the manufacturer’s instructions. For mRNA detection, 1 μg of purified total RNA was reverse transcribed using the high-capacity cDNA reverse transcription kit (Applied Biosystems). To quantify gene expression, we used probes from Universal ProbeLibrary (UPL; Roche) with TaqMan Fast Advanced Master Mix (Thermo Fisher).

For specific pri- and pre-miRNA quantification, we size-fractionated large (> 200nt, containing the pri-miRNAs) and small RNAs (< 200nt, containing pre-miRNAs) using RNA Clean & Concentrator 5 column kits (Zymo), as per the manufacturer’s instructions. Pri-miRNAs were reverse transcribed using the High-Capacity cDNA reverse transcription kit (Applied Biosystems), which employs random nonamer priming and favors long molecules. Pre-miRNAs were reverse transcribed with miScript II RT kit (QIAGEN), which is more efficient on short RNAs. Primers were designed to anneal either within the stem loop (pre-miRNAs) or to overlap the DROSHA cleavage sites (pri-miRNAs). Both pri- and pre-miRNAs were quantified using Fast SybrGreen PCR mastermix (Applied Biosystems) according to the manufacturer’s instructions.

For mature miRNA detection, total RNA was reverse transcribed and amplified using the Taqman Advanced miRNA cDNA Synthesis Kit from Thermo Fisher Scientific. The levels of specific miRNAs were measured with Taqman advanced miRNA Assays from Thermo Fisher Scientific. All the RT-qPCR experiments were run on an ABI 7900 real-time PCR machine (Applied Biosystems). *GAPDH* and *RNY1* were used as housekeeping genes for RT-qPCR normalization of long and small RNAs, respectively. Primer sequences, UPL probe numbers and assay IDs are listed in Table S8.

#### Western blotting

For total cell protein extraction and western blot analysis, cells were lysed in a buffer containing 50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1% Triton X-100, 0.5% deoxycholic acid, 0.1% sodium dodecyl sulfate, Complete protease inhibitor cocktail (Roche) and cleared by centrifugation. The protein concentration was determined by Bradford assay (Bio-Rad). Proteins were resolved by sodium dodecyl sulfate-polyacrylamide gel electrophoresis and transferred to a nitrocellulose membrane (Hybond-C Extra, GE Healthcare). Membranes were blocked with 5% milk proteins in TBST (50 mM Tris-HCl pH 7.6, 150 mM NaCl, 0.05% Tween-20), and probed with primary antibodies overnight. Membranes were then washed three times with TBST (15 min each) and probed with a HRP-conjugated secondary anti-rabbit antibody for 1 h. After three more washes, signal was detected using HRP conjugated secondary antibodies and ECL (GE Healthcare) and developed on a BioRad Chemidoc MP machine.

#### Migration assays

For transwell migration assays, the lower surface of the transwell inserts (8 μm; Corning) was coated with human recombinant fibronectin (1 μg/ml, 1 h at RT; Sigma-Aldrich). A549 cells were serum-starved overnight and seeded (3 × 10^4^) in serum-free medium on transwell inserts. After 7 h incubation in wells containing DMEM+20% FBS, inserts were stained with crystal violet and cells on the lower surface were counted (blindly).

#### Proliferation assays

4 days after shRNA induction, 10^5^ A549 *METTL1* knockdown or Ctrl cells were plated in each well of 6-well cell culture plates in normal culture medium. Cells were counted daily for the following three days using a Countess II cell counter (Thermo Fisher).

#### Mature miRNA/hairpin transfection

20 pmol of *hsa-let-7e-5p* miRNA mimic or control miRNAs (miRIDIAN, Dharmacon) were transfected into 2.5 × 10^5^ A549 cells using 2 μL of Lipofectamine 2000 (Thermo Fisher). 10 pmol of *pri-let-7e* hairpins (Integrated DNA Technologies) were transfected into 1.5 × 10^5^ A549 cells using the same amount of Lipofectamine as above.

#### Luciferase assay

A dual luciferase reporter harboring the 3′-UTR of mouse *Hmga2* was generated extracting the XbaI-NotI digestion fragments from either Hmga2-Luc-wt or Hmga2-Luc-m7 (Mayr et al., 2007; Addgene plasmids #14785 and #14788) and subcloning them into pMirGlo (Promega). In order to generate stable reporter lines, A549 cells were transfected with the pMirGlo-hmga2(3′-UTR) constructs. 24 h after transfection, cells were selected using 300 μg/ml G418 for 7 days. Subsequently, cells were transfected with 20 pmol of MISSION esiRNAs (Sigma-Aldrich) against human *METTL1* or GFP. 24 h after transfection, Firefly and Renilla luciferase activities were measured using the Dual-Luciferase Reporter Assay System (Promega) on a CLARIOstar microplate reader (BMG Labtech).

#### METTL1 rescue experiments

cDNA was obtained by reverse transcription of A549 RNA with Superscript III (Thermo Fisher), then the *METTL1* full-length coding sequence was amplified by PCR and cloned into pHIV-ZsGreen plasmid (Addgene plasmid #18121) using restriction sites XbaI and NotI. In order to generate an shRNA-resistant *METTL1* sequence, synonymous substitutions were introduced in the codons corresponding to shRNA binding sites by long DNA fragment synthesis (GeneArt Strings; Thermo Fisher) of the N-terminal portion of *METTL1* (up to NheI site). The *in vitro* synthesized fragment was swapped into pHIV-ZsGreen-METTL1 using restriction sites NotI and NheI. The same approach was combined to codon mutagenesis to generate the catalytically inactive METTL1 variant EIR/AAA (amino acids 107-109, that form the SAM-binding pocket of the enzyme; see Figure S2I). Primer and long oligonucleotide sequences are listed in Table S8.

#### METTL1 UV-CLIP

Adherent cells in a 15 cm dish were rinsed twice in ice-cold PBS, cross-linked at 254 nm (120 mJ/cm^2^), scraped and lysed on ice for 10 min in 1 mL of fresh lysis buffer (25 mM Tris-HCl pH 8.0, 150 mM NaCl, 2 mM MgCl_2_, 0.5% NP-40, 5 mM DTT) supplemented with protease inhibitors (Complete tablets, Roche) and RNase inhibitors (RNaseOUT; Thermo Fisher). Lysates were vortexed, then centrifuged at max speed at 4°C for 5 min. The supernatants were used in immunoprecipitation (IP) assay with 5 μg of anti METTL1-antibody (sheep polyclonal obtained by MRC Protein Phosphorylation Unit, #588192; Cartlidge et al., 2005) or control isotypic IgG at 4°C for 90 min, with rotation. 80 μL of Protein G Dynabeads (Invitrogen) per IP reaction were rinsed 2 times with lysis buffer and blocked with 1 mg/ml BSA (NEB) for 2 h at 4°C. Beads were resuspended in 100 μL lysis buffer, then added to the IP tube. The reaction was incubated at 4°C for 2 h with rotation. Beads were then washed twice with high-salt buffer (25 mM Tris-HCl pH 8.0, 500 mM NaCl, 1 mM MgCl_2_, 1% NP-40, 5 mM DTT) and three times with lysis buffer. Immunoprecipitated samples were treated with DNase I (QIAGEN) followed by digestion with Proteinase K (NEB). RNA was purified using an RNeasy MinElute column kit (QIAGEN).

#### Expression and purification of recombinant METTL1/WDR4 (Evotec)

The constructs EV4866 (his-METTL1) and EV4868 (flag-WDR4) were cloned into plasmid pTriIJ-HV (Evotec). Recombinant virus was produced by co-transfecting transfer plasmid DNA and bacmid DNA in insect cells. 100 ng bacmid DNA and 500 ng transfer plasmid DNA were mixed with 2 μl Cellfectin II transfection reagent (Invitrogen) in 200 μl TC100 media (Sigma) and incubated at room temperature for 2-3 h. Sf21 insect cells, grown to 80%–90% confluency in 24 well plates were washed with TC100 before adding 0.2 mL TC100 and 0.2 mL co-transfection mix. After overnight incubation, 0.6 mL Sf900 II SFM media containing 5 μg/ml gentamicin was added and the cells were incubated at 27°C for six days with humidity. The cells were observed under an inverted microscope and compared to the mock-transfected control. BluoGal (2%) was added to the LacZ positive control well and blue coloration was observed within 1 h. Following confirmation of successful transfection, the medium containing the recombinant virus (P0) was harvested into a sterile deep well block and stored in the dark at 4°C. P1 BIICs (baculovirus-infected insect cells) were amplified in a sterile 24-deep well block by infecting Sf21 cells grown in Sf900 II SFM media containing 5 μg/ml gentamicin with P0 virus. The infected cultures were incubated for 72-120 h at 27°C with shaking at 360 rpm. P1-BIICs were harvested by centrifugation of the block and virus supernatant was removed to a fresh block and stored at 4°C. The cells were then re-suspended in freezing mix (Sf900 II + 10% heat inactivated FBS + 10% DMSO) and frozen gradually to −80°C, in the block. Working P2-BIICs were amplified by infecting Sf21 cells grown in shake flasks at MOI-0.1 using P1-BIICs and incubated for 72 h. P2-BIICs were harvested by centrifugation and infected cells were resuspended in freezing media and stored at −80°C. Sf21 cells grown in Sf900 II SFM media plus 5 μg/ml gentamicin were infected with both EV4866 and EV4868 P2 BIICs at an MOI of 2 (1+1). The infected culture was incubated for 72 h at 27°C with shaking at 110 rpm, before harvesting by centrifugation and storing at −80°C. Thawed cells were lysed in 25 mM Tris-HCl pH 8.0, 300 mM NaCl, 1 mM TCEP, 5% glycerol, 0.25% CHAPS supplemented with Complete EDTA-free protease inhibitor tablets (Roche). Samples were homogenized for 20-30 s with an IKA Ultra-Turrax and sonicated in a Branson probe sonicator (cycles of 30 s on, 30 s off for 5 min at 40% amplitude). Samples were centrifuged at 45000 rpm for 50 min to remove insoluble material. Purification was carried out by sequential Ni-affinity and size-exclusion chromatography on an ÄKTA Xpress system (GE). Samples were bound to 1 mL HisTrap FF column, washed with 25 mM Tris-HCl pH 8.0, 300 mM NaCl, 1mM TCEP, 5% glycerol, 20 mM imidazole and eluted with a step elution over 20 CV of 25 mM Tris-HCl pH 8.0, 300 mM NaCl, 1 mM TCEP, 5% glycerol and 500 mM imidazole at a flow rate of 0.8 ml/min. This was followed by size-exclusion on a 16/60 S200 column (25 mM Tris-HCl pH 8.0, 300 mM NaCl, 1 mM TCEP, 5% glycerol) at a flow rate of 1 ml/min. Purified protein was analyzed by SDS-PAGE, western blotting and measurement of A260/A280 to estimate levels of contaminating nucleosides. Aliquoted protein was snap-frozen in liquid nitrogen and stored at −80°C.

#### *In vitro* RNA methylation assays

Recombinant METTL1/WDR4 (300 nM; Evotec) was incubated for 2 h with S-adenosylmethionine (15 μM) and oligonucleotide (1 μM) in a Tris-HCl pH 8.0 buffer (20 mM) supplemented with 1 mM DTT and 0.01% Triton X-100.

#### Mass spectrometry analysis of RNA nucleoside m7G modification

Nucleosides were prepared from enzyme-processed RNA by enzymatic digestion, using a cocktail of Benzonase (Merck), Phosphodiesterase 1 (Merck), and Antarctic Phosphatase (New England Biolabs) as described previously (van Delft et al., 2017). The reactions were filtered using an Amicon 30kDa MWCO spin-column (Merck) to remove protein and the filtrate was mixed with a 2x loading buffer containing 0.1% formic acid and an internal standard (^13^C-labeled uridine generated from 645672-1MG Merck KGaA, previously treated with Antarctic Phosphatase). The samples were loaded onto an ACQUITY UPLC HSS T3 Column, 100 Å, 1.8 μm, 1 mm X 100 mm (Waters Corp., Milford, MA, USA) and resolved using a gradient of 2%–10% acetonitrile in 0.1% formic acid over 10 min. Mass spectrometric analysis was performed in positive ion mode on an Orbitrap QExactive HF (Thermo Fisher, Waltham, MA, USA) mass spectrometer. Standard dilutions of all experimental nucleosides were prepared and analyzed in parallel. There were three technical replicates of each sample and the analytical processing was performed using XCalibur Software (Thermo Fisher).

#### Mature miRNA isolation

Mature miRNA fraction was isolated from total RNA by gel extraction: RNA was denatured by incubation at 73°C for 3 min in 2X Urea Sample Buffer (Thermo Fisher) and run in a 10% TBE–urea precast polyacrylamide gel (Thermo Fisher) at 250V for 12 min. Gel was visualized by ethidium bromide staining and the region corresponding to the expected size of mature miRNAs was excised using a synthetic 20-nt RNA ruler. After breaking the gel, miRNAs were eluted in a sodium acetate buffer (0.3 M sodium acetate, pH 5.2, 5 mM EDTA, 0.1% sodium dodecylsulfate) by freeze-thawing once on dry ice and incubating at 4°C overnight. miRNAs were purified by ethanol precipitation.

#### Context-specific mass spectrometry analysis of miRNA m7G modification

Oligonucleotides were prepared from miRNA fraction using RNase A (Thermo Fisher) and chromatographically separated by ion pair reverse phase chromatography (200 mM Hexafluoroisopropanol [HFIP], 8.5 mM triethylamine [TEA] in water as eluent A, and 100 mM HFIP, 4.25 mM TEA in methanol as eluent B). The oligonucleotides were resolved by a gradient of 2.5% to 20% B at 200 nl/min on Acclaim PepMap C18 solid phase (Thermo Fisher) and characterized by negative ion tandem LC-MS in a hybrid quadrupole – orbitrap (QExactive HF, Thermo Fisher). Data were collected in data-dependent acquisition mode in pathfinding experiments before subsequent hybrid acquisition investigation. Full scan MS1 data were acquired between 700 and 3500 m/z and extracted ion chromatograms from these data were used for label-free quantification of oligonucleotides derived from *let-7*. MS2 data were collected in subsequent scan events for the same *let-7* oligonucleotides by targeted, multiplexed, data-independent acquisition on filtered precursor ion masses multiplexed from the double and triple charge states of unmodified and monomethylated AGGAGGU (m/z of 1180.158, 786.436, 1187.166 and 791.108, with a window of 3 m/z). Technical replicates of n = 3 were acquired, with MS2 ions matched with to within 5 ppm.

#### Preparation of naive and *in vitro* methylated [α-^32^P]-pri-let-7e

Plasmid pcDNA3-pri-let-7e (Addgene #51380; Heo et al., 2008) linearized by digestion with XbaI (NEB) was used as a template for RNA *in vitro* transcription in the presence of [α-^32^P]-GTP (Perkin Elmer) using TranscriptAid T7 High Yield Kit (Thermo Fisher). The resulting RNA (369bp) was denatured by incubation at 73°C for 3 min in 2X Urea Sample Buffer (Thermo Fisher) and run in a 6% TBE–urea precast polyacrylamide gel (Thermo Fisher). The band corresponding to the expected size of *pri-let-7e* transcript was excised using autoradiography and, after breaking the gel, RNA was eluted as described above for mature miRNA isolation.

2.5 μg of ^32^P-labeled *pri-let-7e* (1 μM) were incubated for 3 h at 37°C in the presence of recombinant METTL1/WDR4 (300 nM) and S-adenosylmethionine (1 mM) in a methylation buffer (85 mM Tris-HCl pH 8.0, 1.4 mM DTT, 0.07 mM EDTA, 1 mM spermidine). Methylated *pri-let-7e* was isolated by immunoprecipitation using m7G-specific antibody, purified on RNA Clean & Concentrator - 5 columns (Zymo) and quantified by scintillation counting (Hidex 300 SL).

#### Isolation of DROSHA by IP

Immunopurification of DROSHA and *in vitro* processing assays were performed according to a published protocol (Lee et al., 2002). HEK293T cells transfected with pcDNA4/TO/cmycDrosha plasmid (Landthaler et al., 2004; Addgene plasmid #10828) were lysed after 48 h in buffer D (20 mM HEPES–KOH pH 7.9, 100 mM KCl, 0.2 mM EDTA, 0.5 mM DTT, 0.2 mM PMSF, 5% glycerol) by sonication (Bioruptor: 5 min; 30 s ON / 30 s OFF, 200W) followed by centrifugation. 2 mg of crude extract were incubated with 12 μg of anti-myc-tag antibody (Abcam) for 2 h at 4°C, then the recombinant enzyme was pulled-down with 30 μL Protein G Sepharose 4 Fast Flow beads (GE Healthcare) and washed 4 times in buffer D. Whole-cell extracts were prepared from control and *METTL1* knockdown A549 cells using the same lysis protocol as above.

#### *In vitro* miRNA Processing Assays

For comparing the pri- to pre-miRNA processing efficiency by DROSHA, 30000 cpm (50-100 ng) of either naive or *in vitro* methylated *pri-let-7e* were incubated with 15 μL of DROSHA-IP beads, 6.4 mM MgCl_2_ and 1U/μl RNaseOUT RNase inhibitor (ThermoFisher) for 80 min at 37°C.

For evaluating the processing activity of METTL1 depleted cells, 10 μL of processing reaction containing 5 μL of whole-cell extract, 1 μL of solution A (32 mM MgCl_2_, 5 mM ATP, 200 mM creatine phosphate), 1 μL 32 mM S-adenosyl methionine, 1 U/μl RNase inhibitor (Thermo Fisher) and the labeled transcripts (10^4^-10^5^ c.p.m.) were incubated at 37°C for 120 min.

All processing reactions were purified with RNA Clean & Concentrator - 5 column kit (Zymo), measured and equalized by scintillation counting, resolved on a 6% TBE–urea precast polyacrylamide gel (Thermo Fisher) and developed by autoradiography exposing the dried gel on Amersham Hyperfilm high-sensitivity film (GE Healthcare).

#### Circular dichroism spectroscopy

CD experiments were conducted on a Chirascan Plus spectropolarimeter. Oligonucleotide solutions were prepared at a final concentration of 10 μM (*rG4-let-7e* oligonucleotides) or 2.5 μM (*let-7e* hairpins) in 10 mM lithium cacodylate (pH 7.2) containing 1mM EDTA and supplemented with 100 mM of LiCl, NaCl or KCl. Oligonucleotides were annealed by heating at 95°C for 3 min and cooling the solutions at 4°C for 4 h. Scans were performed over the range of 200–320 nm at 5°C. Each trace was the result of the average of three scans taken with a step size of 1 nm, a time per point of 1 s and a bandwidth of 1 nm. A blank sample containing only buffer was treated in the same manner and subtracted from the collected data. The data were finally baseline corrected at 320 nm. Denaturation experiments were performed by heating the samples to 95°C using the stepped temperature ramping mode, a setting time of 10 s and with data collection every 1°C monitoring the CD signal at 263 and 210 nm. Differential melting curves (quantification of folded fractions) were obtained by subtracting the upper baseline to the signal and dividing by the difference between the upper and lower baseline. Melting temperatures (T_1/2_) values were extracted as the local minima of the first derivatives of a Boltzman or bi-phasic dose-response fittings of the differential curves.

#### Polysome fractionation

Control or *METTL1* knockdown cells (n = 2) were treated 5 days after doxycycline induction with 0.1 mg/ml cycloheximide for 5 min at 37°C, then they were lysed and polysomes were fractionated on a sucrose gradient while measuring absorbance at 254 nm (Panda et al., 2017).

### Quantification and Statistical Analysis

#### Bioinformatic analysis of smallRNA sequencing

Multiplexed reads were split on the basis of their barcodes using Illumina Basespace. Read quality was assessed using FastQC program (https://github.com/s-andrews/FastQC). Library adaptors were trimmed with Trimmomatic (Bolger et al., 2014), and reads were mapped to the human genome (NCBI GRCh38/hg38) with STAR (Dobin et al., 2013), using the parameters of ENCODE guidelines: *--runThreadN 15 --sjdbGTFfile /path/to/GENCODE_miRNA_subset.gtf --alignEndsType EndToEnd --outFilterMismatchNmax 1 --outFilterMultimapScoreRange 0 --outSAMtype BAM SortedByCoordinate --outFilterMultimapNmax 10 --outSAMunmapped Within --outFilterScoreMinOverLread 0 --outFilterMatchNminOverLread 0 --outFilterMatchNmin 16 --alignSJDBoverhangMin 1000 --alignIntronMax 1* (Davis et al., 2018). Reads were summarized using featureCounts (Liao et al., 2014) according to miRbase22 annotation (Kozomara and Griffiths-Jones, 2014) of mature miRNAs. Differential miRNA enrichment in either m7G-RIP or BoRed-Pulldown over input/control sample was evaluated through negative binomial Wald test with the R package DESeq2 (Love et al., 2014; n = 2 for BoRed-Seq; n = 5 for m7G-RIP-Seq experiments).

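The same Caco-2 counts were also tested with DESeq2's negative binomial Wald test and its median-of-ratios size factors, on the 3 m7G-RIP and 3 input libraries. At an adjusted p-value under 0.05 this test called 274 miRNAs enriched and 337 depleted. All 274 enriched miRNAs were also enriched in edgeR's quasi-likelihood test, 305 were depleted in both tests, and no miRNA was called in opposite directions (0 of the 800 miRNAs tested). The log2 enrichment in this test differed from that under TMM by a median of -0.34 across the tested miRNAs. let-7e-5p had a log2 enrichment of 2.82 in the DESeq2 test (adjusted p = 4.06e-58 from DESeq2's Wald test with Benjamini-Hochberg adjustment), miR-125a-5p of 0.53 (adjusted p = 0.00202 from DESeq2's Wald test) and miR-148a-3p of -4.76 (adjusted p = 7.71e-170 from DESeq2's Wald test).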

#### Global gene expression analysis

Microarray spot analysis was performed with Feature Extraction software (Agilent Technologies). Data were background-corrected and quantile normalized among arrays using the Bioconductor package limma (Smyth and Speed, 2003, Smyth et al., 2005). The statistical significance of differential gene expression was calculated with the empirical Bayes method implemented in limma. KEGG pathway ontologies over-represented in the subset of genes upregulated or downregulated upon *METTL1* knockdown were evaluated using the R package Gage (Luo et al., 2009, Luo et al., 2017).

In order to identify the mRNAs that are predicted to be targets of selected miRNAs, we extracted the positive hits of at least 3 out of 6 *in silico* prediction algorithms (namely miRWalk, miRanda, miRDB, Pictar2, RNA22 and Targetscan) using miRWalk 2.0 web server (Dweep and Gretz, 2015).

For unbiased analysis of miRNA seed sequences enriched in the top upregulated genes upon *METTL1* knockdown, we took advantage of the Sylamer online software (van Dongen et al., 2008).

To produce a classification model predicting mRNA upregulation upon *METTL1* knockdown, we extracted the subset of genes expressed above the background (log_2_ Average expression > 6). Genes displaying a log2FoldChange > 1 and a FDR < 0.05 were considered upregulated, and then a model employing the presence of putative miRNA target sites as predictors was generated by gradient boosting using R package gbm (Freund and Schapire, 1997).

#### Bioinformatic prediction of G-quadruplexes

Stem-loop and mature miRNA sequences were recovered from miRBase (Kozomara and Griffiths-Jones, 2014) release 22. These sequences were used to calculate the quantitative parameters used to describe the different miRNA features discussed in this manuscript. Base composition was assessed using a custom Python script. *G-score*, a quantitative estimation of G-richness and G-skewness, is based on the G4Hunter algorithm (Bedrat et al., 2016). Briefly, each position in a sequence is given a score between −4 and 4. To account for G-richness, a single G is given a score of 1, in a GG sequence each G is given a score of 2; in a GGG sequence each G is given a score of 3; and in a sequence of 4 or more Gs each G is given a score of 4. To account for G-skewness, Cs are scored similarly but their values are negative. The Gscore is the maximum value obtained while scanning miRNA sequences using a 20nt window and averaging the score of each nucleotide over the considered window.

G-quadruplex forming motifs, G2N7, G2N3, G3N7 and G3N12 are sequences of the form G_2+_N_1–7_G_2+_N_1–7_G_2+_N_1–7_G_2+_, G_2+_N_1–3_G_2+_N_1–3_G_2+_N_1–3_G_2+,_ G_3+_N_1–7_G_3+_N_1–7_G_3+_N_1–7_G_3+_ and G_3+_N_1–12_G_3+_N_1–12_G_3+_N_1–12_G_3+_ respectively, where N is any base. G3N7 represents the strict definition of G4 forming sequences according to the Quadparser algorithm (Huppert and Balasubramanian, 2005). Other motifs represent the loose definition of G4 forming sequences (Kwok et al., 2016a). The presence of each motif within miRNA sequences was assessed using the *re.finditer* function in custom python scripts.

RNA secondary structures were predicted using the RNAfold 2.2.10 algorithm of the ViennaRNA package (Lorenz et al., 2011). RNAfold computes the minimum free energy (MFE) of optimal secondary structures via estimation of base pairing probabilities. MFEs of dsRNA secondary structures (ΔG^0^_dsRNA_) were computed at 37°C. MFEs of G4 secondary structures (ΔG^0^_G4_) were computed by subtracting MFEs obtained when considering G4 formation into the structure prediction algorithm to the previous values (ΔG^0^_G4_ = ΔG^0^_dsRNA_ - ΔG^0^_(dsRNA + G4)_). RNAfold was used to assess the stability of predicted RNA structures within miRNA sequences using a 20nt sliding window. m7G-containing miRNAs are the subset of miRNAs that have been enriched from the total population of miRNAs using both the BoRed-Seq and m7G-RIP-Seq protocols. Background is the rest of annotated miRNAs. For assessing the local enrichment of structures within m7G-containing precursor miRNAs, pre-miRNA sequences were piled up and centered, MFE values were then averaged at each position. Data were compiled and plotted using R.

#### Statistical analysis

All general statistical analyses were performed using either a two-tailed Student’s t test or a Wilcoxon test (when distributions were assessed not to be normal and homoscedastic) at a confidence interval of 95%, unless otherwise specified. No statistical methods were used to predetermine sample size.

### Data and Software Availability

#### Data Resource

Raw genomic data have been deposited in the Gene Expression Omnibus database with accession number GSE112182 (Expression Microarray data: GSE112180; BoRed-seq and m7G-RIP-seq in A549: GSE112181; m7G-RIP-Seq in Caco-2: GSE120454; m7G-RIP-Seq in A549 *METTL1* knockdown: GSE120455). Unprocessed imaging data are deposited on Mendeley Data: (https://data.mendeley.com/datasets/yscng45zgj/1). All other data and analysis scripts are available from the corresponding author upon reasonable request.

# Supplementary material for: METTL1 Promotes let-7 MicroRNA Processing via m7G Methylation
**Source:** Mol Cell. 2019 Jun 20;74(6):1278–1290.e9. doi: 10.1016/j.molcel.2019.03.040
**Supplement:** Document S1. Figures S1–S6, Table S8, and Methods S1

## Supplemental Information

### **METTL1 Promotes *let-7* MicroRNA**

#### **Processing via m7G Methylation**

**Luca Pandolfini, Isaia Barbieri, Andrew J. Bannister, Alan Hendrick, Byron Andrews, Natalie Webster, Pierre Murat, Pia Mach, Rossella Brandi, Samuel C. Robson, Valentina Migliori, Andrej Alendar, Mara d'Onofrio, Shankar Balasubramanian, and Tony Kouzarides**

# Figure S1

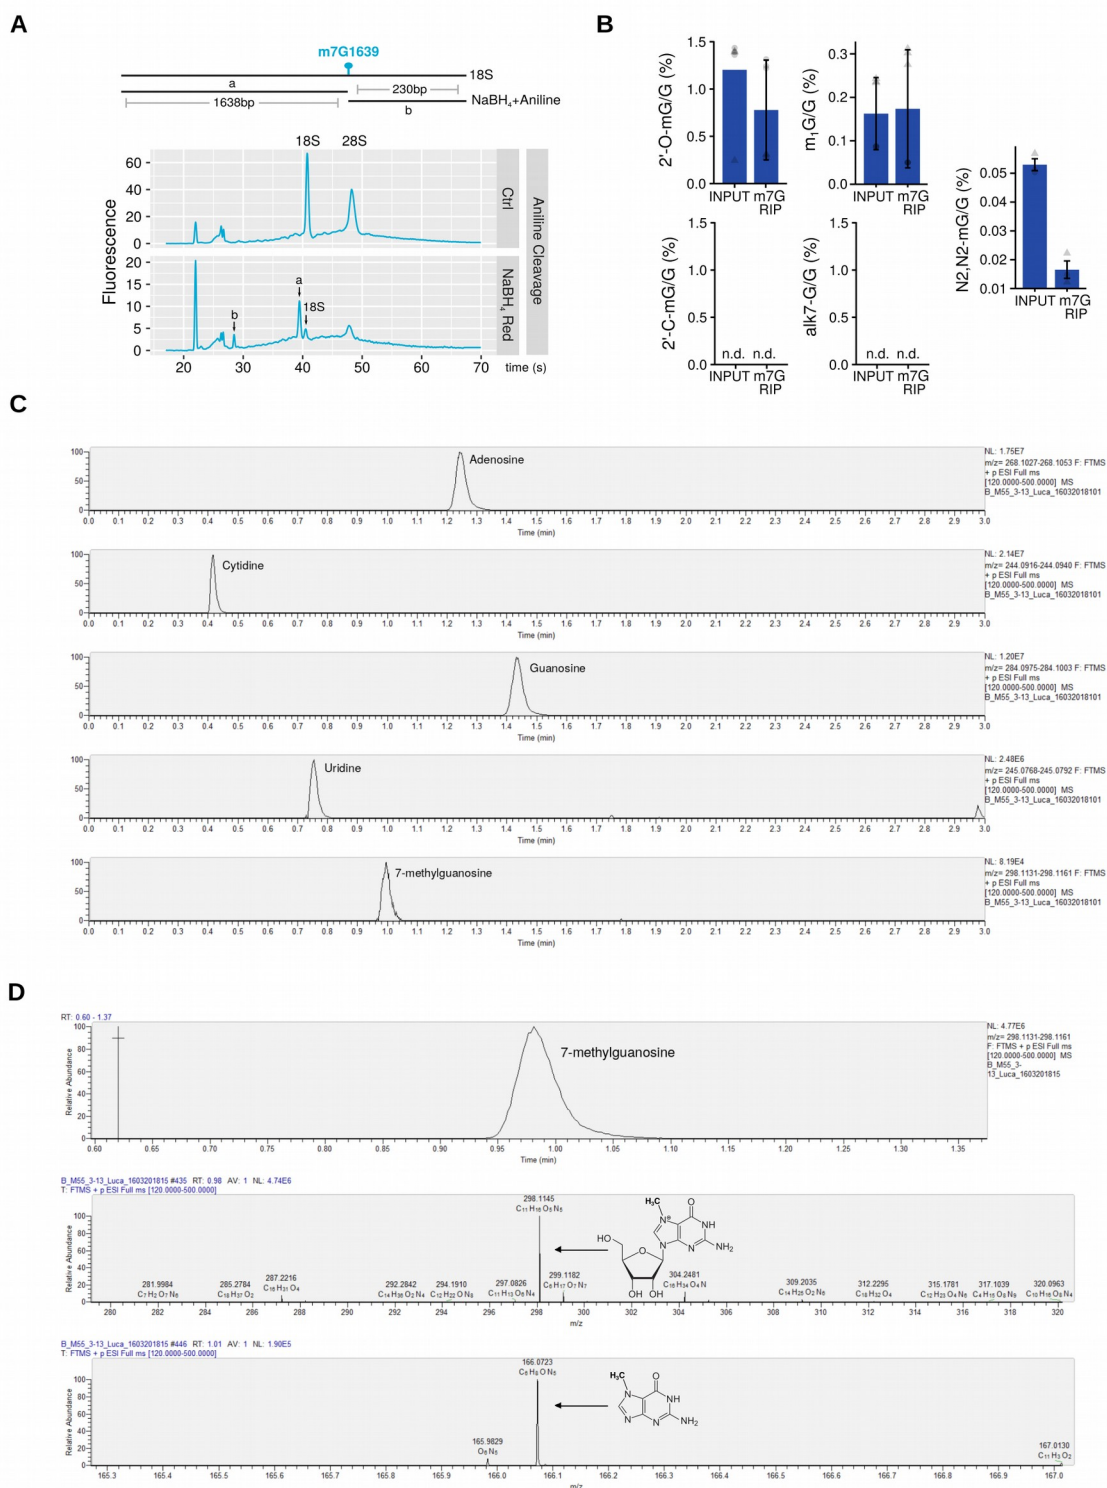

# Figure S2

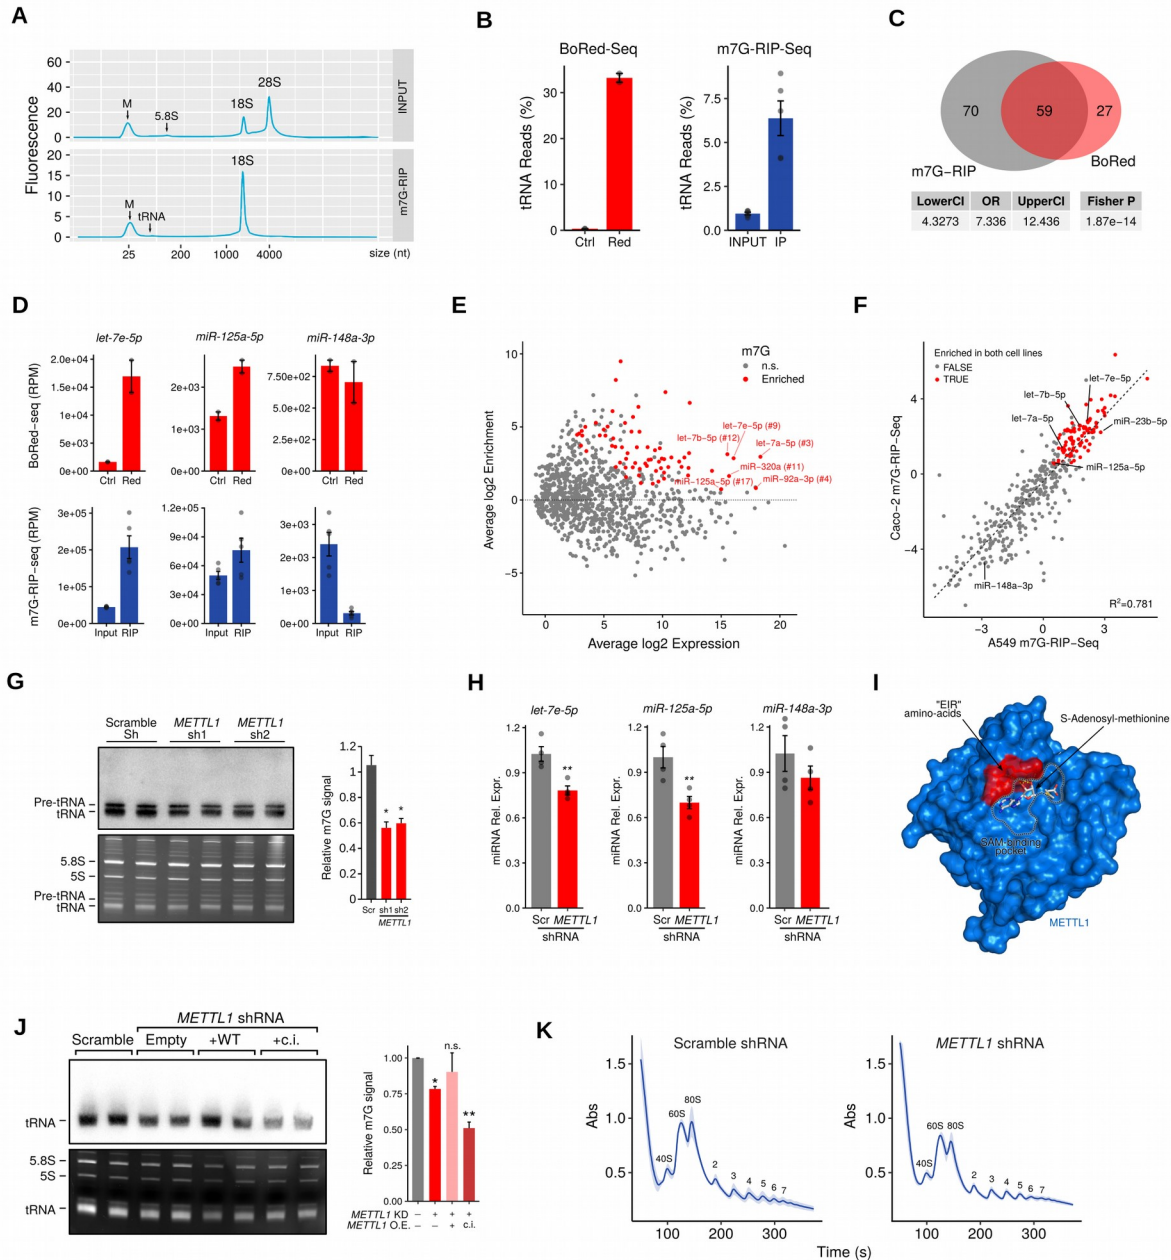

**Figure S2 | Validation of BoRed-Seq and m7G-RIP-Seq.** Related to Figure 1.

**A**, Electropherogram analyses of total RNA before and after immunoprecipitation with an m7G-specific antibody showing specific enrichment for 18S rRNA in the immunoprecipitate. **B**, Read counts for tRNAs from the BoRed-Seq and m7G-RIP-Seq experiments are shown. Error bars represent S.E.M. **C**, Venn diagram showing the high overlap between miRNAs significantly enriched in either m7G-RIP-Seq or BoRed-Seq of A549 cells, respectively. Confidence interval of the odds ratio (OR) and P-value, as obtained by Fisher's exact test, are indicated in the table below. **D**, Read counts for the indicated miRNA from the BoRed-Seq and RIP-Seq experiments are shown. Error bars represent S.E.M. **E**, Scatter plot showing the absence of correlation between m7G and miRNA expression levels. Labels show the m7G containing miRNAs amongst the top 20 most expressed ones and their absolute ranking. **F**, Scatter plot of m7G-RIP-Seq miRNA enrichment in Caco-2 versus A549 cells, highlighting a high degree of correlation, as indicated by  $R^2$  Pearson correlation coefficient. **G**, Immunoblot using an m7G-specific antibody shows a reduction of m7G levels in tRNAs upon *METTL1* knockdown. 

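For Figure S2F, log2 enrichment in Caco-2 cells was recomputed from the counts and set against the log2 enrichment that the paper lists for A549 cells in Table S2. Across the 487 miRNAs with both values Pearson's r was 0.878, which gives an r squared of 0.771, and Spearman's rho was 0.890 (permutation test with 100000 resamples, two-sided, p = 1e-05 for r, the smallest value these resamples can give). This correlation is across miRNAs, which are not independent replicates, and it was the only one in its family. The enrichment had the same sign in both cell lines for 422 miRNAs, or 86.7%. A line fitted to the values had a slope of 1.19 for Caco-2 on A549. Among the 244 miRNAs with the higher input abundance in Caco-2 cells r squared was 0.813, and among the other 243 it was 0.721. The setting that moved it most was testing every miRNA with at least 1 count, which gave 0.663. With the replicate number as a block r squared was 0.771 (pairing of same-numbered libraries, correlation of deviations 0.00779). Of the labelled miRNAs, miR-23b-5p had a log2 enrichment of 2.56 in Caco-2 cells with an SD of 0.64 between same-numbered pairs, the largest among the 6 labelled, and its m7G-RIP counts of 844, 409 and 272 fell from replicate 1 to replicate 3 by more than the library totals.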

Right graph shows the average  $\pm$  S.E.M. digital quantification of the m7G signal (\* $P < 0.05$ , two tailed t-test). **H**, RT-qPCR quantification of *let-7e-5p*, *miR-125a-5p* and *miR-148a-3p* upon *METTL1* KD in Caco-2 cells. The average of four independent biological replicates  $\pm$  S.D. is shown (\*\* $P < 0.01$ , two tailed t-test). **I**, Crystal structure of *METTL1* in complex with S-adenosylmethionine (PDB file: 3CKK). The EIR (107-109) amino acids mutated to alanine to generate the catalytically inactive mutant are shown in red. **J**, RNA immunoblot with an m7G-specific antibody on total RNA from *METTL1* knockdown or control cells over-expressing either WT *METTL1* or a catalytically inactive *METTL1* (c.i.). **K**, Polysome fractionation analysis. Cell extracts from control or *METTL1* knockdown cells were prepared and resolved in a 5–50% sucrose gradient. The absorbance at 254 nm was continuously measured. The peaks corresponding to free 40S and 60S subunits, 80S and polysomes are indicated. Shaded area in grey indicates the S.E.M. of two independent samples for each condition.

# Figure S3

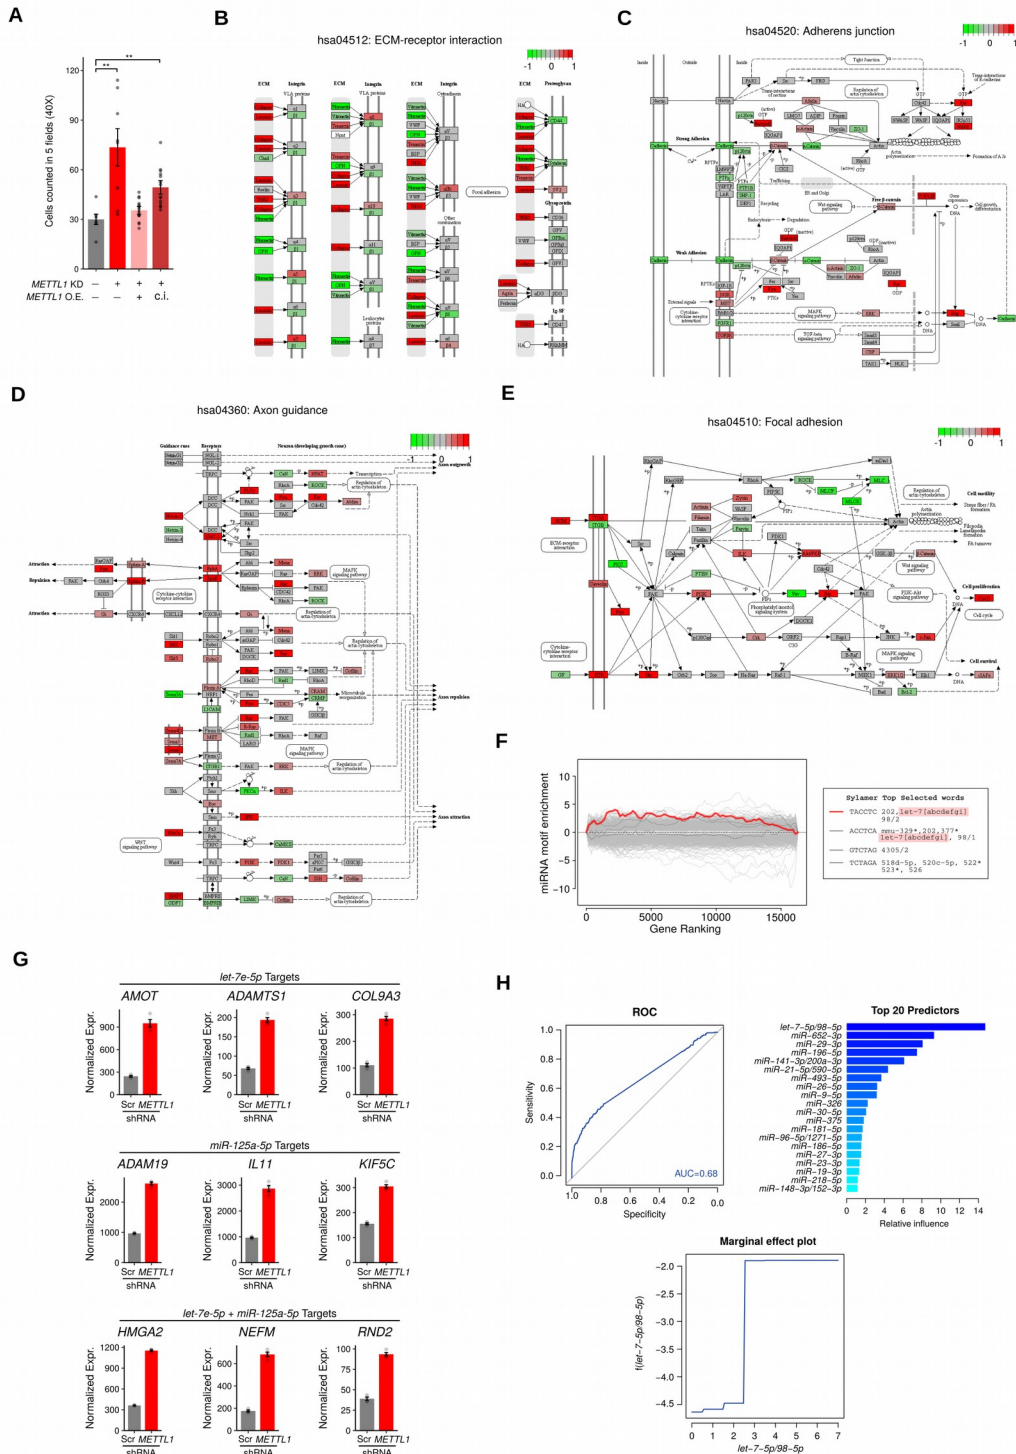

**Figure S3 | Effects of targeting *METTL1* in A549 cells. Related to Figure 2.**

**A**, migration assay of A549 cells. Increased migration due to *METTL1* KD is rescued by the expression of WT *METTL1* (+), but not by a catalytically inactive version of the enzyme (c.i.). **B,C,D,E**, Graphical representation of KEGG pathway regulation, showing up-regulation of ECM-receptor interaction (B), adherens junction (C), axon guidance (D) and focal adhesion (E). Data were obtained by comparing RNA expression data from *METTL1* KD and control A549 cells (up-regulated genes, red; down-regulated genes, green). **F**, Sylamer miRNA target seed motif analysis on up-regulated mRNAs upon *METTL1* KD, showing a specific enrichment for the *let-7 (5p)* seed motif. **G**, representative cell migration genes whose expression is upregulated upon *METTL1* KD, which are targets of *let-7e-5p*, *miR-125a-5p* or both (for all of them FDR<0.05, as evaluated with *limma*). **H**, A gradient boosting classifier was used to model the mRNA expression fold changes observed by microarray analysis as a function of the presence of seed sites for different miRNAs in 3'-UTRs. Receiver operating characteristic (ROC) curve displays the goodness of the model, with an area under ROC (AUC) of 0.68. The presence of *let-7 (5p)* seed sequence within an mRNA represents the strongest predictive factor for its up-regulation upon *METTL1* KD, as shown by the top 20 predictor list. The marginal effect plot shows that there is a positive correlation between the number of seeds in the 3'-UTR and mRNA up-regulation.

# Figure S4

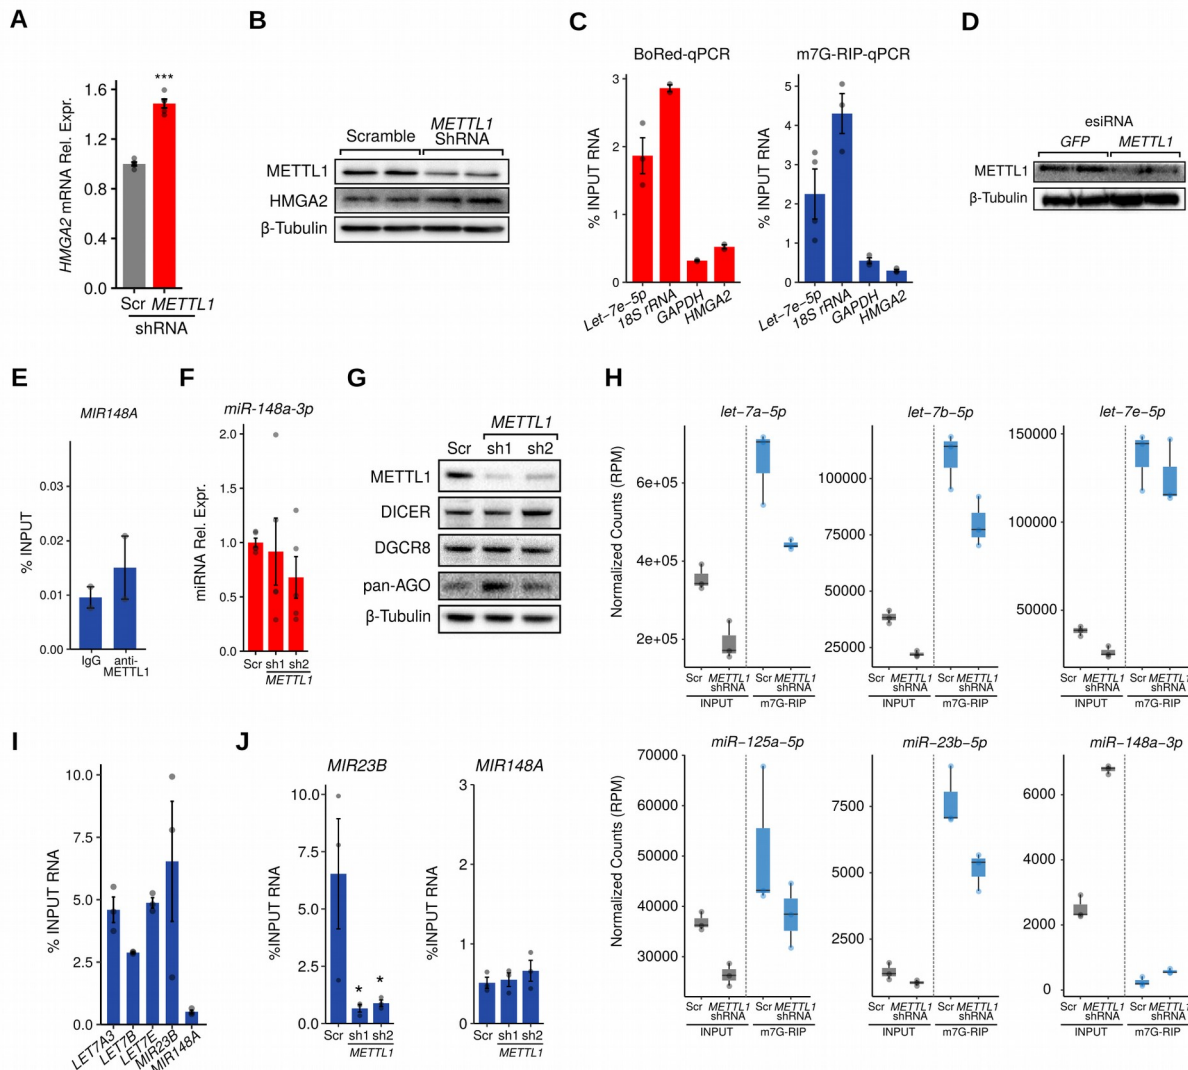

**Figure S4 | miRNA processing is dependent on m7G.** Related to Figure 3 and 4.

**A**, HMGA2 expression measured by RT-qPCR in Caco-2 cells infected with *METTL1*-specific or control (Scr) TET-inducible shRNAs five days after doxycycline treatment. The average of five biological replicates  $\pm$  S.D. is shown (\*\*\*p<0.001, two tailed t-test). **B**, Western blot showing METTL1, HMGA2 and  $\beta$ -tubulin protein levels in Caco-2 cells infected with *METTL1*-specific or control (Scramble) TET-inducible shRNAs five days after doxycycline treatment. Two representative biological replicates of a total of four are shown. **C**, BoRed and m7G-RIP coupled to RT-qPCR of *HMGA2* in A549 cells. 18S rRNA is used as a positive control; *GAPDH* is a negative control. *let-7e-5p* levels are replotted alongside as a positive reference. The average of three biological and technical replicates  $\pm$  S.E.M. are shown. **D**, Western blot showing METTL1 down-regulation upon transfection with *METTL1* specific siRNAs in A549 cells stably expressing a luciferase cDNA with a *Hmga2*-3'-UTR with mutated *let-7* seed sites. Two independent transfections of a total of four replicates are shown. **E**, CLIP-qPCR using a METTL1-specific antibody or a non-specific IgG. The levels of immunoprecipitated *miR-148a* primary hairpin are shown. The average of two independent immunoprecipitation reactions  $\pm$  S.E.M. is presented (\*P<0.05, two tailed t-test). **F**, RT-qPCR showing the levels of *miR-148a-3p* upon *METTL1* KD in A549 cells. The average of five independent biological replicates  $\pm$  S.D. is shown. **G**, Western blot of DICER, DGCR8 and ARGONAUTE (pan-AGO) upon *METTL1* KD in A549 cells. **H**, Box plots visualizing the normalized smallRNA-Seq counts of INPUT and m7G-RIP miRNAs from either control (Scr) or *METTL1* KD A549 cells. **I**, m7G RNA immunoprecipitation and RT-qPCR of *LET7A3*, *LET7B*, *LET7E/125A* and *MIR23B* primary transcripts in A549 cells. *MIR148A* is shown as a negative control. **J**, m7G-RIP and RT-qPCR of *MIR23B* and *MIR148A* primary transcripts upon *METTL1* KD in A549 cells. The average of three independent biological replicates  $\pm$  S.E.M. is shown (\*P<0.05, \*\*P<0.01, \*\*\*P<0.001, two tailed t-test).

# Figure S5

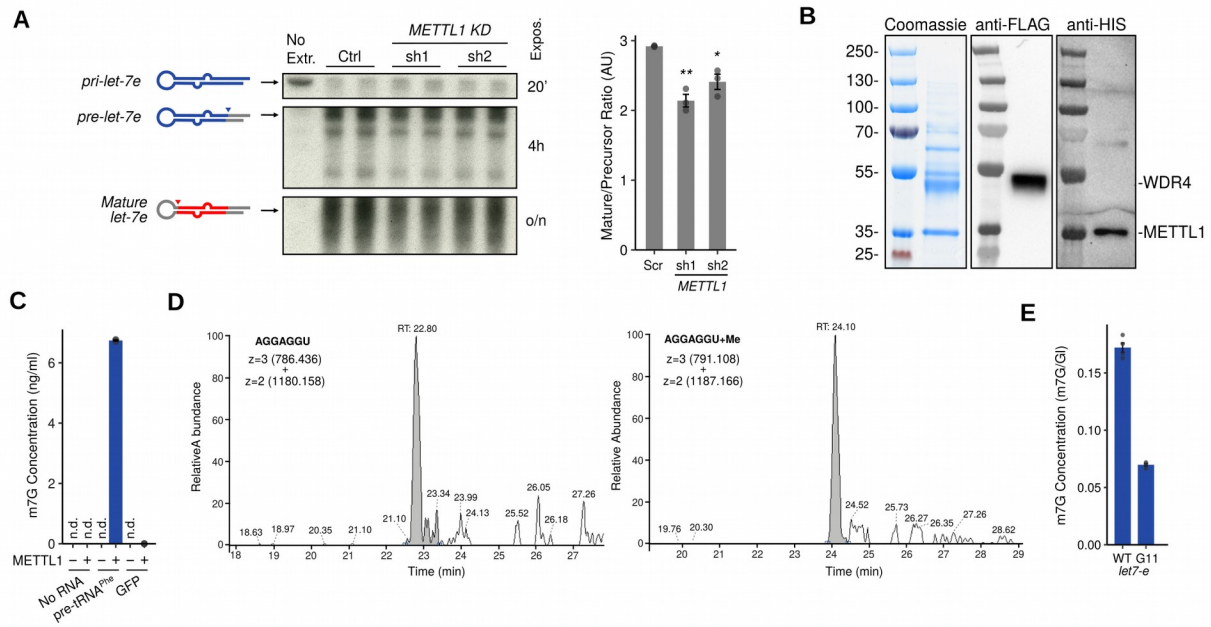

**Figure S5 | METTL1-mediated miRNA methylation.** Related to Figure 4 and 5.

**A**, Autoradiography and digital quantification of the results from *in vitro* processing of a radioactively labelled *pri-let-7e* incubated with cell extracts from control (Ctrl) or *METTL1* KD A549 cells. The average of three independent experiments  $\pm$  S.D. is shown (\* $P$ <0.05, \*\* $P$ <0.01, two tailed t-test). Autoradiography images are composite of different molecular weight regions and exposure times. Full, unprocessed images are deposited on Mendeley Data. **B**, Coomassie staining and Western blot of co-expressed recombinant 6xHis-tagged METTL1 and FLAG-tagged WDR4 from baculovirus-infected insect cells. **C**, *In vitro* methylation reaction using recombinant METTL1/WDR4 pre-assembled complex on pre-tRNA<sup>Phe</sup> or a hairpin shRNA targeting GFP (negative control). Mass spectrometry analysis shows specific m7G methylation of pre-tRNA<sup>Phe</sup>. **D,E**, Representative extracted ion chromatograms of collated charge states of unmodified (left chromatogram) and methylated AGGAGGU (right chromatogram) oligonucleotides. Precursor ion areas were quantified from technical triplicates (quantified area shown in grey). Chromatograms shown are from a single replicate. **E**, *in vitro* methylation reaction using recombinant METTL1/WDR4 pre-assembled complex on WT and G11-DAG *let-7* oligonucleotides.

# Figure S6

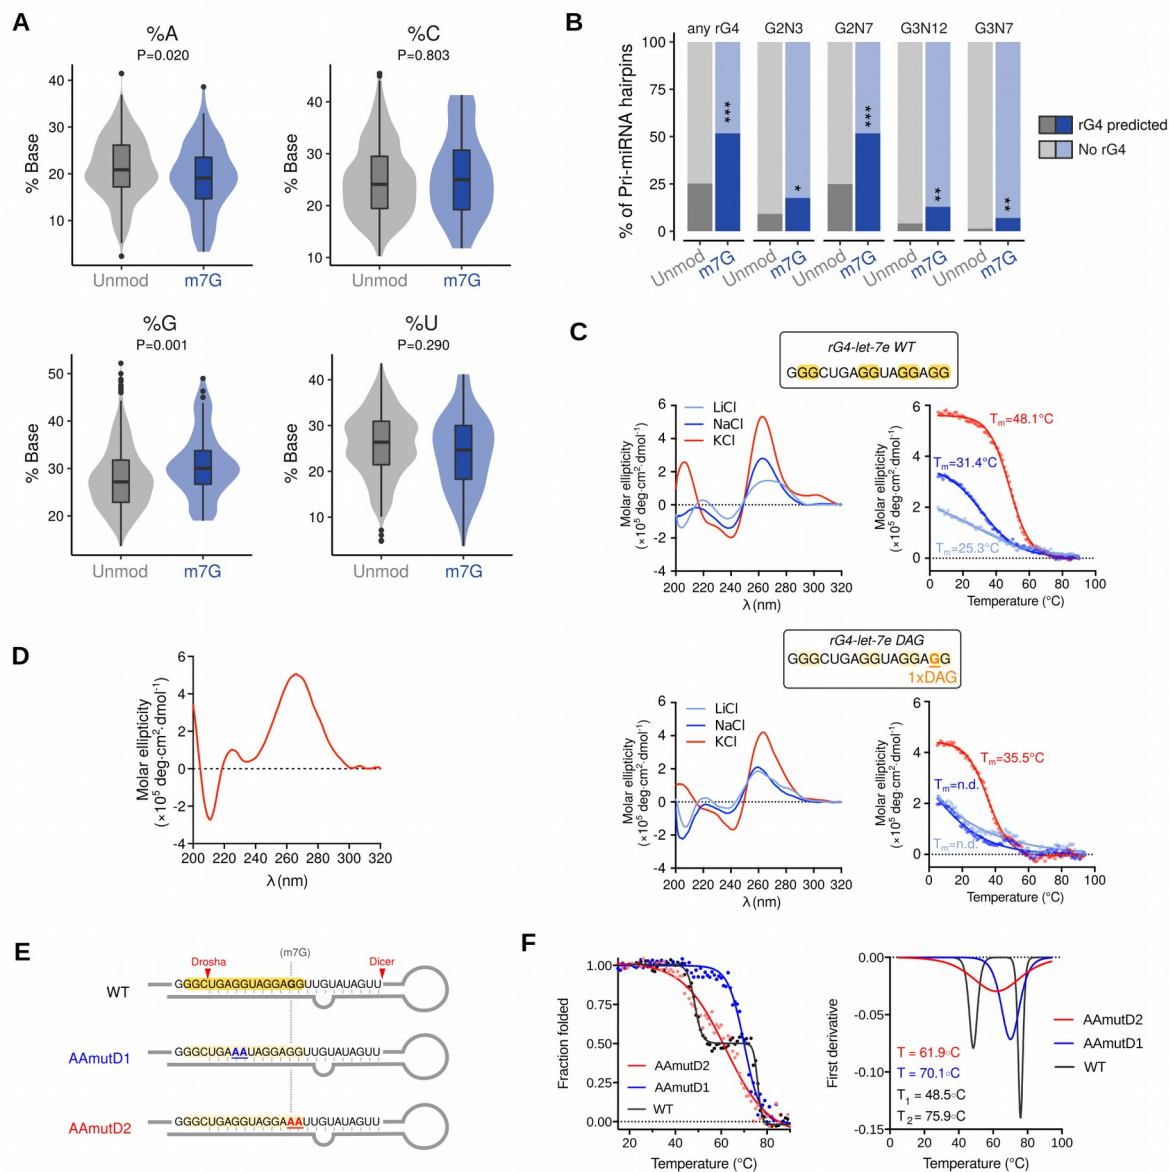

**Figure S6 | m7G modified miRNAs are prone to G-quadruplex formation.** Related to Figure 5.

**A**, Box plot showing the base content in primary hairpins of either unmodified or m7G containing miRNAs (P-values are calculated with Wilcoxon test). **B**, Proportion of G-quadruplex forming motifs detected within primary hairpins of either unmodified or m7G containing miRNAs (see STAR Methods for details; \* $P<0.05$ , \*\* $P<0.01$ , \*\*\* $P<0.001$ ; Fisher's exact test). **C**, Circular dichroism (CD) of the minimal *rG4-let-7e* sequence reveals that its structure is cation-dependent and its spectra display a minimum and maximum at 240 and 263 nm, respectively. These are features of G-quadruplex formation. The stability of *rG4-let-7e* WT structure is cation-dependent, with a thermal stability ( $T_m$ ) of 48.1 °C in the presence of 100 mM KCl. While G11 to DAG substitution in *rG4-let-7e* DAG does not completely abolish rG4 formation, it greatly destabilizes it. The thermal stability decreases from 48.1 °C to 35.5 °C in the presence of 100 mM KCl and the oligonucleotide is no longer folded in the presence of LiCl or NaCl. **D**, CD spectra of *pri-let-7e* hairpin. The minimum at 210 nm indicates the expected stem-loop structure. **E**, Cartoon depicting the *pri-miRNA* hairpins employed in the following panel. **F**, Thermal denaturation studies of GG to AA mutants at the D1 or D2 position, supporting the formation of a G-quadruplex within *pri-let-7e*. Melting profiles of both mutants display a single transition at high temperature characteristic of the canonical hairpin structure. The transition attributed to the rG4 motif is no longer observed. Both mutations destabilize the hairpin structure as expected (decreased GC content).

Table S8

| shRNA sequences   |                                                             |  |
|-------------------|-------------------------------------------------------------|--|
| <i>METTL1</i> sh1 | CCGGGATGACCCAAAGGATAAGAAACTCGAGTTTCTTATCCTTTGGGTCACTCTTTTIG |  |
| <i>METTL1</i> sh2 | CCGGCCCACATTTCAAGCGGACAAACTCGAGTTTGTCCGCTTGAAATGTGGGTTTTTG  |  |
| Scramble shRNA    | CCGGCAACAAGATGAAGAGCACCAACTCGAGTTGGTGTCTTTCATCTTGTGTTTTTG   |  |

| Cloning Primers    |     |                                    |
|--------------------|-----|------------------------------------|
| <i>METTL1</i> cDNA | Fw  | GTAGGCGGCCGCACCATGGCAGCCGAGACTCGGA |
|                    | Rev | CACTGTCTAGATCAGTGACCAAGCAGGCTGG    |

| Gene Synthesis sequences  |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |  |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--|
| <i>METTL1</i> WT          | CACA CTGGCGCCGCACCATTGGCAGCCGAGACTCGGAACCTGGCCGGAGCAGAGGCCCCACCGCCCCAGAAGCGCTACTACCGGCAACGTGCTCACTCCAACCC<br>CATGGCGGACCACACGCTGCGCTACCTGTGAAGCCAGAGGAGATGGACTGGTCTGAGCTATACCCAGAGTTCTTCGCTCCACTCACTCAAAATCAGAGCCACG<br>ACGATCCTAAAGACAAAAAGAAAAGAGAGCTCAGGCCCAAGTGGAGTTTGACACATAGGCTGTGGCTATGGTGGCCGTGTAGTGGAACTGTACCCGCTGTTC<br>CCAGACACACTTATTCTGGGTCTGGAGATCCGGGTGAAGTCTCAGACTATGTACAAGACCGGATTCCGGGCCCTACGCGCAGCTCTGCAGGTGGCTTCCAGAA<br>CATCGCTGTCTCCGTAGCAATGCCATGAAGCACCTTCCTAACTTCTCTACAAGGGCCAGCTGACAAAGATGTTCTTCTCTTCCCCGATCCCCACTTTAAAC<br>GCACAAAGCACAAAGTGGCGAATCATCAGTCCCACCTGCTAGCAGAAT |  |
| <i>METTL1</i> EIR/AAA Mut | CACA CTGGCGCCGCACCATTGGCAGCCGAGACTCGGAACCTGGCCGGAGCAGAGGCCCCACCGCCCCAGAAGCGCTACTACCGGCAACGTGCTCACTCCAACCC<br>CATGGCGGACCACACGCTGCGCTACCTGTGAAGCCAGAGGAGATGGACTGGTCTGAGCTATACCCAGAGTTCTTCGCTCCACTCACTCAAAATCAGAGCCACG<br>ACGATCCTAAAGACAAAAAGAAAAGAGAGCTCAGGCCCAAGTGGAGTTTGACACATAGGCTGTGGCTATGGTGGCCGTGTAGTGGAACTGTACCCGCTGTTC<br>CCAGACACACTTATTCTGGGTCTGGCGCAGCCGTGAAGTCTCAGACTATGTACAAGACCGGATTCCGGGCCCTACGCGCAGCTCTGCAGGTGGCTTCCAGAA<br>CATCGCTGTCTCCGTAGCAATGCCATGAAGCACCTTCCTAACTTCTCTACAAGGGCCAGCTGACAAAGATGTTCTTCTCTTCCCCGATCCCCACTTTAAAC<br>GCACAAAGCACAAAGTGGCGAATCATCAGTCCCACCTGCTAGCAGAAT  |  |

| qPCR Taqman Primers |                                                                 |                 |                                        |
|---------------------|-----------------------------------------------------------------|-----------------|----------------------------------------|
| Primer              | Sequence                                                        | Universal Probe | Library Number (Roche Cat# 4683633001) |
| <i>GAPDH</i>        | Fw<br>TCCACTGGCGTCTTACCC<br>Rv<br>GGCAGAGATGATGACCCTTTT         | 45              |                                        |
| <i>HMG2</i>         | Fw<br>ACCATTTCTGCAAGTTAGGTATGTT<br>Rv<br>GAACAGGGAGAAAGTCAACTGC | 2               |                                        |
| <i>IL11</i>         | Fw<br>GGTGCATCTGTGGATAGAACG<br>Rv<br>TCCTTAGCCTCCCTGAAATGA      | 28              |                                        |

| qPCR Sybr Green Primers |                                                                  |  |
|-------------------------|------------------------------------------------------------------|--|
| Primer                  | Sequence                                                         |  |
| <i>LET7A3</i>           | Fw<br>GGGTGAGGTAGTAGGTTGTATAG<br>Rv<br>TATAGTTATCCCATAGCAGGGCAGA |  |
| <i>LET7B</i>            | Fw<br>CGGGGTGAGGTAGTAGGTTGT<br>Rv<br>CAGGGAAGGCAGTAGGTTGTATAG    |  |
| <i>LET7E/125A</i>       | Fw<br>GGGCTGAGGTAGGAGGTTGT<br>Rv<br>GGGAAAGCTAGGAGGCCGTA         |  |
| <i>MIR23B</i>           | Fw<br>TGGCATGCTGATTTGTGACT<br>Rv<br>GTGGTAATCCCTGGCAATGT         |  |
| <i>MIR148A</i>          | Fw<br>GGCAAAATTCTGAGACACTCC<br>Rv<br>TTCGTAGTGCACTGACTTCTATCA    |  |
| <i>pre-let-7e</i>       | Fw<br>TGTATAGTTGAGGAGGACACCC<br>Rv<br>GCTAGGAGGCCGTATATGTA       |  |
| <i>pre-miR-125a</i>     | Fw<br>TCCCTGAGACCCCTTTAACT<br>Rv<br>CAAGAACTTCACTGTGACC          |  |
| <i>pre-miR-148a</i>     | Fw<br>GGCAAAATTCTGAGACACTCC<br>Rv<br>TTCGTAGTGCACTGACTTCTATCA    |  |
| <i>RNY1</i>             | Fw<br>GCTGGTCCGAAGGTAGTGAG<br>Rv<br>GGGGAAAGAGTAGAACAAGG         |  |

| qPCR Taqman Advanced miRNA Assay Ids (Thermo Fisher Cat# A25576) |            |  |
|------------------------------------------------------------------|------------|--|
| <i>hsa-let-7e-5p</i>                                             | 478579_mir |  |
| <i>hsa-miR-125a-5p</i>                                           | 477894_mir |  |
| <i>hsa-miR-196a-5p</i>                                           | 478230_mir |  |
| <i>hsa-miR-375</i>                                               | 478074_mir |  |
| <i>hsa-miR-148a-3p</i>                                           | 477814_mir |  |
| <i>hsa-miR-381-3p</i>                                            | 477816_mir |  |
| <i>hsa-mir-101-3p</i>                                            | 477863_mir |  |

| RNA Oligonucleotides          |                                                                                                 |  |
|-------------------------------|-------------------------------------------------------------------------------------------------|--|
| <i>pre-Phe-tRNA</i>           | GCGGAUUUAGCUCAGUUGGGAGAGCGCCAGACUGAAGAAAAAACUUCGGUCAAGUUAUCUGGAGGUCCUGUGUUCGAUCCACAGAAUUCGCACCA |  |
| <i>cel-miR-67</i>             | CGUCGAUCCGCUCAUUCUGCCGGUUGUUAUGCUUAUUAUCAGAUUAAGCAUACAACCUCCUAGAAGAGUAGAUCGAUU                  |  |
| <i>pri-let-7e WT</i>          | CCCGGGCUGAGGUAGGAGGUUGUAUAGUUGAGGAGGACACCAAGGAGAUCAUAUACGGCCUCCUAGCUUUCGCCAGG                   |  |
| <i>pri-let-7e AAmutD1</i>     | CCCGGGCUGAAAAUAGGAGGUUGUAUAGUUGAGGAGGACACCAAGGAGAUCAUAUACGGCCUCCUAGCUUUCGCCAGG                  |  |
| <i>pri-let-7e AAmutD2</i>     | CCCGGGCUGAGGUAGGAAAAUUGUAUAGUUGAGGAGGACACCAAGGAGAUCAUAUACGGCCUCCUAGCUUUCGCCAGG                  |  |
| <i>pri-let-7e D1</i> (*=DAG)  | CCCGGGCUGA*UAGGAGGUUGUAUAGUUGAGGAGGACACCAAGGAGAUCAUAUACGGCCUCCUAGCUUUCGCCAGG                    |  |
| <i>pri-let-7e D2</i> (*=DAG)  | CCCGGGCUGAGGUAGGA*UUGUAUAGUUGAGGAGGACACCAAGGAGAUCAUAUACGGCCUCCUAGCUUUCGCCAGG                    |  |
| <i>pri-let-7e G11</i> (*=DAG) | CCCGGGCUGAGGUAGGA*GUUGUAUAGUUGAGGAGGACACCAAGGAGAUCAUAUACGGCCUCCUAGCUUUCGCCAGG                   |  |
| <i>rG4-let-7e WT</i>          | GGGCUAGGUAGGAGG                                                                                 |  |
| <i>rG4-let-7e DAG</i> (*=DAG) | GGGCUAGGUAGGA*G                                                                                 |  |

Table S8 | DNA and RNA oligonucleotides employed in this study. Related to STAR Methods

# Methods S1 – m7G Profiling Protocol

Related to STAR Methods

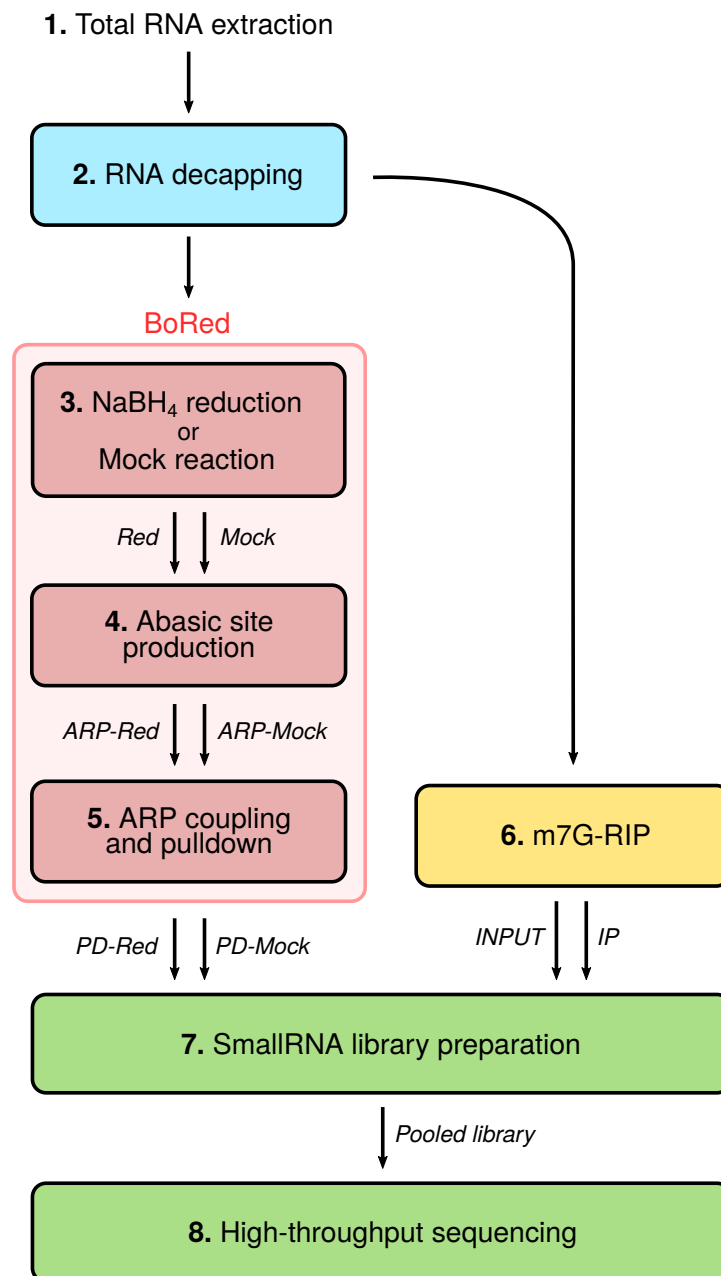

## BoRed-Seq Protocol

### 1 RNA extraction from A549 cells

*Total RNA, including miRNAs, is extracted from mammalian cells. To ensure optimal results, it is advisable to always start with freshly extracted RNA.*

1. Culture up to  $1.5 \times 10^7$  A549 cells to a confluency of  $\sim 80\%$ .
2. Remove the medium and rinse the cells twice in PBS.
3. Extract RNA using the miRNeasy Mini Kit (Qiagen). Elute RNA in 30  $\mu$ l RNase-free water.

### 2 RNA decapping

*Cap-Clip Acid Pyrophosphatase is used to remove the m7GpppG cap of eukaryotic mRNA in order to avoid cross-reactivity to non-internal m7G.*

1. Prepare the RNA decapping mix according to Table 1.
2. Incubate for 1 h at 37 °C.
3. Purify RNA using the RNA Clean and Concentrator - 25 Kit (Zymo Research).

Table 1: Reaction mix for RNA decapping for  $\sim 20 \mu$ g total RNA

| Volume     | Reagent                            |
|------------|------------------------------------|
| 20 $\mu$ g | RNA                                |
| 2 $\mu$ l  | 10 $\times$ Reaction buffer        |
| 1 $\mu$ l  | CapCLIP (5 U; CellScript)          |
| 1 $\mu$ l  | RNasin Plus (Thermo Fisher)        |
| 20 $\mu$ l | Final vol. with ddH <sub>2</sub> O |

### 3 NaBH<sub>4</sub> Reduction

*m7G residues are specifically reduced by treatment with NaBH<sub>4</sub> in the presence of high concentrations of free m7GTP. Control samples are treated with acid-quenched NaBH<sub>4</sub>. The NaBH<sub>4</sub> treatment also reduces aldehydes in RNA (e.g. 5-formylcytosine or 5-formyluracil), thereby preventing unwanted covalent binding of ARP with them in the downstream stages.*

1. Throughout the entire protocol, always use nuclease-free not DEPC-treated water (Ambion) as even small traces of DEPC lead to RNA degradation after NaBH<sub>4</sub> reduction.
2. Prepare 3 M Tris-HCl (pH 8.2) and 1 M sodium acetate (NaOAc; pH 4.5). Filter through 0.22  $\mu$ m filter and autoclave. Store aliquots at -20 °C.
3. Prepare the RNA mix according to Table 2. For each sample prepare  $n \times 2$  reaction mixes: one reduction reaction (RED) and one control reaction (CTRL). At least three parallel reactions are recommended to obtain sufficient reduced RNA for subsequent steps.
4. Prepare a fresh 1 M sodium borohydride solution (NaBH<sub>4</sub>; Sigma-Aldrich) immediately before use. The NaBH<sub>4</sub> powder should be stored at 4 °C in a desiccator.

Table 2: Reaction mix for 4 µg of RNA

| Volume     | Reagent                            |
|------------|------------------------------------|
| up to 4 µg | RNA                                |
| 3 µl       | 37 mM m7GTP (Sigma-Aldrich)        |
| 5 µl       | 3 M Tris-HCl (pH 8.2)              |
| 15 µl      | Final vol. with ddH <sub>2</sub> O |

- Add 15 µl 1 M NaBH<sub>4</sub> solution to the reduction reaction. Vortex and spin briefly. Do not add NaBH<sub>4</sub> to the CTRL reaction and keep it on ice until quenching.
- Incubate on ice for 40 min. Open the lid of the tube, debubble and spin down every 10 min.
- Meanwhile prepare the quenched NaBH<sub>4</sub> solution (QB1) for the control reaction (non-reduced RNA) according to Table 3.
- Incubate QB1 at 90 °C for 30 min.
- Place QB1 on ice and add 1 µl of glycogen (20 µg/µl; Roche).

Table 3: Preparation of QB1 solution

| Volume | Reagent               |
|--------|-----------------------|
| 180 µl | 1 M NaOAc (pH 4.5)    |
| 120 µl | ddH <sub>2</sub> O    |
| 15 µl  | 1 M NaBH <sub>4</sub> |

Table 4: Preparation of QB2 solution

| Volume | Reagent            |
|--------|--------------------|
| 180 µl | 1 M NaOAc (pH 4.5) |
| 120 µl | ddH <sub>2</sub> O |
| 1 µl   | 20 µg/µl glycogen  |

- Prepare the quenching solution for the reduction reaction (QB2) according to Table 4. Keep it on ice until used.
- After the incubation of the reduction reaction (RED) on ice for 40 min, add 300 µl of QB2 quenching solution drop-wise, to avoid a violent reaction.
- Add 990 µl of ice-cold absolute ethanol.
- Add 315 µl of QB1 solution and 990 µl of ice-cold absolute ethanol to the control reaction (CTRL).
- Incubate both reactions (RED and CTRL) for 1 h at -20 °C to precipitate RNA.
- Centrifuge at  $\geq 15,000$  g for 30 min at 4 °C. Carefully decant the supernatant.
- Wash the RNA with 1 ml of 70% ethanol. Vortex to detach the pellet for 5 min at room temperature.
- Centrifuge at  $\geq 15,000$  g for 5 min at 4 °C.
- Carefully remove the supernatant and air-dry the pellet.
- Dissolve the pellet in 10 µl ddH<sub>2</sub>O and quantify by Qubit RNA HS Assay (Thermo Fisher).

## 4 RNA abasic site production

*The reduced m7G residues are subjected to nucleoside hydrolysis at low pH.*

- Prepare a sodium acetate solution (pH 3.9) by mixing 3.5 ml ddH<sub>2</sub>O, 1.5 ml acetic acid and

- 300  $\mu$ l 10 N sodium hydroxide (NaOH).
- Add 1  $\mu$ l 7-methyl-GTP (37 mM; Sigma-Aldrich) and 11  $\mu$ l of acetate solution to the RNA dissolved in 10  $\mu$ l of ddH<sub>2</sub>O (CTRL or RED).
  - Incubate the mix for 15 min at 37 °C.
  - Precipitate by adding 200  $\mu$ l ddH<sub>2</sub>O, 20  $\mu$ l NaOAc (pH 4.5), 660  $\mu$ l of ice-cold absolute ethanol and 1  $\mu$ l glycogen.
  - Incubate for 1 h at -20 °C.
  - Centrifuge at  $\geq 15,000$  g for 30 min at 4 °C. Carefully decant the supernatant.
  - Wash the RNA with 1 ml of 70% ethanol. Vortex to detach the pellet.
  - Centrifuge at  $\geq 15,000$  g for 5 min at 4 °C.
  - Carefully remove the supernatant and air-dry the pellet.
  - Dissolve the pellet in 10  $\mu$ l ddH<sub>2</sub>O and quantify by Qubit RNA HS Assay.

## 5 ARP coupling and pulldown

*A biotin-coupled aldehyde reactive probe covalently binds to the abasic RNA sites resulting from m7G reduction and hydrolysis. This allows pull-down with streptavidin-conjugated beads.*

- Prepare a 22.5 mM stock solution (4.5 $\times$ ) of Aldehyde Reactive Probe (ARP) by adding 1 ml ddH<sub>2</sub>O to 10 mg of ARP powder (N-(aminooxyacetyl)-N'-(D-Biotinoyl) hydrazine, Trifluoroacetic Acid Salt; Thermo Fisher).
- Prepare the 10 $\times$  Reaction buffer containing 50 mM Tris-HCl (pH 6.8) and 10 mM EDTA.
- Denature the RNA at 80 °C for 2 min.
- Incubate RNA on ice for 5 min.
- Prepare the ARP reaction according to Table 5.

Table 5: Preparation of ARP reaction mix

| Volume      | Reagent                            |
|-------------|------------------------------------|
| 4.5 $\mu$ g | RNA (CTRL or RED)                  |
| 8 $\mu$ l   | 22.5 mM ARP (3 mM final)           |
| 6 $\mu$ l   | 10 $\times$ Reaction buffer        |
| 60 $\mu$ l  | Final vol. with ddH <sub>2</sub> O |

Table 6: Preparation of pulldown reaction

| Volume      | Reagent                            |
|-------------|------------------------------------|
| 2-3 $\mu$ g | total RNA                          |
| 200 $\mu$ l | 5 $\times$ PD buffer               |
| 1 ml        | Final vol. with ddH <sub>2</sub> O |

- Incubate for 1 h at 30 °C.
- Meanwhile prepare 1.33 M formaldehyde solution in water (dilution of 1:10 from 37% formaldehyde stock; Sigma-Aldrich).
- To stop the reaction, add 2.25  $\mu$ l 1.33 M formaldehyde solution, then add 40  $\mu$ l ddH<sub>2</sub>O, 10  $\mu$ l 3 M sodium acetate and 300  $\mu$ l absolute ethanol to the ARP samples.
- Precipitate RNA at -20 °C for 1 h.
- Pellet RNA by centrifugation at  $\geq 15,000$  g for 30 min at 4 °C.
- Decant supernatant carefully and wash the pellet twice with 70% ethanol (step 7 of section 4).
- Dissolve RNA in 50  $\mu$ l ddH<sub>2</sub>O.

13. Filter through an Illustra MicroSpin G-25 spin column (GE Healthcare) to remove the remaining unreacted ARP.
14. Prepare the 5× Pulldown (PD) buffer containing 50 mM Tris-HCl (pH 7.4), 750 mM sodium chloride (NaCl) and 0.5% NP-40 (v/v).
15. Wash 50 µl of Dynabeads MyOne C1 Streptavidin beads (Thermo Fisher) three times with 1× PD buffer.
16. Resuspend the beads in 1 ml 1× PD buffer + 0.5 mg/ml BSA (NEB).
17. Incubate for 1 h at 4 °C in rotation.
18. Prepare the PD reaction according to Table 6.
19. Add the blocked beads to the PD reaction.
20. Incubate at room temperature for 25 min in rotation.
21. Wash four times with ice-cold 1× PD buffer.
22. Add 700 µl QIAzol (Qiagen) and 140 µl chloroform to the beads.
23. Purify using the RNA Clean and Concentrator - 25 Kit (Zymo Research) according to the manufacturer's instructions.
24. Elute in 10-15 µl ddH<sub>2</sub>O and quantify by Qubit RNA HS Assay.

## 6 7-Methylguanosine RNA Immunoprecipitation

*Heat-denatured RNA is immunoprecipitated with a specific antibody against m7G. Both Input and IP samples are then purified using the same strategy in order to avoid any bias.*

1. Denature decapped RNA for 2 min at 80 °C and place immediately on ice.
2. Save a 1-2.5 µg aliquot of RNA as INPUT control.
3. Prepare the 5× RIP buffer according to Table 7.
4. Prepare the RIP reaction according to Table 8.
5. Incubate the RIP reaction for 2 h at 4 °C in rotation.

Table 7: Preparation of 5× RIP reaction buffer

| Volume | Reagent               |
|--------|-----------------------|
| 0.5 ml | 1 M Tris-HCl (pH 7.4) |
| 1.5 ml | 5 M NaCl              |
| 0.5 ml | 10% NP-40 (v/v)       |
| 7.5 ml | ddH <sub>2</sub> O    |

Table 8: Preparation of RIP reaction

| Volume | Reagent                            |
|--------|------------------------------------|
| 25 µg  | total RNA                          |
| 10 µg  | anti-m7G antibody (RNO17M)         |
| 10 µl  | RNAseOUT (Thermo Fisher)           |
| 200 µl | 5× RIP buffer                      |
| 1 ml   | Final vol. with ddH <sub>2</sub> O |

6. Wash n×80 µl Dynabeads G (Thermo Fisher) twice with 1 ml 1× RIP buffer.
7. To block the Dynabeads, resuspend them in 1 ml 1× RIP buffer and add 50 µl 20 µg/µl BSA (NEB), then incubate for 2 h at 4 °C in rotation.
8. Wash the beads twice with 1× RIP buffer and resuspend them in n×100 µl 1× RIP buffer.
9. Add 100 µl beads to each RIP reaction.
10. Incubate for 2 h at 4 °C in rotation.

11. Wash three times with 1 ml ice-cold 1× RIP buffer, changing the 1.5 ml tube in the first wash.
12. Resuspend the beads in 100 µl 1× RIP buffer + 2 µl RNaseOUT (Thermo Fisher) + 6.7 mM 7-methyl-GTP (Sigma-Aldrich).
13. Incubate for 30 min at 37 °C to specifically elute m7G-harboured RNAs, then collect the supernatant.
14. Bring the volume of the INPUT RNA control to 100 µl in 1× RIP buffer + 2 µl RNaseOUT + 6.7 mM 7-methyl-GTP.
15. Purify both INPUT and RIP samples with the RNA Clean and Concentrator - 25 Kit.
16. Elute in 10-15 µl ddH<sub>2</sub>O and quantify by Qubit RNA HS Assay.

## 7 SmallRNA Sequencing Library Preparation

*Sequencing libraries are prepared from resulting BoRed or m7G-RIP RNA with a commercial kit optimized to generate size-selected Small RNA libraries.*

Prepare high-throughput libraries using NEBNext Small RNA Library Preparation kit for Illumina (NEB) starting from 1 µg of RNA for each sample and employing gel extraction as the final purification step, according to the manufacturer's protocol.

## 8 High Throughput Sequencing

*Multiplexed libraries are sequenced by high-throughput sequencing-by-synthesis (Illumina).*

Sequence the pooled libraries on Illumina platform running in 50-bp single-read mode. Plan the multiplexing strategy in order to get at least 15-20M raw reads per sample for BoRed-Seq and 5-10M reads for m7G-RIP.

# Supplementary material for: METTL1 Promotes let-7 MicroRNA Processing via m7G Methylation
**Source:** Mol Cell. 2019 Jun 20;74(6):1278–1290.e9. doi: 10.1016/j.molcel.2019.03.040
**Supplement:** Document S2. Article plus Supplemental Information

# Molecular Cell

## METTL1 Promotes *let-7* MicroRNA Processing via m7G Methylation

### Graphical Abstract

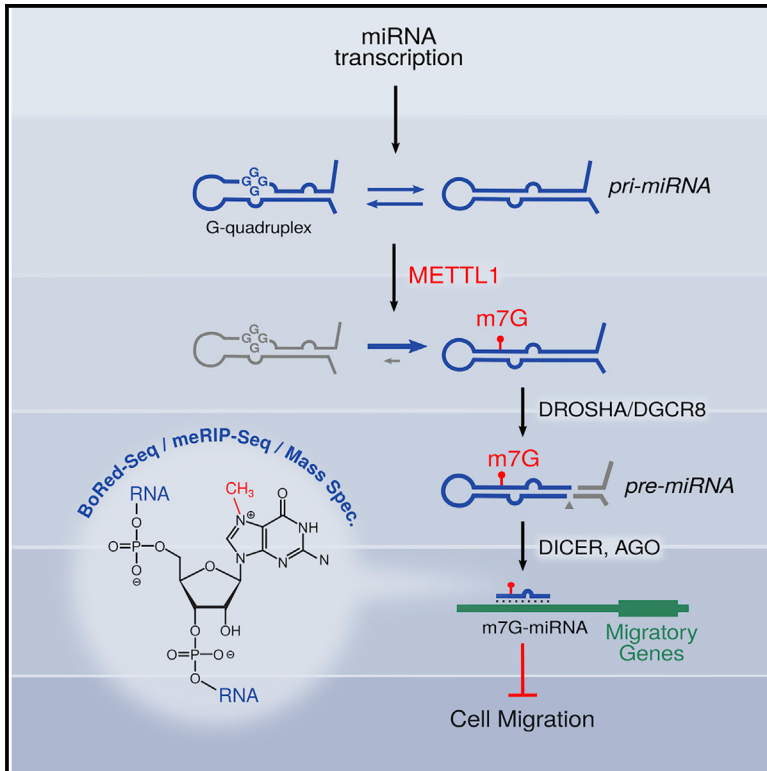

### Highlights

- Internal m7G is identified in miRNAs by two independent sequencing techniques
- Methyltransferase METTL1 mediates m7G modification of specific miRNAs
- METTL1 promotes miRNA maturation and suppresses lung cancer cell migration
- m7G promotes processing by antagonizing G-quadruplex structures in miRNA precursors

### Authors

Luca Pandolfini, Isaia Barbieri, Andrew J. Bannister, ..., Mara d'Onofrio, Shankar Balasubramanian, Tony Kouzarides

### In Brief

Pandolfini, Barbieri, et al. show that a subgroup of tumor suppressor microRNAs, including *let-7e*, contain 7-methylguanosine (m7G). Methyltransferase METTL1 is required for m7G modification of miRNAs, their efficient processing, and the inhibition of lung cancer cell migration. Structurally, m7G in miRNA precursors antagonizes RNA secondary structures that would otherwise inhibit their maturation.

### Data Resource

GSE112182  
GSE112180  
GSE112181  
GSE120454  
GSE120455

# METTL1 Promotes *let-7* MicroRNA Processing via m7G Methylation

Luca Pandolfini,<sup>1,9</sup> Isaia Barbieri,<sup>1,2,9</sup> Andrew J. Bannister,<sup>1</sup> Alan Hendrick,<sup>3</sup> Byron Andrews,<sup>3</sup> Natalie Webster,<sup>3</sup> Pierre Murat,<sup>4,7</sup> Pia Mach,<sup>1</sup> Rossella Brandi,<sup>5</sup> Samuel C. Robson,<sup>1,8</sup> Valentina Migliori,<sup>1</sup> Andrej Alendar,<sup>1</sup> Mara d'Onofrio,<sup>5,6</sup> Shankar Balasubramanian,<sup>4</sup> and Tony Kouzarides<sup>1,10,\*</sup>

<sup>9</sup>These authors contributed equally

<https://doi.org/10.1016/j.molcel.2019.03.040>

## SUMMARY

7-methylguanosine (m7G) is present at mRNA caps and at defined internal positions within tRNAs and rRNAs. However, its detection within low-abundance mRNAs and microRNAs (miRNAs) has been hampered by a lack of sensitive detection strategies. Here, we adapt a chemical reactivity assay to detect internal m7G in miRNAs. Using this technique (Borohydride Reduction sequencing [BoRed-seq]) alongside RNA immunoprecipitation, we identify m7G within a subset of miRNAs that inhibit cell migration. We show that the METTL1 methyltransferase mediates m7G methylation within miRNAs and that this enzyme regulates cell migration via its catalytic activity. Using refined mass spectrometry methods, we map m7G to a single guanosine within the *let-7e-5p* miRNA. We show that METTL1-mediated methylation augments *let-7* miRNA processing by disrupting an inhibitory secondary structure within the primary miRNA transcript (pri-miRNA). These results identify METTL1-dependent N7-methylation of guanosine as a new RNA modification pathway that regulates miRNA structure, biogenesis, and cell migration.

## INTRODUCTION

Post-synthesis covalent modification of biological molecules is a key aspect of intracellular signaling, and it is critically important in many biological processes. RNA molecules, similar to proteins, are subject to a vast array of post-synthesis covalent modifications, which together constitute the epitranscriptome. To

date, >100 RNA modifications have been identified, which are spread throughout every class of RNA and are evolutionarily conserved throughout all kingdoms of life (Carell et al., 2012; Machnicka et al., 2013).

RNA modifications have the potential to affect all RNA processes, including splicing, stability, and localization (Roundtree et al., 2017). Many RNA modifications have been identified by mass spectrometry (MS), and complex epitranscriptomes of tRNA and rRNA have been thoroughly studied. However, this represents a mere snapshot of a much bigger picture, with the clear majority of modifications remaining uncharacterized. This is predominantly due to a lack of sensitive methodologies with which to detect the modifications at a high resolution. Even now, MS methodologies are largely unable to generate transcriptome-wide modification profiles. However, a few very recent analyses have used anti-modification antibodies (e.g., against N1-methyladenosine [Dominissini et al., 2016], N6-methyladenosine [Dominissini et al., 2012], and 5-hydroxymethylcytosine [Delatte et al., 2016]) or chemical reactivity of the modification (for pseudouridine [Carlike et al., 2014; Schwartz et al., 2014], m<sub>5</sub>C [Schaefer, 2015], and 2'-O-methylation [Dai et al., 2017]). Their results clearly suggest that many of the modifications identified on rRNA and tRNA are also present on other RNA classes. Therefore, the development of epitranscriptomic methodologies (e.g., new antibody and chemical methods coupled to next-generation sequencing [NGS]) represents a bottleneck in deciphering the function of new RNA modifications.

Certain nucleotides, such as 7-methylguanosine (m7G), display specific modification-dependent chemistries that can be exploited to study their prevalence and transcript location. m7G is present in eukaryotic mRNA 5' caps and at defined internal positions within tRNAs and rRNAs across all domains of life. The best-characterized enzyme mediating internal m7G methylation is the TRMT8 yeast enzyme homolog METTL1 (methyltransferase-like 1), which, together with its co-factor WDR4

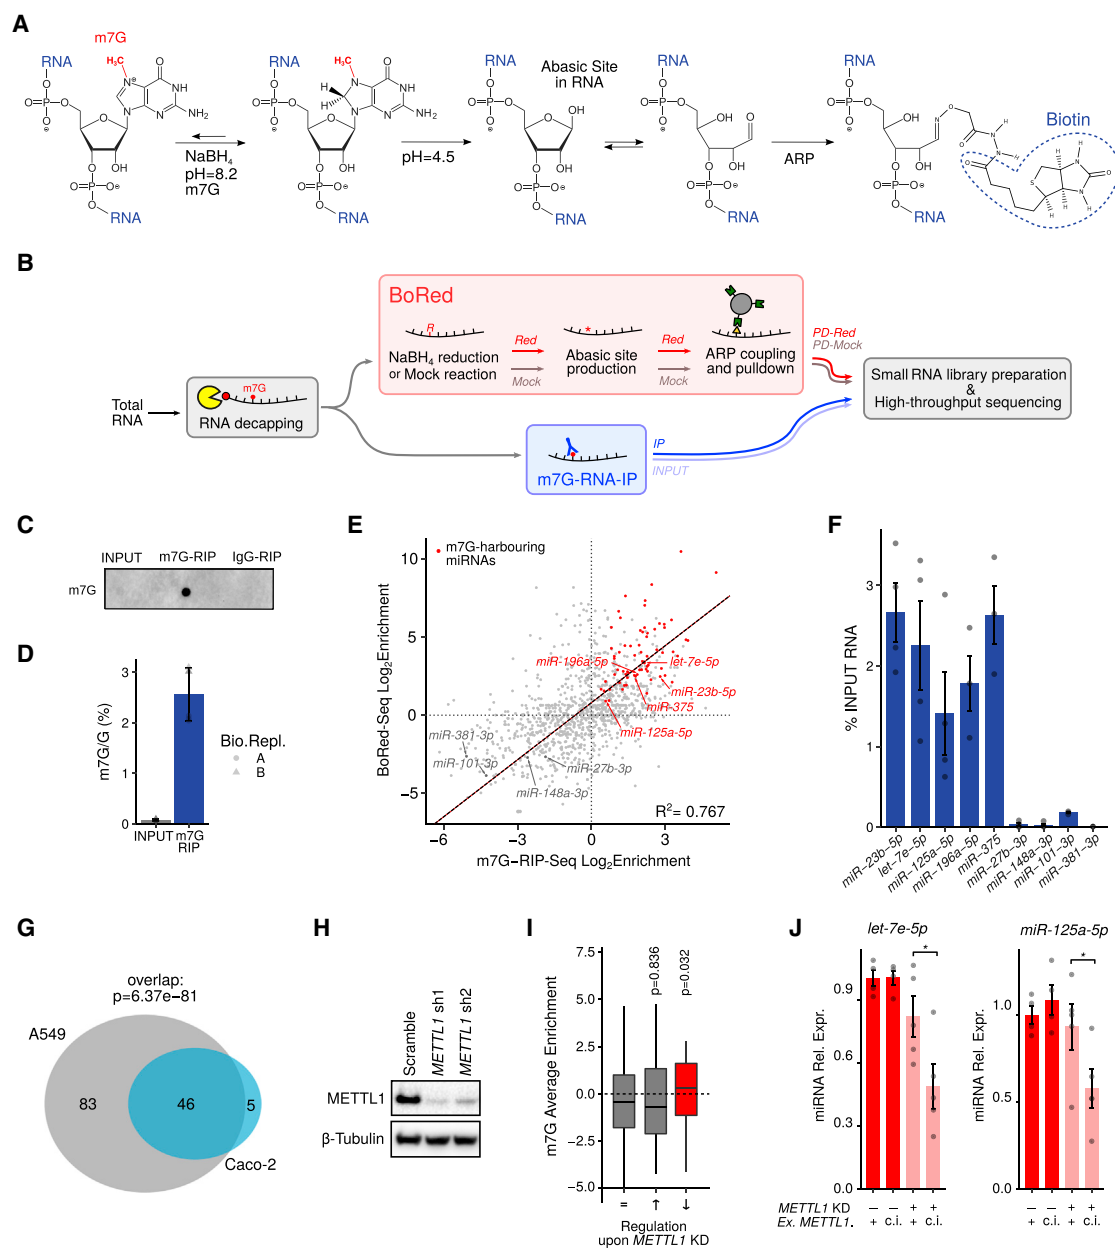

**Figure 1. Detection of m7G in Specific miRNAs in A549 Cells**

(A) Schematic of a novel chemical method to detect internal m7G RNA modification.

(B) Schematic representation of the procedure used to identify the m7G modified miRNAs in A549 cells.

(C) Immunodot blot of total decapped INPUT RNA (10%) or RNA immunoprecipitated with anti-m7G antibody or control immunoglobulin G (IgG).

(D) Immunoprecipitation with anti-m7G antibody enriches for m7G-containing RNAs as determined by mass spectrometry (MS; see also Figure S1). The average of two biological replicates  $\pm$  SDs is shown.

(E) Scatterplot showing a high degree of consistency between the BoRed-seq approach and RIP-seq in detecting miRNAs harboring m7G (upper right quadrant). Goodness of fit is calculated as R<sup>2</sup> Pearson correlation coefficient.

(F) RNA immunoprecipitation with the anti-m7G antibody coupled to qRT-PCR was used to validate five m7G-containing miRNAs and four negative miRNAs, which are identified in (E). The average of four biological replicates  $\pm$  SDs is shown. The distributions of mean enrichments in m7G<sup>+</sup> and m7G<sup>-</sup> miRNAs are significantly different, as evaluated by the two-tailed Wilcoxon test (\*p < 0.05).

(G) Venn diagram showing the overlap between miRNAs significantly enriched in m7G-RIP of A549 and Caco-2 cells, respectively (see also Figure S2). The p value is obtained by Fisher's exact test.

(H) Western blot showing METTL1 protein levels in A549 cells infected with METTL1-specific (sh1, sh2) or control (Scramble) tetracycline (TET)-inducible shRNAs 5 days after doxycycline treatment. A representative experiment of four independent biological replicates is shown.

(legend continued on next page)

(WD repeat domain 4), catalyzes m7G at G46 of specific tRNAs, such as tRNA<sup>Phe</sup> (Alexandrov et al., 2002).

In contrast to deoxy-m7G, m7G in RNA is highly stable in neutral aqueous solution (Kriek and Emmelot, 1964). The methylation significantly alters the charge density of RNA, potentially serving as a molecular handle, but it does not impair Watson-Crick G:C base complementarity. It does, however, interfere with non-canonical base pairing (i.e., Hoogsteen pairs), possibly affecting the secondary structure of RNA. Although relatively abundant, m7G has proved very difficult to study so far. Being neutral to Watson-Crick base pairing, it does not interfere with reverse transcription, rendering it invisible to detection by standard sequencing-based technologies.

microRNAs (miRNAs) are short single-stranded RNA molecules (18–24 nucleotides [nt]) that target the RNA interference silencing complex (RISC) to specific mRNAs. Their specificity is mediated by partial base pairing to sequences predominantly found in the 3' UTR of mRNAs (Bartel, 2009). This interaction results in the decreased translation of the proteins they encode and/or in the degradation of the mRNAs themselves (Fabian et al., 2010; Ghildiyal and Zamore, 2009). To date, >1,000 human miRNAs have been identified, and they are key regulators of numerous physiological and pathological processes.

miRNA biosynthesis is complex and involves a multistep pathway that can be regulated at many levels (Bartel, 2018), including post-transcriptional modification of miRNA precursors (Alarcón et al., 2015; Xhemalce et al., 2012). miRNAs are synthesized from larger transcripts by RNA polymerase II or III. These primary miRNA transcripts (pri-miRNAs) are then cleaved by DROSHA to release hairpin-shaped RNAs called pre-miRNAs (Lee et al., 2003), and further cleaved by DICER to generate a miRNA duplex (Chendrimada et al., 2005). Certain miRNAs can form alternative secondary structures, such as G-quadruplexes, that can interfere with their processing (Mirihana Arachchilage et al., 2015; Pandey et al., 2015). However, little is known about the biological relevance of these structures in a physiological context.

Here, we develop two different but complementary high-throughput sequencing strategies to identify miRNAs harboring internal m7G modification. We show that METTL1 methylates a specific subset of tumor suppressor miRNAs, including *let-7*, to promote their processing from primary transcript to precursor miRNA. Depletion of METTL1 causes gene expression and phenotypic changes in a miRNA-dependent manner. We show that m7G-modified miRNAs have a propensity to form G-quadruplexes. We identify guanosine 11 as the m7G methylated residue within *let-7e-5p*, and we show that methylation at this position affects G-quadruplex formation, thereby promoting processing of the precursor miRNA.

## RESULTS

To detect N7-methylguanosine within low-abundant RNAs, we adapted an existing strategy (Zueva et al., 1985) to allow the

profiling of internal m7G in eukaryotic RNAs. In this reaction, m7G residues are prone to nucleoside hydrolysis when reduced by treatment with NaBH<sub>4</sub>. The resulting abasic sites can be revealed by aniline-induced cleavage of the RNA chain by  $\beta$ -elimination. This reaction is the basis of direct RNA sequencing (RNA-seq) by the Maxam and Gilbert method (Peattie, 1979) and has been used for mapping m7G residues in highly abundant rRNAs and tRNAs at single nucleotide resolution (Zueva et al., 1985). We optimized the reaction conditions for the reduction of mammalian total RNA in the absence of methylated carrier RNA, which would interfere with the NGS analysis. As proof of principle, reduced 18S rRNA was cleaved by aniline treatment into two fragments, in agreement with the known position of m7G (Piekna-Przybylska et al., 2008; Figure S1A).

The above strategy is not suitable for very short RNAs such as miRNAs, because the resulting cleavage fragments would be too small to be unequivocally mapped to the human transcriptome. Therefore, we developed a new protocol, based on the above, to detect m7G within miRNAs, which we refer to as Borohydride Reduction (BoRed-seq) (Figure 1A). Total RNA from a human lung cancer cell line (A549 cells) was decapped, treated with NaBH<sub>4</sub>, and exposed to low pH to generate abasic sites at positions harboring m7G. These sites were exposed to a biotin-coupled aldehyde reactive probe (*N*-(aminooxyacetyl)-*n'*-(*p*-biotinoyl) hydrazine; ARP) that covalently binds to abasic RNA sites (Tanaka et al., 2011). Modified RNAs were then pulled down using streptavidin beads, small RNA libraries were prepared, and RNAs were identified by high-throughput sequencing. Using this approach (Figure 1B), a number of mature miRNAs likely to contain m7G were identified (Table S1).

To confirm the validity of this technique and to provide an independent verification of m7G-methylated miRNAs, we performed an RNA immunoprecipitation sequencing (RIP-seq) experiment using an antibody that recognizes m7G in RNA (Figure 1C). This antibody immunoprecipitates m7G-containing RNAs, but not other methylated G-containing RNAs (as judged by MS; Figures 1D and S1B–S1D), and it specifically enriches m7G-containing 18S rRNA and tRNAs (Figures S2A and S2B). RIP-seq with this antibody identified a second cohort of mature miRNAs containing m7G (Table S2).

We then compared the results from the BoRed-seq and RIP-seq approaches and found there was a significant overlap of m7G-modified miRNAs detected by each technique (Figures 1E, upper right quadrant, S2C, and S2D). We regard these miRNAs as high-confidence m7G-modified miRNAs (Table S3), five of which were validated by RIP-qPCR analysis (Figure 1F). m7G is found on miRNAs of any abundance, bearing no correlation with any particular expression level (Figure S2E).

We extended these analyses to an unrelated colorectal cancer cell line (Caco-2 cells), which expresses METTL1 at levels comparable to those observed in A549 cells. This identified significantly overlapping m7G-modified miRNAs (Figures 1G and

(I) Boxplot showing increased m7G signal (as an average enrichment in both BoRed-seq and m7G-RIP-seq; E) in miRNAs that are significantly downregulated (↓) upon inducible *METTL1* knockdown, but not in miRNAs that are unchanged (=) or upregulated (↑). Statistical significance was calculated by the Wilcoxon test. (J) qRT-PCR showing the levels of *let-7e-5p* and *miR-125a-5p* in WT and *METTL1* knockdown A549 cells in the presence of either active (+) or catalytically inactive (c.i.) exogenous METTL1 (Ex. METTL1).

**Table 1. miRNAs Harboring METTL1-Dependent m7G**

Table shows m7G-modified miRNAs (from Figure 1E) whose expression is downregulated upon *METTL1* knockdown. miRNAs highlighted with superscript (im) have been linked to the inhibition of cellular migration (Zhang et al., 2011). FDR, false discovery rate.

S2F; Table S4), suggesting that m7G modification of miRNAs is a general and conserved phenomenon.

Deposition of m7G in tRNA is catalyzed, at least in part, by METTL1. We therefore asked whether any of our high-confidence m7G-containing miRNAs are affected by METTL1 depletion. Knockdown of *METTL1* in A549 cells (Figures 1H and S2G) followed by small RNA-seq revealed that significantly downregulated miRNAs are more enriched in m7G, compared to miRNAs that are upregulated or unchanged (Figure 1I; Table S5). Similar effects were also observed in Caco-2 cells (Figure S2H). The reduced levels of m7G-containing miRNAs are rescued by the expression of wild-type (WT) METTL1 but not by a catalytically inactive version (Figures S2I and S2J) of the enzyme (Figure 1J).

Interrogation of the m7G-containing miRNAs downregulated upon *METTL1* knockdown (Table 1) shows that 50% (10/20) of them have been previously functionally linked to the inhibition of cell migration (Zhang et al., 2011). This raised the possibility that METTL1 may control cell migration via regulation of a subset of miRNAs, including the *let-7* family (Lee and Dutta, 2007). To explore this possibility, we first tested whether METTL1 affects the migration of A549 cells. Knockdown of *METTL1* significantly increases their migratory capacity (Figures 2A and 2B) without affecting cellular proliferation (Figure 2C) or overall mRNA translation levels (Figure S2K). Notably, the increased migration is rescued by the expression of WT METTL1, but not by a catalytically inactive version of the enzyme (Figure S3A). These results

suggest that METTL1 specifically influences cell migration via m7G methylation of miRNAs.

To further explore this possibility, we performed a global gene expression analysis to identify transcripts affected by the depletion of METTL1 (Figure 2D; Table S6). This revealed 254 upregulated and 60 downregulated transcripts. Gene Ontology analysis indicated the upregulation of pathways involved in cellular migration (Figures 2E, and S4B–S4E; Table S7), in agreement with our phenotypic characterization of *METTL1* knockdown cells (Figures 2A and 2B).

We then asked whether METTL1-regulated transcripts are also targets of the m7G-modified miRNAs. *In silico*-predicted mRNA targets for these miRNAs are differentially expressed upon *METTL1* knockdown, whereas mRNA targets of control miRNAs are not (Figure 2F). We confirmed these findings using an unbiased approach that identified *let-7(5p)* seed sequence as the most significantly enriched in upregulated mRNAs (Figure S3F), a number of which are individually shown in Figure S3G. The presence of the *let-7* target sequence within the 3'UTR of mRNAs represents the strongest predictive factor for their upregulation upon *METTL1* knockdown (Figure S3H).

The above results indicate that many of the genes involved in cell migration and upregulated upon METTL1 depletion are targets of METTL1-dependent miRNAs. This suggests that METTL1 regulates gene expression via the control of miRNA function. To investigate this possibility, we focused on *HMGA2*, one of the most upregulated transcripts following METTL1 depletion, and whose 3' UTR is significantly enriched for evolutionarily conserved target sites of several m7G-containing miRNAs, including *let-7(5p)*, *miR-125(5p)*, and *miR-92(3p)* (Figure 3A; odds ratio [OR] = 5.46, *p* = 0.001). First, we confirmed that *METTL1* knockdown increases *HMGA2* mRNA expression and protein levels in both A549 cells (Figures 3B and 3C) and Caco-2 cells (Figures S4A and S4B). Second, we confirmed that *HMGA2* mRNA is not m7G modified itself by performing BoRed-qPCR and RIP-qPCR (Figure S4C).

To demonstrate that the effect of METTL1 was mediated, at least in part, by a miRNA pathway, we generated a stable A549 cell line containing a reporter construct consisting of the 3' UTR of *Hmga2* linked to the coding sequence of luciferase. Knock down of *METTL1* in this reporter line increases luciferase activity, confirming that the 3' UTR of *HMGA2* confers responsiveness to METTL1 (Figures 3D and 3E). To confirm that METTL1 regulation of the 3' UTR of *HMGA2* is mediated through the action of miRNAs, we concentrated on *let-7*, which has seven binding sites within this 3' UTR. Deletion of the *let-7* seed sequences from the 3' UTR leads to increased luciferase activity and uncouples it from METTL1 regulation (Figures 3E and S4D).

Figure 3F shows that the introduction of mature *let-7e-5p* miRNA into A549 cells reduced *HMGA2* protein expression as expected (Mayr et al., 2007). Transfection of mature *let-7e* miRNA reverts the upregulation of *HMGA2* protein caused by METTL1 depletion (Figure 3F). Expression of a short hairpin RNA (shRNA)-resistant version of WT METTL1 also reverts *HMGA2* upregulation due to METTL1 depletion, and this requires the catalytic activity of the methyltransferase (Figure 3G). These data confirm that METTL1 methyltransferase activity regulates the expression of *HMGA2* in a *let-7*-dependent manner.

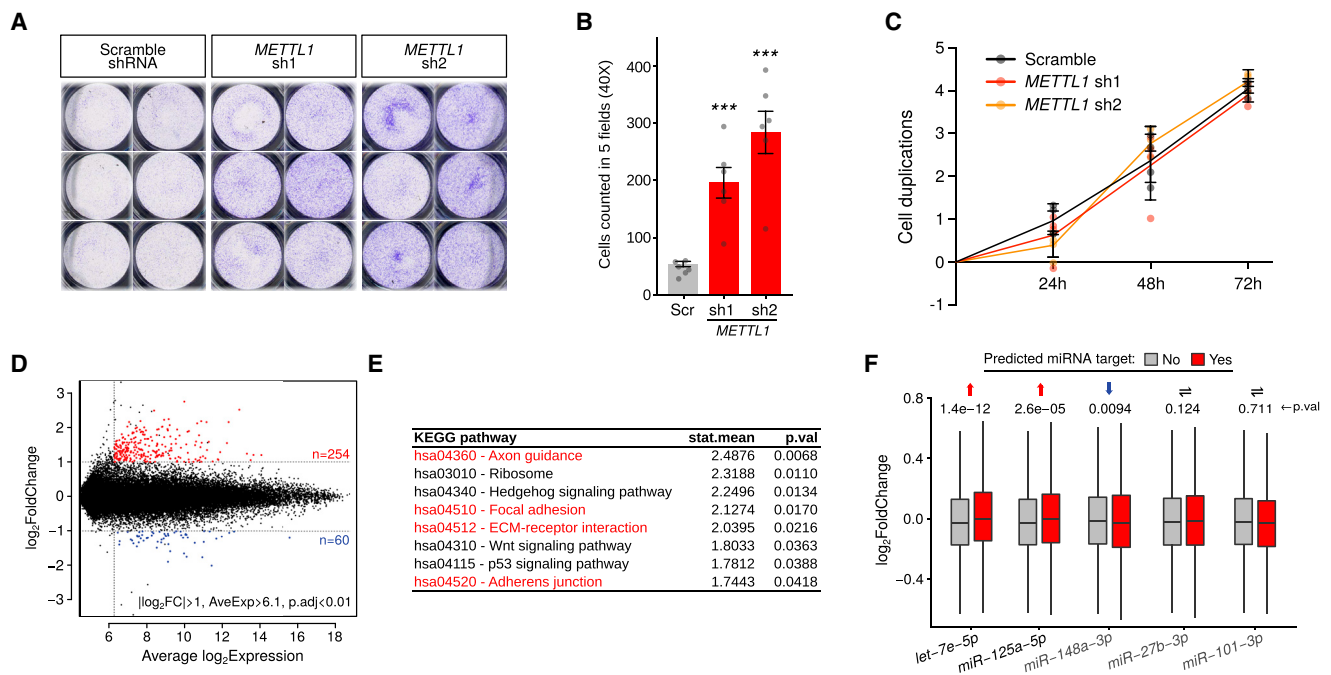

**Figure 2. METTL1 Inhibits Cellular Migration of A549 Cells**

(A) A migration assay was performed for 7 h using cells infected with *METTL1*-specific (sh1, sh2) or control (Scramble) TET-inducible shRNAs 5 days after doxycycline treatment.

(B) Results from (A) were quantitated and plotted, as indicated. The plot shows the average of six biological replicates  $\pm$  SDs (\*\*\*)  $p < 0.001$ , two-tailed  $t$  test).

(C) A proliferation assay was initiated 4 days after doxycycline treatment of cells infected with *METTL1*-specific (sh1, sh2) or control (Scramble) TET-inducible shRNAs. The average of four biological replicates  $\pm$  SDs is shown.

(D) Global gene expression analysis of cells infected with *METTL1*-specific (sh1) or control (Scramble) TET-inducible shRNAs 5 days after doxycycline treatment.  $\log_2$  fold change was plotted against average  $\log_2$  expression. Significantly upregulated (red) and significantly downregulated (blue) transcripts are indicated. See also Figure S3.

(E) Gene Ontology analysis of gene expression changes following *METTL1* knockdown identifying upregulated Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways involved in cellular migration (red).

(F)  $\log_2$  fold change in the expression of predicted targets of the indicated miRNAs upon *METTL1* knockdown. Each pair of boxplots compares the fold change of mRNAs that are targets (red) or not (gray) of a single specific miRNA. Statistical significance was calculated by the Wilcoxon test.

We next explored the functional role of *let-7* methylation by METTL1. We used UV cross-linking and immunoprecipitation (CLIP) to confirm in our system previous findings (Bao et al., 2018) that METTL1 binds directly to miRNA precursors, including *pri-let-7e* and *pri-miR-125a* hairpins (Figures 4A and S4E). To date, there are two known methylations of miRNA: m6A catalyzed by METTL3 (Alarcón et al., 2015) and 5'-phosphate methylation catalyzed by BCDIN3D (Xhemalce et al., 2012). In both cases, methylation regulates miRNA processing. To test whether METTL1 may also be involved in such a pathway, we asked whether it regulates the processing of m7G-containing miRNAs. Depletion of METTL1 significantly reduced the levels of the premature and mature forms of *let-7e-5p* and *miR-125a-5p*, whereas their primary transcripts were unaffected (Figures 4B, 4C, and S4F). This is unlikely to be due to a general defect in processing since METTL1 depletion does not affect the levels of various miRNA processing factors (Figure S4G).

The above findings indicate that METTL1 activity is required for *pri-* to *pre-*processing of miRNAs, implying that *pri*-miRNAs are directly m7G modified by METTL1 and that the modification is subsequently retained through to the mature miRNA (Fig-

ure S4H). m7G RIP experiments show that *pri*-miRNAs are enriched in m7G, which decreases upon *METTL1* knockdown (Figures 4D, S4I, and S4J).

To further demonstrate the METTL1-dependent effect on miRNA processing, we used an *in vitro* assay (Lee et al., 2002) to test the efficiency of cellular extracts to process a radioactive *pri-let-7e* transcript into precursor and mature miRNAs. Cellular extracts devoid of METTL1 process precursor transcripts less efficiently than control extracts (Figure S5A). Thus, METTL1 is required for the efficient processing of target miRNAs such as *let-7*.

To confirm that *pri-let-7e* is directly methylated by METTL1, we performed an *in vitro* methyltransferase assay using a pre-assembled recombinant METTL1/WDR4 complex (Figure S5B) and *pri-let-7e* hairpin oligonucleotides, tRNA<sup>Phe</sup>, and an unrelated negative control miRNA (*cel-miR-67* hairpin) as substrates. Using MS, we detected m7G in *let-7e* RNA and tRNA<sup>Phe</sup>, but not in the control miRNA (Figures 4E and S5C).

To directly assess whether m7G affects miRNA processing, we prepared radiolabeled m7G containing *pri-let-7e* RNA, as shown in Figure 4F. Briefly, radioactive *pri-let-7e* hairpin

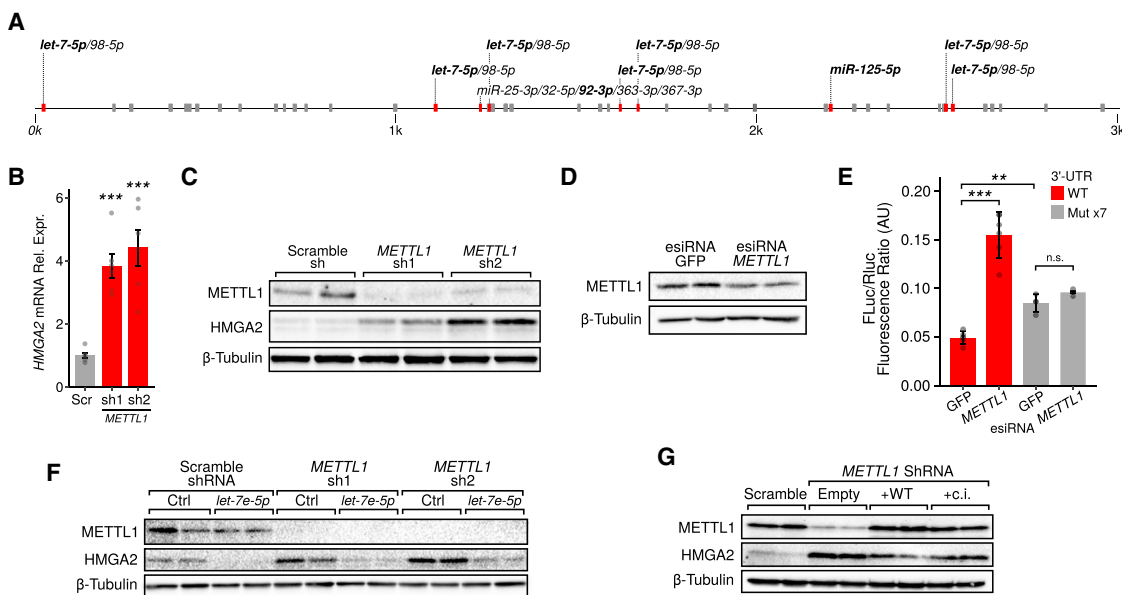

### Figure 3. METTL1 Catalytic Activity Regulates *HMGA2* Expression in a *let-7*-Dependent Manner

(A) Schematic of *HMGA2* 3' UTR showing the enrichment of evolutionarily conserved target sites of several m7G-containing miRNAs (OR = 5.46,  $p = 0.001$ ).

(B) *HMGGA2* expression was measured by qRT-PCR in A549 cells infected with *METTL1*-specific (sh1, sh2) or control (Scr) TET-inducible shRNAs 5 days after doxycycline treatment. The average of six biological replicates  $\pm$  SDs is shown (\*\**p* < 0.001, two-tailed t test).

(C) Western blot showing METTL1, HMG2A, and  $\beta$ -tubulin protein levels in A549 cells infected with *METTL1*-specific (sh1, sh2) or control (Scramble) TET-inducible shRNAs 5 days after doxycycline treatment. Two representative biological replicates of a total of four are shown.

(D) Western blot showing METTL1 downregulation upon transfection with *METTL1*-specific siRNAs in A549 cells stably expressing a luciferase cDNA with *Hmga2* 3' UTR. Two independent transfections of a total of four replicates are shown.

(E) Luciferase fluorescence levels upon *METTL1* downregulation in A549 cells stably expressing a luciferase cDNA with *Hmga2* 3' UTR as a reporter. Red and gray bars indicate luciferase levels in the presence of either WT *Hmga2* 3' UTR or of a variant in which all 7 *let-7* seed sequences have been mutated, respectively. The plot shows the average of four independent transfections  $\pm$  SDs (\*\*\*)  $p < 0.001$ , two-tailed t test).

(F) Western blot showing the rescue of HMGA2 upregulation upon transfection with *let-7e-5p* mature miRNA in *METTL1* knockdown A549 cells. Two independent transfection replicates of a total of four are shown.

(G) Western blot showing the rescue of HMGA2 upregulation upon the overexpression of WT, but not catalytically inactive METTL1, in A549 *METTL1* knockdown cells. Two representative biological replicates of a total of five independent infections are shown.

See also [Figure S4](#).

RNA was methylated *in vitro* by incubation with the METTL1/WDR4 complex, and m7G containing RNA was enriched via RIP. The resulting methylated and non-methylated (control) pri-miRNAs were then subjected to a DROSHA processing assay. The results indicate that m7G methylated *pri-let-7e* RNA was more efficiently processed by DROSHA *in vitro* (Figure 4G).

To probe the mechanism by which m7G methylation of *let-7e* affects its processing *in vivo*, we sought to identify the position of the methylation site within the *let-7e* miRNA. We set up spectral sequencing of RNA methylation and applied it to mature miRNAs purified from A549 cells. This targeted MS method allows the mapping of modification sites within a specific sequence at single base resolution. This approach highlighted one methylated guanosine at position 11 (G11) of *let-7e-5p* (Figures 5A, 5B, and S5D), which is also required for efficient *in vitro* methylation of *let-7e* (Figure S5E).

G11 is part of a short 16-nt-long G-rich sequence of the form  $G_2+N_4G_2+N_4G_2+N_4G_2+$ , where N is any base. This type of motif is known to fold into the alternative Hoogsteen base-paired G-quadruplex structure (Kwok et al., 2016a). It is noteworthy

that the formation of a G-quadruplex structure has been documented in three miRNA precursors, namely *miR-92b* (Mirihaana Arachchilage et al., 2015), *miR-149* (Kwok et al., 2016b), and *let-7e* (Pandey et al., 2015). According to our previous results, all of these miRNAs are both m7G modified and METTL1 dependent (Table 1), suggesting that G-quadruplex formation may be involved in the regulation of m7G-modified miRNAs.

To explore the connection between G-quadruplexes and m7G, we analyzed the base composition of m7G harboring miRNAs, assessing the potential enrichment of G-quadruplex motifs. We found that m7G-modified miRNAs are characterized by a bias in nucleotide content toward increased G-richness (Figure S6A) and G-skewness (Figure 5C). These observations suggest that m7G harboring miRNAs display sequences with the propensity to form G-quadruplexes. Moreover, using a G-quadruplex-predicting algorithm, we found that miRNAs containing at least one predicted G-quadruplex are significantly enriched in m7G (Figures 5D and S6B). The G-quadruplexes are predicted to fold at a very similar relative position within different m7G-containing miRNA hairpins (Figure 5E), which overlaps the 5' site of pri-miRNA (DROSHA) cleavage. Overall, these analyses suggest

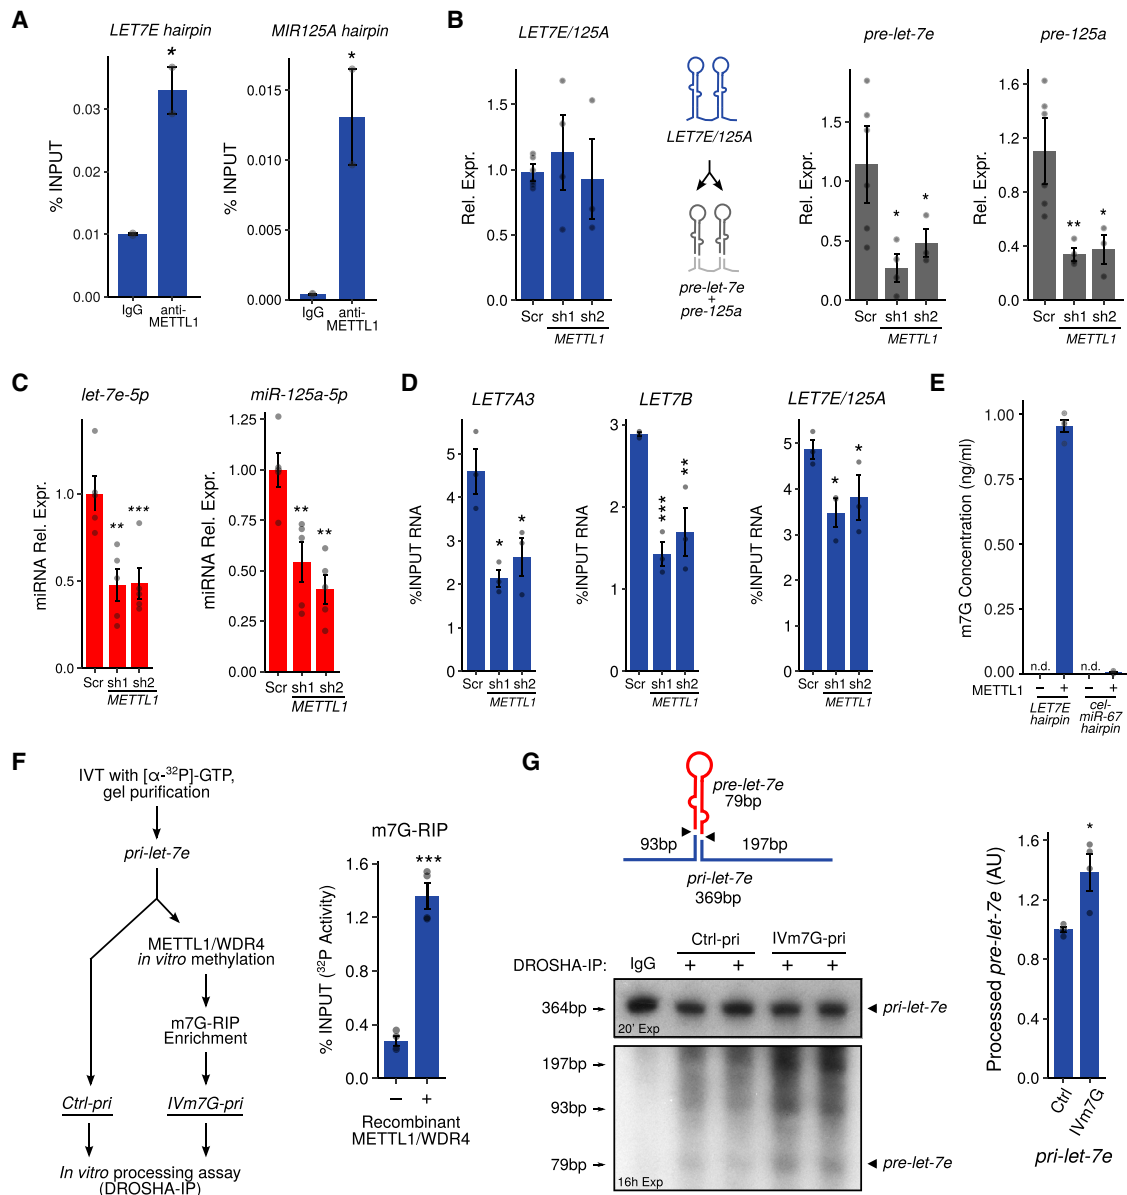

**Figure 4. METTL1 Directly Modifies *let-7e* pri-miRNA and Regulates Its Processing**

(A) CLIP-qPCR using a METTL1-specific antibody or a non-specific IgG. The levels of immunoprecipitated *pri-let-7e* and *pri-miR-125a* hairpins are shown. The average of two independent immunoprecipitation reactions  $\pm$  SEMs is shown (\* $p < 0.05$ , two-tailed t test). *miR-148a* is shown in Figure S4E as a negative control.

(B) qRT-PCR showing the levels of either *LET7E/125A* primary transcript (blue) or *let-7e* and *miR-125a* precursors (gray) upon *METTL1* knockdown in A549 cells. The average of five to six independent biological replicates  $\pm$  SDs is shown (\* $p < 0.05$ , \*\* $p < 0.01$ , two-tailed t test).

(C) qRT-PCR quantification of *let-7e-5p* and *miR-125a-5p* upon *METTL1* knockdown. The average of five independent biological replicates  $\pm$  SDs is shown (\*\* $p < 0.01$ , \*\*\* $p < 0.001$ , two-tailed t test). *miR-148a-3p* is shown in Figure S4F as a negative control.

(D) m7G RNA immunoprecipitation and qRT-PCR of *LET7A3*, *LET7B*, and *LET7E/125A* primary transcripts in A549 cells upon *METTL1* knockdown. The average of three independent biological replicates  $\pm$  SEMs is shown (\* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , two-tailed t test).

(E) *In vitro* methylation reaction using recombinant METTL1/WDR4 pre-assembled complex on *let-7e* or *cel-miR-67* primary hairpin (negative control). MS analysis shows specific m7G methylation of the *let-7e* hairpin. The average of three independent experiments  $\pm$  SDs is shown.

(F) Experimental strategy to obtain radiolabeled, m7G-modified *pri-let-7e* (IVm7G-pri). The histogram shows the fraction of RNA recovered by m7G-RIP after *in vitro* methylation with METTL1/WDR4, as evaluated by scintillation counting (\*\*\* $p < 0.001$ , two-tailed t test).

(G) *In vitro* processing assay of *pri-let-7e*: control (Ctrl) or *in vitro* methylated pri-miRNAs were incubated in the presence of immunoprecipitated DROSHA. Autoradiography reveals that IVm7G-pri undergoes more efficient processing, yielding the expected cleavage pattern shown in the illustration. The histogram shows the relative quantification of the resulting *pre-let-7e* from four samples obtained in two independent experiments (\* $p < 0.05$ , two-tailed t test). Autoradiography images are composites of different molecular weight regions and exposure times. Full, unprocessed images are deposited on Mendeley Data. See also Figure S5.

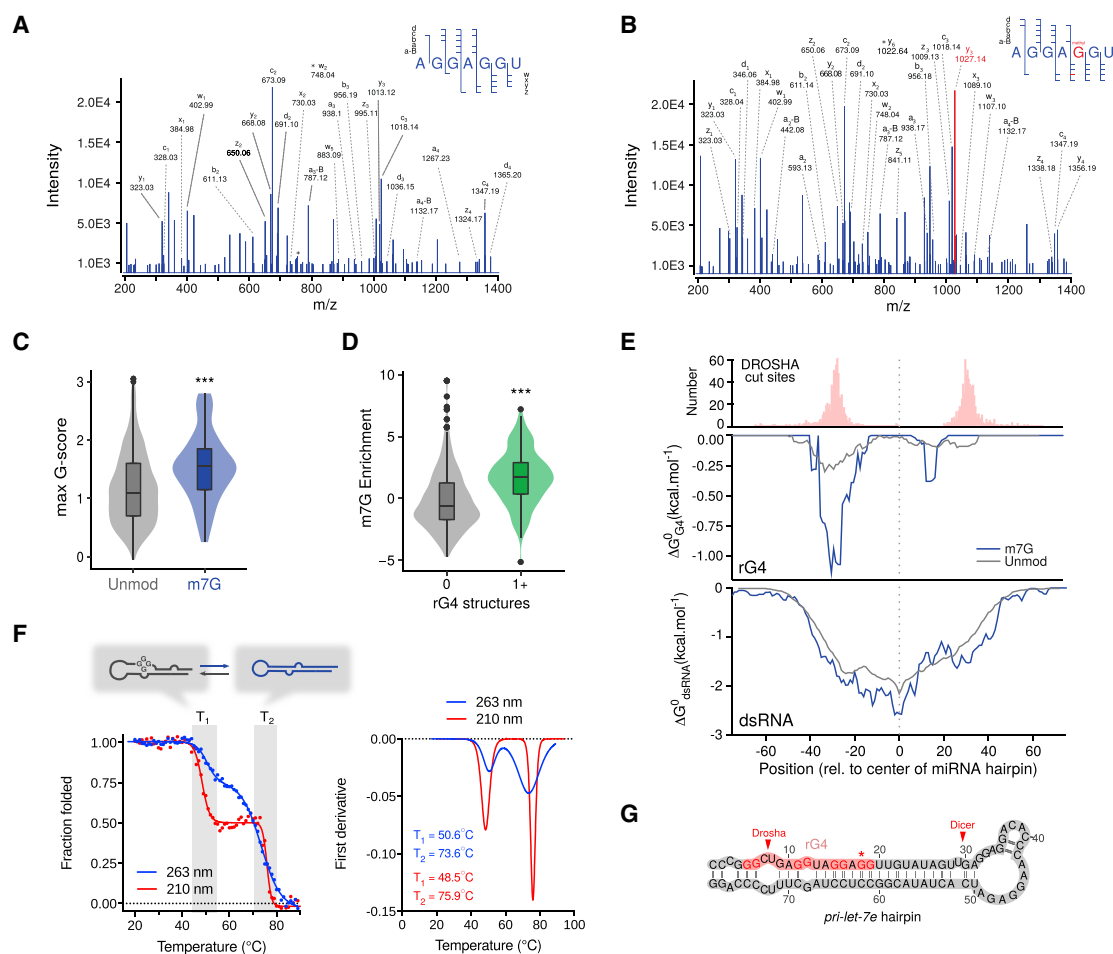

**Figure 5. G-Quadruplexes Mark m7G-Containing miRNAs**

(A and B) Spectral sequencing of *in vivo let-7e-5p* showing unmodified (A) and methylated 5'-AGGAGGU-3' (B) fragments, obtained following RNase A digestion of a miRNA fraction isolated from A549 cells (see also Figure S5).

(C) Boxplot showing the maximum G-score, a quantitative estimation of G-richness and G-skewness (see Method Details for definition), in primary hairpins of either unmodified or m7G containing miRNAs (\*\*p < 0.001, Wilcoxon test).

(D) Boxplot showing the enrichment of miRNAs, grouped according to the propensity of their primary hairpins to form G-quadruplexes (\*\*p < 0.001, Wilcoxon test).

(E) Metagene plot showing pri-miRNA cleavage site distribution (top) and the predicted stability of G-quadruplexes (center), and double strand (bottom) across primary hairpins of unmodified (gray) or m7G-modified miRNAs (blue).

(F) Denaturation experiments of *let-7e* primary hairpin in the presence of 100 mM KCl followed by circular dichroism at 263 or 210 nm show two transitions demonstrating that *let-7e* exists as a mixture of two distinct structures in equilibrium in solution (top). The first structure melts at 48.5°C–50.6°C, while the second one is more stable (75.9°C–73.6°C).

(G) Scheme showing the predicted G-quadruplex (rG4, pink) within the *pri-let-7e* hairpin. In red are shown the guanines predicted to be involved in the formation of the quadruplex motif. Arrows mark the cleavage sites of *let-7e-5p* processing. The asterisk indicates the position of m7G.

See also Figure S6.

that G-quadruplexes contribute to the METTL1-mediated regulation of miRNA activity.

To support a role for G-quadruplex formation in the processing of *pri-let-7e*, we carried out a biophysical analysis of the short 16-nt-long G-rich sequence, referred to as *rG4-let-7e*. Using circular dichroism (CD), we found that the CD spectrum of *rG4-let-7e* is cation dependent and is characterized by a maximum ellipticity at 263 nm and a minimum ellipticity at 240 nm (Figure S6C). This observation is consistent with G-quadruplex formation (Kypr et al., 2009). Denaturation exper-

iments revealed a potassium-dependent transition at 48.1°C (Figure S6C). We then assessed the ability of this sequence to fold into a G-quadruplex in the context of *pri-let-7e*. The CD spectrum of *pri-let-7e* also displayed a maximum at 263 nm and a local minimum at 240 nm, but with an additional minimum at 210 nm indicative of a more complex structure (Figure S6D). Denaturation experiments of *pri-let-7e*, followed by CD spectroscopy at 263 or 210 nm in the presence of KCl, revealed two transitions indicating the presence of two structures in equilibrium (Figure 5F). While the second transition is centered

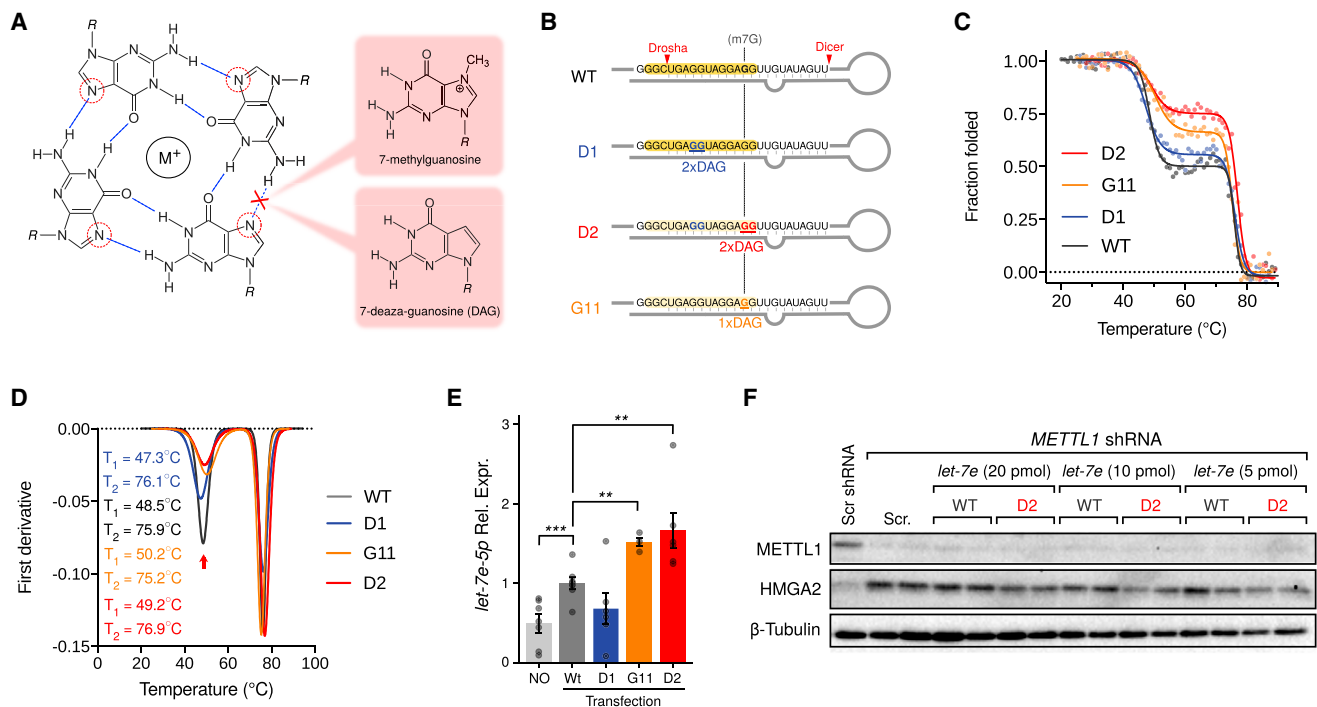

**Figure 6. m7G Position Is Essential for *let-7e* Quadruplex:Stem-Loop Equilibrium and Promotes miRNA Processing**

(A) Schematic representation of a guanine tetrad, highlighting Hoogsteen base pairing involving the N7 of guanosine that stabilizes the G-quadruplex structure, together with a stabilizing monovalent cation ( $M^+$ , usually potassium). Both 7-methylguanosine and 7-deaza-guanosine are able to destabilize the hydrogen bond involving N7.

(B) Illustration depicting the pri-miRNA hairpins used in the following experiments.

(C) Thermal denaturation studies of RNA oligonucleotides as described in (B). While GG-to-DAG-DAG mutation at the D1 position does not significantly affect the contribution of G4 in the G4:stem-loop equilibrium, GG-to-DAG-DAG mutation at the D1 position and a single G11-to-DAG mutation affect the contribution of rG4 in the structural equilibrium by shifting it toward the hairpin form.

(D) First derivative plot of the denaturation experiment in (C) helps visualize the decrease in rG4 contribution to the equilibrium (red arrow).

(E) qRT-PCR showing the levels of *let-7e-5p* 72 h after transfection with either WT, D1, D2, or G11 oligonucleotides. The average of six independent transfections  $\pm$  SDs is shown (\*\* $p < 0.01$ , \*\*\* $p < 0.001$ , two-tailed t test).

(F) Western blot showing the rescue of HMGA2 upregulation upon transfection of D2, but not WT *let-7e* primary hairpin in A549 *METTL1* knockdown cells. Two representative biological replicates of a total of three independent experiments are shown.

around  $\sim 75^\circ\text{C}$  and correspond to the expected hairpin structure, a first transition was observed at  $\sim 48^\circ\text{C}$ , similar to the melting transition of *rG4-let-7e*, and may correspond to the formation of the *rG4-let-7e*-quadruplex structure. To support this point, we introduced G-to-A mutations in *pri-let-7e* at positions that are expected to destabilize the *rG4-let-7e*-quadruplex (Figure S6E). We found that G-to-A mutants display single-phase melting curves with transitions  $>70^\circ\text{C}$  (Figure S6F). This result demonstrates that G-to-A mutations in *pri-let-7e* impede G-quadruplex formation.

We hypothesized that m7G may affect the stability of G-quadruplexes *in vivo* by disrupting the N7 H-bonds and Hoogsteen base pairing while preserving Watson-Crick base pairing (Figure 6A). To support this hypothesis, we used 7-deaza-deoxyguanosine (DAG) as a mimic of m7G, since synthesis of m7G-containing oligonucleotides is currently unavailable and because, like m7G, DAG weakens secondary structures supported by Hoogsteen base pairing (Figure 6A; Römmeler et al., 2013). We found that the *rG4-let-7e* quadruplex structure containing a single G-to-DAG substitution at the G11 position was

significantly less stable than the WT sequence (Figure S6C). We then generated G-to-DAG mutant versions of *pri-let-7e* (Figure 6B). While the D1 and D2 oligonucleotides displayed two G-to-DAG mutations at G4-G5 and G11-G12, respectively, one oligonucleotide bears a single G-to-DAG mutation at position G11. Denaturation experiments followed by CD spectroscopy were performed to assess the quadruplex:stem-loop equilibrium within *pri-let-7e* and the contribution of each guanosine to *pri-let-7e* folding (Figures 6C and 6D). We observed that mutation of G11 (in both D2 and G11 mutants) affects the folding of *pri-let-7e* by shifting the structural equilibrium toward the canonical stem-loop structure. In contrast, mutating G4 and G5 (D1 mutant) did not significantly affect the structural equilibrium. These results suggest that the methylation of G11 favors the stem-loop structure of *let-7e*.

We next used the DAG-containing *pri-let-7e* hairpin oligonucleotides to establish whether the induced change in structure affects the processing of the precursor RNAs *in vivo*. We transfected either WT or the DAG-containing oligonucleotides into A549 cells and we measured the levels of mature *let-7e-5p* by

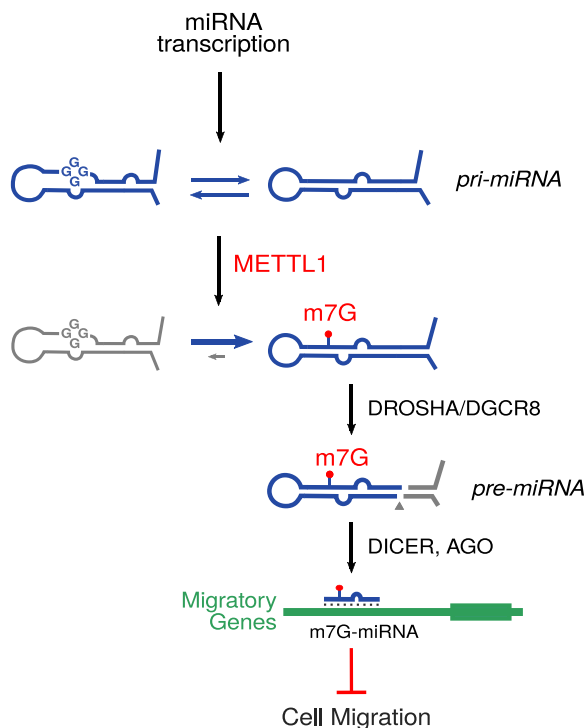

**Figure 7. Role of m7G in miRNA Biogenesis**

Proposed model of the role of METTL1-mediated m7G in promoting miRNA processing and suppressing migration phenotype.

qRT-PCR 72 h after transfection. Furthermore, we transfected D2 and WT oligonucleotides into A549 *METTL1* knockdown cells and measured the levels of HMGA2 by immunoblotting. In agreement with the biophysical observations, the D2 oligonucleotides, containing G11 DAG, were more efficiently processed than either WT *let-7e* or D1 oligonucleotides (Figure 6E). Finally, the D2 oligonucleotide effectively rescued HMGA2 expression in the absence of METTL1, whereas the WT did not (Figure 6F). Overall, our data suggest that the methylation of *pri-let-7e* at G11 promotes its processing via disruption of local G-quadruplex structures.

## DISCUSSION

In the present study, we use two independent unbiased techniques to demonstrate that a subset of miRNAs harbors internal m7G modification. We find that these are functionally related, tumor-suppressive miRNAs, and they include the *let-7* family. We show that m7G promotes the processing of their precursor RNAs and that METTL1-dependent methylation is required to suppress cellular migration. Furthermore, we developed a new MS approach to identify m7G within a sequence-specific context using RNA purified from cells. This allowed us to pinpoint the modification to G11 of the mature *let-7e-5p*. We show that *pri-let-7e* can adopt two alternative conformations, which are consistent with a G-quadruplex structure and a canonical stem-loop. The G11 position has previously been implicated in the formation of a G-quadruplex structure (Pandey et al.,

2015), and we confirm the presence of this G-quadruplex in *let-7e*. We show that the substitution of G11 with DAG affects the quadruplex:stem-loop equilibrium within *pri-let-7e* and mimics the effects due to m7G.

The presence of m7G in miRNAs strongly correlates with their predicted tendency to adopt G-quadruplex structures. Such structures are known to be inhibitory to miRNA processing (Mirihana Arachchilage et al., 2015; Pandey et al., 2015), which is consistent with our findings that the G-quadruplex motif in *let-7e* overlaps the DROSHA cleavage site. Our data suggest a model in which METTL1-mediated deposition of m7G within G-rich regions destabilizes G-quadruplexes, thereby promoting their processing from pri- to pre-miRNA (Figure 7).

While this manuscript was under revision, Gregory and colleagues (Lin et al., 2018) reported that *METTL1* knockout mouse embryonic stem cells possess defective mRNA translation at a global level. In our system, by using an inducible knockdown approach to reduce the levels of METTL1, we did not dramatically affect the levels of m7G in tRNAs (Figure S2G). This is consistent with our ribosome profiling results in normal versus METTL1-depleted cells, which showed no significant effect on overall translation (Figure S2K). Therefore, our inducible approach allowed us to dissect new, orthogonal, m7G-dependent pathways, uncoupling them from the effects of tRNA.

G-quadruplexes and other alternative structures involving non-Watson-Crick base pairing have been described in other classes of RNA, including mRNA (Bugaut and Balasubramanian, 2012); there they are proposed to induce ribosome stalling, thereby inhibiting translation (Endoh et al., 2013). We speculate that m7G represents a general way of destabilizing such structures, counteracting their effects. Thus, a comprehensive understanding of the m7G modification pathways will be instrumental in deciphering the roles that Hoogsteen-based structures play in physiological and pathological settings.

Only two other miRNA methylations have been identified in miRNAs, m6A and 5'-methyl phosphate (Alarcón et al., 2015; Xhemalce et al., 2012). However, these two modifications show features that are different from the m7G features characterized here. On the one hand, m6A enhances processing of many, if not all, miRNAs in breast cancer cells, and can be regarded as a general mechanism; this methylation promotes the binding of DROSHA to the primary miRNA. On the other hand, 5'-methyl phosphate represses the processing of *miR-145* by inhibiting the binding of DICER to the pre-miRNA. Here, we show that m7G promotes miRNA processing in a unique manner, by directly affecting the secondary structure of a specific set of pri-miRNAs that share a common functional signature: suppression of cell migration.

The model proposed here could represent a widespread molecular mechanism to safeguard the levels and activity of important tumor-suppressive G-rich miRNAs. In this scenario, the formation of G-quadruplexes is a "side effect" of the miRNA sequence, and the m7G pathway is required to maintain pre-miRNAs in a functional state. Alternatively, but not mutually exclusively, the presence of G-quadruplexes itself may represent a novel additional layer of regulation to control functionally related miRNAs, which, for example, inhibit cell migration.

Many mechanisms control cell migration and tumor invasiveness, and one of the most important drivers is the AKT oncogenic signaling pathway (Irie et al., 2005). Notably, AKT has been shown to directly phosphorylate METTL1 to inhibit its enzymatic activity (Cartlidge et al., 2005). Given the findings presented here, it is likely that the hyperactivation of AKT in cancer would reduce the levels of m7G-containing tumor-suppressive miRNAs, including the *let-7* miRNA family. This family in particular inhibits the progression and invasiveness of numerous tumors, including lung cancer, by regulating the expression of key oncogenes such as *RAS*, *MYC*, and *HMGA2* (Balzeau et al., 2017). The control of *let-7* family members by the m7G pathway may represent a common mechanism to modulate their expression and therefore activity. Beyond cancer, *let-7* is implicated in neurodegenerative diseases, such as Alzheimer's disease, in which it is significantly upregulated (Lehmann et al., 2012). Furthermore, low levels of *let-7* have been shown to improve tissue repair through reprogramming cellular metabolism (McDaniel et al., 2016; Shyh-Chang et al., 2013). Therefore, direct targeting of METTL1 could represent a valid and unexplored therapeutic strategy in these pathological contexts.

This report identifies the m7G pathway as a novel regulator of miRNA function. Considering the interest in miRNA as targets and tools in therapeutic intervention (Chakraborty et al., 2017), our findings could be exploited in many miRNA-related disease settings to open up new therapeutic avenues.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- CONTACT FOR REAGENT AND RESOURCE SHARING
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
  - Cell lines
  - Lentiviral vector preparation and cell transduction
  - Generation of conditional knockdown cells
- METHOD DETAILS
  - BoRed-Seq and m7G-RIP-Seq
  - RNA immunoblots and dot blots
  - Global gene expression profiling
  - RT-qPCR
  - Western blotting
  - Migration assays
  - Proliferation assays
  - Mature miRNA/hairpin transfection
  - Luciferase assay
  - METTL1 rescue experiments
  - METTL1 UV-CLIP
  - Expression and purification of recombinant METTL1/WDR4 (Evotec)
  - *In vitro* RNA methylation assays
  - Mass spectrometry analysis of RNA nucleoside m7G modification
  - Mature miRNA isolation
  - Context-specific mass spectrometry analysis of miRNA m7G modification

- Preparation of naive and *in vitro* methylated [ $\alpha$ - $^{32}$ P]-pri-*let-7e*
- Isolation of DROSHA by IP
- *In vitro* miRNA Processing Assays
- Circular dichroism spectroscopy
- Polysome fractionation
- QUANTIFICATION AND STATISTICAL ANALYSIS
  - Bioinformatic analysis of smallRNA sequencing
  - Global gene expression analysis
  - Bioinformatic prediction of G-quadruplexes
  - Statistical analysis
- DATA AND SOFTWARE AVAILABILITY
  - Data Resource

## SUPPLEMENTAL INFORMATION

Supplemental Information can be found online at <https://doi.org/10.1016/j.molcel.2019.03.040>.

## ACKNOWLEDGMENTS

The authors would like to thank Dr. Tommaso Leonardi for providing bioinformatics advice regarding small RNA-seq analysis and Dr. Pieter van Delft for insightful discussions. We also thank Dr. Gonzalo Millan-Zambrano and Dr. Angela Rubio for help with polysome fractionation. Work in the Kouzarides laboratory is supported by grants from Cancer Research UK (grant reference RG72100) and the ERC (project number 268569), in addition to benefiting from core support from the Wellcome Trust (core grant reference WT203144) and Cancer Research UK (grant reference C6946/A24843). I.B. is funded by a Kay Kendall Leukaemia Fund project grant (grant reference RG88664) and Cancer Research UK (grant reference RG86786). The Balasubramanian lab is supported by an ERC Advanced grant (337778) and by core funding from Cancer Research UK. R.B. and M.d.O. are funded by a Horizon 2020 grant (grant reference 732678).

## AUTHOR CONTRIBUTIONS

Conceptualization, L.P., I.B., A.J.B., and T.K.; Methodology, L.P., I.B., A.H., and B.A.; Software & Formal Analysis, L.P., P. Murat, and S.C.R.; Investigation, L.P., I.B., A.H., B.A., N.W., P. Murat, P. Mach, R.B., V.M., and A.A.; Resources, M.d.O.; Writing – Original Draft, A.J.B.; Writing – Review & Editing, L.P., I.B., A.J.B., S.B., and T.K.; Visualization, L.P. and I.B.; Supervision & Project Administration, A.J.B., S.B., and T.K.; Funding Acquisition, I.B., A.J.B., and T.K.

## DECLARATION OF INTERESTS

T.K. is a co-founder of Abcam and Storm Therapeutics, Cambridge, UK. A.H., B.A., and N.W. are employees of Storm Therapeutics, Cambridge, UK. S.B. is a founder of and shareholder in Cambridge Epigenetix, Cambridge, UK.

Received: April 18, 2018

Revised: March 6, 2019

Accepted: March 27, 2019

Published: April 25, 2019

## REFERENCES

- Alarcón, C.R., Lee, H., Goodarzi, H., Halberg, N., and Tavazoie, S.F. (2015). N6-methyladenosine marks primary microRNAs for processing. *Nature* 519, 482–485.
- Alexandrov, A., Martzen, M.R., and Phizicky, E.M. (2002). Two proteins that form a complex are required for 7-methylguanosine modification of yeast tRNA. *RNA* 8, 1253–1266.

How the deposited data were processed for this re-analysis (not part of the article)

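The data analysed here are the small RNA sequencing libraries of the m7G-RIP-seq experiment in Caco-2 cells, with 3 input and 3 m7G-RIP libraries. The other experiments of the paper were not analysed here, and where A549 values appear they are the paper's own, from Tables S1 to S3.

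The authors trimmed adaptors with Trimmomatic, mapped the reads to GRCh38 with STAR under the ENCODE settings for small RNA, which let a read map to several loci, and counted reads on the mature miRNAs of miRBase with featureCounts. The deposited values are raw read counts per miRNA and library, whole numbers without normalization, and replicates were not pooled. The methods do not say how reads with several loci were counted.

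From these counts, log2 enrichment of m7G-RIP over input was computed with edgeR 4.0.16 in R 4.3.3. miRNAs were kept by filterByExpr with its default minimum count of 10 and minimum total of 15, library sizes were scaled with TMM factors, and the quasi-likelihood test was applied with Benjamini-Hochberg adjustment. A miRNA was called at an adjusted p-value under 0.05. The standard error of a log2 enrichment was taken as its absolute value divided by the square root of the test's F statistic. CPM values are edgeR's counts scaled by the TMM-corrected library size, except that the correlation with input abundance used CPM of the total counts. The steps were tested on simulated data: in 800 simulated miRNAs with 200 changed by known amounts, 178 (89%) were recovered with the right sign, and 3.26% of the calls were false. The simulated changes were 2 or 3 on the log2 scale in either direction, at a dispersion of 0.05, so the recovery of smaller changes was not tested. Most simulated miRNAs were unchanged, whereas 626 of the 800 were called in the data. False calls from a misplaced zero of the scale were therefore not tested.

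Total counts per library ranged from 16466178 to 19628046 in the input (median 16652506) and from 1654102 to 3105129 in m7G-RIP (median 3087921). These lower totals limit the precision of the m7G-RIP values of rare miRNAs. The m7G-RIP libraries also differed by more than counting error (chi-square per degree of freedom from 70.0 to 98.8), so variation between libraries limits precision too. Of the 800 miRNAs tested, 45 had at most 3 counts in every m7G-RIP library, all of them called depleted, and 24 had at most 3 counts in every input library. The reads carry no molecular identifiers, so counting errors take no account of amplification. No pair of libraries within a group was a copy of another (chi-square per degree of freedom from 20.9 to 98.8).

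Libraries were grouped by the condition in their labels. The pairing of input and m7G-RIP libraries comes from the replicate numbers in those labels. In the protocol of Methods S1 the input is an aliquot of the RNA that is immunoprecipitated, while the labels do not state that same-numbered libraries come from the same RNA. The fit with the replicate number as a block is reported beside the fit without it.

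The miRNAs enriched in Caco-2 cells were set against the paper's A549 calls in Table S2 with Fisher's exact test, against the lists of Tables S3 and 1, and against the A549 log2 enrichment by Pearson and Spearman correlation with 100000 permutations. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for these steps and matplotlib 3.10.9 for the plots. Hairpin coordinates, sequences and neighbouring genes come from GENCODE release 44 and the GRCh38 genome, the build to which the authors mapped. miRNA names were matched to hairpin genes by name, and 789 of the 800 tested miRNAs had one.

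The rule for the miRNAs named in the text was fixed before the data were examined, along with all alternatives not marked otherwise. It takes the 20 miRNAs of Table 1, the miRNAs of Figure 1F, those labelled in Figures S2D to S2F, and the 5 highest and 5 lowest in log2 enrichment among called miRNAs that moved in the same direction in all 3 same-numbered pairs and had an average log2 CPM of at least 5. This gave 36 miRNAs, of which 35 were tested; miR-381-3p had too few counts. Other miRNAs named in the text were chosen after their values were seen.

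The alternatives tried were DESeq2's size factors, total counts and upper-quartile factors for scaling, DESeq2 1.42.0 with its Wald test, no filter, at least 10 counts in every library, an average log2 CPM of at least 5, the replicate block, leaving out each library, an adjusted p-value under 0.01, and an absolute log2 enrichment of at least 1. Thinning the input to the depth of m7G-RIP, and the guanosine share of hairpins, were added after the data were seen. The planned correlation with the guanosine share of mature miRNAs was not run, because the annotation used here gives hairpins and no mature sequences.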

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

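Of the tests in this part, only the one with the thinned input was chosen before its result was seen.

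The 5 miRNAs with the highest log2 enrichment under the rule for named miRNAs are outside those that the paper discusses in its text, Table 1 or Table S3. They are miR-4728-5p with a log2 enrichment of 4.63 (standard error 0.31), miR-877-5p with 4.53 (standard error 0.30), miR-193b-5p with 4.33 (standard error 0.32), miR-3679-5p with 4.05 (standard error 0.34) and miR-3177-3p with 3.87 (standard error 0.23). They were chosen for passing the threshold and for being higher in m7G-RIP in 3 of 3 same-numbered pairs, so neither adds evidence. In the paper's Table S4 all 5 have an FDR of 1.61e-23 or less, and in the paper's Table S2 4 of them are also enriched in A549 cells, miR-877-5p with a log2 enrichment of 3.27, miR-193b-5p with 2.84, miR-3679-5p with 2.08 and miR-3177-3p with 2.99; miR-4728-5p is not listed there. All 5 are above the value for let-7e-5p, 3.16. Their input counts are mostly low, 33 to 42 per library for miR-4728-5p, while miR-877-5p had 1589 to 2136 counts in the input and 8928 to 15876 in m7G-RIP. Under scaling by total counts the values of miR-4728-5p and miR-877-5p were 5.76 and 5.67, and in the DESeq2 test 4.31 and 4.20, so the scaling moves them along with all other miRNAs.

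The hairpins of these miRNAs lie within other genes: MIR4728 in ERBB2, MIR877 in ABCF1, MIR3679 in MGAT5, MIR3177 in MAPK8IP3 and MIR193B in MIR193BHG, with no exon overlapping any of the 5. Fragments of other RNAs counted on a miRNA are a candidate explanation for high enrichment at low abundance in general. Among the 394 tested miRNAs with a hairpin and below the median input abundance, 56 of 217 enriched miRNAs (25.8%) had a hairpin wholly inside an exon of another gene that is not a long noncoding RNA, against 21 of 177 others (11.9%; Fisher's exact test, two-sided, p = 0.00053). This may account for part of the enriched miRNAs at low abundance, but the 5 miRNAs above have no such exon in the annotation. The exon test does not cover fragments of introns, so fragments of the surrounding genes remain open for these 5. The lower depth of m7G-RIP was weighed by thinning the input to the mean m7G-RIP total: of 475 called miRNAs still tested, 93.3% kept their direction and an adjusted p-value under 0.05, while 151 others were no longer tested at that depth, so that 443 of all 626 calls (70.8%) were kept. The test therefore bears on the miRNAs that remain measurable and not on the rarest ones. Enrichment by sequence composition remains open for these miRNAs, and the data cannot tell it from m7G. None of the 5 is in Table S3, where the paper lists the miRNAs that both RIP-seq and BoRed-seq detected in A549 cells. Their BoRed-seq values are not given here.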

How the results depend on the processing

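All numbers here are for Caco-2 cells. The number of enriched miRNAs, 321 as reported, was within 1.5 times under each scaling and each threshold, with the replicate block (296) and with each library left out in turn (268 to 341). It was lower with at least 10 counts in every library (182, of 426 tested) and with an average log2 CPM of at least 5 (106, of 265 tested). The number of depleted miRNAs, 305 as reported, was 198 with total counts, 175 with at least 10 counts in every library and 125 with an average log2 CPM of at least 5, and it was between 235 and 377 with each library left out. With both filters most of the fall comes from testing fewer miRNAs: with at least 10 counts in every library 188 of the 321 enriched and 167 of the 305 depleted miRNAs were still tested, and with an average log2 CPM of at least 5 81 and 152 were. The filters also move the log2 values, by a median of -0.13 with at least 10 counts in every library and 0.65 with an average log2 CPM of at least 5. With the log2 CPM filter the enriched count is above the number still tested (106 against 81) and the depleted count below it (125 against 152), the direction expected of an upward shift. The lower count with total counts goes with the shift of the median given below.

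The split between enriched and depleted miRNAs depends on the scaling. With TMM 51.3% of the calls were enriched (321 of 626), with total counts 69.1% (442 and 198), with upper-quartile factors 64.8% (418 and 227), with DESeq2's size factors 45.1% (281 and 342) and without a filter 43.1% (320 and 423). Relative to TMM, the median log2 enrichment of the tested miRNAs moved by 1.09 with total counts, 0.82 with upper-quartile factors, -0.34 with DESeq2's size factors and -0.31 without a filter. A log2 enrichment between 0 and about the size of the downward shifts, or a negative one smaller in size than the upward shifts, can change sign with the scaling.

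The number of miRNAs enriched in both cell lines, 124 as reported, fell to 63 with an average log2 CPM of at least 5, where 61 of the 124 were still tested, and lay between 98 and 141 under the other alternatives, 117 to 125 with each library left out. The odds ratio of the overlap stayed above 1 with p-values from 1.3e-60 to 3.79e-28 (Fisher's exact test), from 35.8 to 52.1 with each library left out; it was 167 with total counts and 9.66 with the union background. The r squared between Caco-2 and A549 lay between 0.663 without a filter and 0.847 with an average log2 CPM of at least 5, and between 0.702 and 0.807 with each library left out. Of the Table S3 miRNAs 23 to 29 were enriched under every alternative run, and of the Table 1 miRNAs 16 to 20, both 28 and 19 with each library left out and with the replicate block.

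Spearman's rho between log2 enrichment and input abundance, -0.555 as reported, was negative under every alternative run, from -0.642 to -0.442 with each library left out, -0.205 without a filter and -0.161 when abundance was averaged over all 6 libraries. The correlation with the guanosine share of the hairpin, chosen after seeing the data, was 0.414 and lay between 0.335 without a filter and 0.415 with total counts, 0.38 to 0.415 with each library left out.

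For the 35 named miRNAs that were tested, 516 of 518 values under other settings kept their direction and their side of the threshold and 0 reversed. The other 2 are miR-663a, which passed the threshold with total counts (log2 enrichment 1.59, adjusted p = 0.00873 from edgeR's quasi-likelihood test) and with upper-quartile factors (1.32, adjusted p = 0.0248 from the same test); its adjusted p over the settings in which it was tested ran from 0.00873 to 0.808, and in 3 settings, those with at least 10 counts in every library, with an average log2 CPM of at least 5 and with the thinned input, it was not tested. Its moves under both scalings equal the median shifts of all tested miRNAs, to the digits given.

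The planned correlation with the guanosine share of the mature miRNA, and its alternatives with the longest run of guanosines and the G+C share, were not run, because no mature sequences were used here. A version with the arm of the hairpin that holds the mature miRNA is void, because only 638 of 800 tested miRNAs (79.8%) had a name that gives the arm and a matched hairpin, and 80% were required.

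Depth limits the depleted side. For the 45 tested miRNAs with at most 3 counts in every m7G-RIP library the log2 value rests on few counts, so its size is uncertain. With the input thinned to the m7G-RIP depth, a setting chosen after seeing the data, 562 miRNAs were tested, 255 enriched and 206 depleted.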

Differences from the paper's values

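Figure 1G shows about 51 enriched miRNAs in Caco-2 cells, about 46 of them shared with A549 cells, and a Fisher p-value whose negative log10 is about 80 (Fig. 1G, read by eye). Here 321 miRNAs were enriched in Caco-2 cells, 124 were shared, and the negative log10 of the p-value was 56.7. The paper's text and legends do not state the threshold of the figure. Of the alternatives set before the data were examined, an average log2 CPM of at least 5 brought the shared number to 63, within 1.5 times the paper's; under none of them did the number of enriched miRNAs come within 1.5 times the paper's, and the negative log10 of the p-value lay between 27.4 and 59.9. At an adjusted p-value under 0.05, the paper's own Tables S4 and S2 give 236 enriched miRNAs in Caco-2 cells and 110 shared.

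For 17 of the 35 named miRNAs compared, log2 enrichment differed from the paper's value in Table S4 by more than the SD between same-numbered pairs. All 17 were higher here, or less negative. For let-7a-5p it was 1.71 against the paper's 1.40, for let-7b-3p 1.62 against the paper's 1.30, for let-7b-5p 2.93 against the paper's 2.61 and for let-7e-5p 3.16 against the paper's 2.85. For miR-193a-5p it was 1.71 against the paper's 1.40, for miR-328-3p 1.66 against the paper's 1.35, for miR-760 3.25 against the paper's 2.93 and for miR-92b-3p 1.72 against the paper's 1.41. For miR-320a it was 2.60 against the paper's 2.28, for miR-320b 2.72 against the paper's 2.40, for miR-320d 2.56 against the paper's 2.24 and for miR-320e 2.08 against the paper's 1.76. For miR-375 it was 1.23 against the paper's 0.92 and for miR-92a-3p 0.90 against the paper's 0.59. For the depleted miRNAs it was -3.66 against the paper's -3.97 for miR-27b-3p, -5.61 against the paper's -5.92 for miR-101-3p and -5.58 against the paper's -5.89 for miR-19a-3p.

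Over the 746 miRNAs with both values the values rose together with an r squared of 0.9999, the median difference was 0.31, and 30 miRNAs had the opposite sign. With DESeq2's size factors, with the DESeq2 test and without a filter on low counts, 0 of the 17 differed; without a filter the median difference over all shared miRNAs was -1.6e-06 on the log2 scale. With at least 10 counts in every library 4 still differed, with the replicate block 16, with an average log2 CPM of at least 5 15 of the 15 that were tested, and with total counts or upper-quartile factors all 17. With each library left out in turn between 5 and 17 differed. The paper's methods name DESeq2's Wald test, yet the FDR values of Table S4 imply 1744 tests, as many as here without a filter. For let-7e-5p the fit without a filter gave the paper's 2.85, and the DESeq2 test gave 2.82. Table S4 is thus closer to the fit without a filter than to that test. The shift of all 746 miRNAs, from 0.07 to 0.35, may therefore reflect the filter. Among the named miRNAs, the 17 are those in which it exceeded the SD between same-numbered pairs, and not a set apart.

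The paper lists miR-663a among its m7G-containing miRNAs from A549 cells in Table 1. In Caco-2 cells it was not called here, with a log2 enrichment of 0.50, and the paper's Table S4 does not call it either, with the paper's value of 0.19 and an FDR of 0.934. It was called here with total counts (1.59) and with upper-quartile factors (1.32).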

Other observations

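The tests of the guanosine share, and of guanosine and cytidine together, in both arms of a hairpin and of the guanosine share within the let-7 family were chosen before their results were seen. The correlation with input abundance, the count of Table 1 miRNAs and the alternative settings named here were fixed before the data were examined. All other tests in this part were chosen after the pattern was seen.

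The real grouping into input and m7G-RIP gave 626 called miRNAs. Among the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real one, gave as many. The other 3 of these gave 0 calls, with 0 to 3 miRNAs at an unadjusted p-value under 0.05. The remaining 6 of the 10 splits part only 1 same-numbered pair, and also gave 0 calls. Every split other than the real one mixes input and m7G-RIP libraries within its groups, which by itself lowers the number of calls, and 4 splits are too few for a small share, so this count says little. The libraries themselves part by group: log2 CPM correlated at 0.949 or more within each group and at 0.809 or less between the groups. The border between enriched and depleted moved with the scaling: total counts in place of TMM raised the enriched share of the calls by 17.8 percentage points. The number on each side of zero may therefore reflect the scaling as much as the RNA, while a factor common to all miRNAs of a library leaves the differences between them as they are.

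The paper states for A549 cells that m7G bears no correlation with expression. The correlation below was not run on its A549 values, so it is not a like-for-like comparison. In Caco-2 cells log2 enrichment fell with input abundance across the 800 miRNAs tested (Spearman's rho -0.555 and Pearson's r -0.419, permutation test with 100000 resamples, p = 1e-05 for each, the smallest they can give). The filter on low counts lets a miRNA that is rare in the input be tested only where its m7G-RIP counts are high, and without a filter rho was -0.205. Input abundance also enters both measures, so the permutation p-values cannot separate a relation from this shared term. With abundance averaged over all 6 libraries rho was -0.161. Stricter filters moved rho both ways, to -0.620 with at least 10 counts in every library and to -0.304 with an average log2 CPM of at least 5. The filter and the shared input term may therefore contribute to the relation, and how much of it comes from them was not determined.

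In Caco-2 cells 19 of the 20 miRNAs of Table 1, a list the paper drew from A549 cells, were enriched, and the number was the same when adjusted over the list alone. Their log2 enrichment ran from 0.50 for miR-663a to 4.29 for miR-149-3p, with a median of 2.49.

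Log2 enrichment rose with the guanosine share of the hairpin across 789 miRNAs (Spearman's rho 0.414, permutation test, p = 1e-05, the smallest 100000 resamples can give). Both mature miRNAs of a hairpin carry the same share, and 194 hairpins had both tested. The 789 values are thus not independent, which this p-value does not allow for. Among the 197 miRNAs with the largest share 62.4% were enriched, and among the 198 with the smallest 19.2%. The cytidine share of the hairpin also had a positive rho, 0.275, smaller than that of guanosine, while adenosine and uridine had -0.321 and -0.353. For the arms, the share was taken from the hairpin sequence on each side of its midpoint, loop and flanking bases included. In 185 hairpins with both arms tested and unequal shares, the arm with more guanosine was the more enriched in 132, or 71.4% (exact binomial test, two-sided, p = 5.79e-09; 95% Wilson interval 64.4% to 77.4%), whereas the arm with more cytidine was the more enriched in 57 of 179, or 31.8%. Guanosine in one arm pairs with cytidine in the other, so the shares of the arms are not independent. The arm with more guanosine and cytidine together was the more enriched in 105 of 165 hairpins, or 63.6% (exact binomial test, two-sided, p = 0.000572; 95% Wilson interval 56.1% to 70.6%), so a bias of library preparation for G and C is not excluded. Differences in expression between hairpins do not account for this, since both arms come from the same precursor, although their abundance as mature miRNAs differs. Whether that difference in abundance between the arms contributes was not tested. Affinity of the antibody for G-rich RNA is another candidate explanation. The paper's BoRed-Seq enrichment in A549 cells, which uses no antibody, had a rho of 0.38 with the guanosine share over 602 miRNAs, and the paper's antibody-based m7G-RIP-Seq enrichment in A549 cells had a rho of 0.371 over as many miRNAs, no higher than without the antibody. The antibody is therefore not needed for the association in A549 cells, although a part played by it in Caco-2 cells was not tested. The association in Caco-2 cells cannot be told apart from composition bias, and antibody affinity is not excluded. A hypothesis that remains is that m7G is more frequent in the G-rich arm.

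The log2 enrichment of the 8 let-7 members spanned 3.31. Some neighbours in the order, such as let-7e-5p and let-7b-5p or let-7i-5p and let-7g-5p, were within their errors. Others were not, such as let-7b-5p and let-7a-5p. let-7e-5p (3.16, standard error 0.16) and let-7b-5p (2.93, standard error 0.17) were highest, let-7a-5p (1.71), let-7c-5p (1.33), let-7d-5p (1.00) and let-7f-5p (0.63) followed, and let-7i-5p (-0.0014) and let-7g-5p (-0.15) were not called. With total counts the last 2 were positive, at 1.10 and 0.94, so their direction depends on the scaling, and the differences between members do not. let-7a-5p exceeded let-7f-5p by 1.10 ± 0.138 (SD, n = 3 same-numbered pairs) on the log2 scale; in the paper's A549 values the gap is 1.08. Noise in the Caco-2 libraries is not a likely explanation, since the order of the 8 members followed the paper's A549 values with a Spearman's rho of 0.976 (exact permutation test, two-sided, p = 0.000397). Their order against the guanosine share of the 5′ arm of the hairpin had a rho of 0.667 (exact permutation test, two-sided, p = 0.0831), which leaves that explanation open. Reads shared between members would make their values more alike. Whether the members differ in m7G or in how the antibody or the counting treats them was not tested.

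Counts of miRNAs with identical hairpins at several loci appear to include each read once per locus. For 16 such miRNAs with at least 50 counts in all, 100.0% had counts that were multiples of the number of loci in every library, while 17 of 701 single-locus miRNAs (2.43%) had even counts throughout. The absolute abundance of these miRNAs may therefore be too high by the number of loci, while their enrichment is unaffected, since the factor is the same in input and m7G-RIP.

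Of the miRNAs called in both cell lines, 179 were depleted in both and 4 were called in opposite directions. These 4 were named after their values were seen. miR-106b-3p (-0.59), miR-183-3p (-0.67) and miR-30a-3p (-0.53) were depleted in Caco-2 cells and enriched in the paper's A549 values (0.43, 1.05 and 1.00). Their sign in Caco-2 cells depends on the scaling, being positive with total counts (0.52, 0.43 and 0.55) and more negative without a filter (-0.91, -0.98 and -0.83, with adjusted p-values of 2.19e-06, 0.00236 and 0.00143 from edgeR's quasi-likelihood test). miR-7641 was enriched in Caco-2 cells (3.48, standard error 0.68, adjusted p = 0.00039 from edgeR's quasi-likelihood test) and depleted in the paper's A549 values (-2.24), and it stayed enriched with total counts (4.54). The difference between the cell lines was not tested, and no explanation was tested for it.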
